# Rapid Recall Ability of Memory T cells is Encoded in their Epigenome

**DOI:** 10.1038/srep39785

**Published:** 2017-01-05

**Authors:** Artem Barski, Suresh Cuddapah, Andrey V. Kartashov, Chong Liu, Hiromi Imamichi, Wenjing Yang, Weiqun Peng, H. Clifford Lane, Keji Zhao

## Abstract

Even though T-cell receptor (TCR) stimulation together with co-stimulation is sufficient for the activation of both naïve and memory T cells, the memory cells are capable of producing lineage specific cytokines much more rapidly than the naïve cells. The mechanisms behind this rapid recall response of the memory cells are still not completely understood. Here, we performed epigenetic profiling of human resting naïve, central and effector memory T cells using ChIP-Seq and found that unlike the naïve cells, the regulatory elements of the cytokine genes in the memory T cells are marked by activating histone modifications even in the resting state. Therefore, the ability to induce expression of rapid recall genes upon activation is associated with the deposition of positive histone modifications during memory T cell differentiation. We propose a model of T cell memory, in which immunological memory state is encoded epigenetically, through poising and transcriptional memory.

Long-lived memory T cells form the basis of adaptive immunity by orchestrating memory immune response. During secondary exposure, the response of memory T cells is both quantitatively and qualitatively different from the response of naïve T cells during initial exposure to pathogen^1^. Firstly, the number of T cells with specificity for the pathogen is higher due to clonal expansion of naïve precursors following primary exposure. In addition, antigen-exposed memory T cells are *qualitatively* different from naïve cells. Naïve T cells predominantly produce IL-2 as an initial response to activation. Only after several days of activation and polarization they can produce lineage-characteristic cytokines such as IFN-γ, IL-4, IL-5, IL-13 or IL-17. On the other hand, memory T cells are capable of producing these cytokines immediately^2^. This rapid recall ability, which allows the organism to fight pathogens faster and to limit the spread of infection, is the basis for vaccinations against numerous diseases^3^.

The molecular basis of the rapid recall response is still not well understood. In general, it is believed that both naïve and memory T cells receive the same signals from the antigen-presenting cells. Stimulation of TCR by MHC-antigen complex and co-stimulation, typically via B7-CD28 interaction, are sufficient for activation of both cell types. If anything, activation of memory cells may be less dependent on co-stimulation, although this point is still debated^4^. However, the same activation signaling leads to the induction of additional cytokine genes in memory T cells compared to naïve cells. Initial studies focused on identifying differences in signal transduction between the two cell types. In mouse CD4 T cells, initial TCR signaling works similarly in naïve and memory cells, but a key kinase, ZAP-70, is less phosphorylated in memory T cells compared to naïve T cells^5^, suggesting that memory T cells actually receive a weaker signal from TCR. In CD8 cells though, the initial TCR activation is similar and no difference in ZAP-70 phosphorylation was found^6^. Instead, it was reported that increased LAT concentration and phosphorylation in memory T cells led to increases in ERK and Jun phosphorylation upon activation^6^. MicroRNAs also were shown to play a role by regulating the expression of phosphatases that inhibit TCR signaling^7^. Another study reported that an important accessory molecule, SLP-76, is less phosphorylated in memory T cells than in naïve cells, again suggesting weaker TCR signaling in memory T cells^8^. Recent evidence in CD8 cells shows that the threshold for activation may indeed be higher in memory than in naïve cells^9^. However, despite these slight alterations in the levels of signaling molecules, the activation signals do reach transcription factors such as NF-κB, NFAT and AP1 in both naïve and memory T cells. As reported by Lai *et al*.^10^ in a murine model of immunity against influenza, NF-κB is activated and translocates to the nucleus at similar levels in both naïve and memory T cells but is only able to bind DNA and induce expression of *Ifng* in memory T cells. These findings suggest that rapid recall ability is mediated by the ability of transcription factors to bind to DNA at the appropriate genes, which is in turn regulated epigenetically by the local chromatin state.

Recently, we and other groups have profiled the epigenome of several immune cell populations. While the earlier studies established general relationship between chromatin modifications and gene expression in various cell types^11^,^12^,^13^, the later studies focused on unravelling the regulatory networks involved in the immune cell function^14^. These studies identified key regulatory elements and transcription factors that are involved in lineage specification during immediate Th1 and Th2 differentiaion^15^,^16^,^17^ in mice and humans and in human susceptibility to asthma^18^. Additionally, chromatin profiling was used to establish molecular basis for lineage plasticity in T helper cells^15^ and lineage relationship between several populations of cytotoxic T cells in mice^19^. Our previous studies have demonstrated that many inducible genes do not change their chromatin state during short-term T cell activation in activated CD4 T cells^20^. In fact, the majority of the activation-inducible genes already possessed positive chromatin modifications in the resting cells, in which these genes are silent. Therefore, we categorized those genes that are marked by activating histone modifications but not expressed as “poised”. It is possible that gene poising might be a manifestation of transcriptional memory acquired due to previous expression of the gene in the course of the natural history of the cell and retained in the cellular epigenome. On the basis of our results, we reasoned that gene poising might allow for rapid induction of the poised genes upon stimulus^20^. In the resting CD4 T cells, approximately 20% of all silent genes were poised by chromatin modifications and about 10% of these poised genes were subsequently induced upon T cell activation^20^. Among the genes poised in the resting T cells, we found a number of genes involved in cell cycle or metabolism. Most notably, cytokine genes including *IFNG* and *IL4* were poised. However, our studies with naïve murine T cells^15^ showed no poising at *Ifng* or *Il4* loci. These results suggest that cytokine genes are poised only in memory T cells, which may be related to their transcriptional history and persistent active epigenetic marks. This led us to hypothesize that cytokine gene poising imposed during T cell polarization underlies the rapid recall ability of memory T cells^21^.

In this study, we tested this hypothesis by profiling chromatin in three subsets of human CD4 T cells: naïve, central memory (TCM) and effector memory (TEM). We found that the ability of these subsets to express cytokines is associated with gene poising as indicated by the presence of positive chromatin modifications at promoters and enhancers of these genes. In general, the appearance of positive chromatin marks at the promoters and/or enhancers of genes upon differentiation of naïve T cells to TCM or TEM may lead not only to increased expression level of the genes in resting cells but also to increased inducibility of these genes upon activation, whereas loss of positive marks correlated with the loss of inducibility. These results support the hypothesis that the rapid recall ability of memory T cells is encoded in their epigenome.

## Results

Using cell surface markers, we separated total human CD4 T cells into 3 subsets (Fig. S1) that were reported to have differential ability to produce characteristic cytokines: (1) Naïve T cells (CD4^+^CD45RO^-^CD27^+^); (2) TCM (CD4^+^CD45RO^+^CD27^+^); and (3) TEM (CD4^+^CD45RO^+^CD27^−^). Naïve T cells were previously shown to be unable to produce IFN-γ or IL-4, whereas a minority of TCM and the majority of TEM cells were able to produce one of these cytokines upon activation^22^. TCM and TEM populations included cells of various lineages. Therefore, only a minority of the cells in a population could produce a particular cytokine (e.g. IFN-γ or IL-4)^22^. To examine whether the differential induction of cytokine genes between the CD4 T cell subsets is related to their epigenetic landscapes, we used ChIP-Seq to analyze genome-wide distribution of four positive chromatin marks (post-translational histone modifications H3K27ac, H3K4me1 and H3K4me3, histone variant H2A.Z) and RNA Polymerase II (Figs 1 and 2 and S2 and S3). 

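ChIP-Seq islands of resting cells were available for 24 samples. H3K4me3, H3K4me1 and H2A.Z had 2 replicates in each of the naïve, TCM and TEM subsets, and H3K27ac and Pol II had 1 sample per subset (no replicates). Each sample held cells combined from several donors, and the cells of replicate 2 came from other donors than those of replicate 1. For H3K4me3 the paper gives an Abcam or a Cell Signaling antibody, while the sample labels give an Abcam antibody for replicate 1 and a Millipore antibody for replicate 2. The authors aligned the reads to hg19, kept the unique ones and called islands of enrichment with MACS2 in each sample separately. The deposited values are the position of every island and its summit, the pileup (the number of extended reads that cover the summit, not scaled to depth), the fold enrichment over the background that MACS2 expected, and the -log10 of the p-value and q-value. The pileup at the highest summit is called the height of an island here. The number of reads per ChIP-Seq library is not in the files analysed here, so the depth behind a height is unknown. For H3K4me3, replicate 1 had 63391 islands in naïve, 58611 in TCM and 62009 in TEM cells, with a median height of 13 in each subset. Replicate 2 had 32044 islands in naïve cells with a median height of 10, 20036 in TCM cells with a median of 25, and 24354 in TEM cells with a median of 23. The background implied by the pileup and the fold enrichment was a single value at all islands in replicate 2 of naïve H3K4me3 and of TEM H3K4me1 and in the 3 Pol II samples. It varied from island to island in the other samples, so a fold enrichment did not have the same meaning in all of them. Heights were compared between subsets within a replicate number, after scaling by the median ratio over the promoters that had an island in both samples. A promoter without an island was given the 5th percentile of that sample's island heights. Promoters were the 1000 bases on either side of a TSS. Across promoters, H3K4me3 heights in all 6 samples were also compared by limma with Benjamini-Hochberg adjustment.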

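PolyA RNA-Seq gave 1 library for each of 4 time points (resting, 40 min, 150 min and 15 h after addition of anti-CD3/28 beads) in each of 3 subsets, 12 libraries in all with no replicates. The authors aligned the reads with STAR to hg19 and the RefSeq annotation, estimated reads and RPKM for isoforms, and combined the isoforms that share a TSS. The deposited values are the read count and the RPKM of 28288 TSS entries, which carry 23389 gene symbols. For a gene with several TSSs, reads and RPKM were summed. Between 2742987 and 16497828 reads per library were counted on these entries, with a median of 12288320 in naïve, 4574322 in TCM and 3907119 in TEM cells. The naïve libraries were the deepest, so the floor used here for a detectable transcript, 3 reads, was a higher level in memory cells. For IFNG it was 0.102 RPKM in resting naïve, 0.413 in resting TCM and 0.468 in resting TEM cells. Intervals given with RPKM values are 95% Wilson intervals of the gene's share of the counted reads, expressed in RPKM. Differences between libraries were tested by Fisher's exact test of a gene's reads against all other reads, with Benjamini-Hochberg adjustment over the named genes and time points. The counted reads are a part of the larger total behind RPKM. Relative to resting naïve cells this part was 1.30 in naïve, 1.39 in TCM and 1.35 in TEM cells at 150 min, so a ratio of RPKM and the tested ratio of shares are not on the same scale. The test measures counting noise only, and with 1 library per condition no difference in expression has a replicate check.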

We also measured gene expression in resting and activated cells using polyA RNA-Seq. Key ChIP-Seq experiments were replicated (see Methods).

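Of the 5 marks, H3K4me3, H3K4me1 and H2A.Z were replicated in all 3 subsets. The number of islands differed between the replicates of a mark. For H3K4me1 there were 133140 islands in replicate 1 and 18978 in replicate 2 of naïve cells, 116502 and 9152 in TCM cells, and 70609 and 103859 in TEM cells. For H2A.Z there were 136516 and 28041 islands in naïve, 135720 and 14247 in TCM, and 123909 and 27217 in TEM cells. Promoters of 14768 genes had an H3K4me3 island in replicate 1 of naïve cells and 14345 in replicate 2. These numbers were 14604 and 13300 in TCM and 14727 and 13305 in TEM cells.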

RNA-Seq analysis revealed that neither naïve nor memory T cells expressed cytokine genes such as IFN-γ, IL-4, IL-13 or IL-17 in the resting state (Figs 1a,b,c and S3). 

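IFNG (NM_000619) lies on chromosome 12 of hg19 from 68548550 to 68553521. In resting cells, 5 reads fell on it in naïve, 6 in TCM and 2 in TEM cells (no replicates). This corresponds to 0.17 RPKM in naïve (95% Wilson interval 0.0727 to 0.398), 0.825 in TCM (0.378 to 1.80) and 0.312 in TEM cells (0.0855 to 1.14). IL4 (NM_000589 and NM_172348, chromosome 5, 132009678 to 132018370) had no reads in any resting subset. The upper bounds of its intervals were 0.259 RPKM in naïve, 1.05 in TCM and 1.19 in TEM cells. IL13 (NM_002188, chromosome 5, 131993865 to 131996801) had 4 reads in naïve, none in TCM and 1 in TEM cells, at most 0.147 RPKM. IL17A (NM_002190, chromosome 6, 52051185 to 52055436) had 1 read in naïve cells and none in the other subsets. Since the resting memory libraries were shallower, a level under 0.41 RPKM of IFNG in TCM cells or 0.47 RPKM in TEM cells would have given fewer than 3 reads. The differences between memory and naïve cells at rest were not detectable at this depth for IL4, IL13 and IL17A. For IFNG, TCM cells differed from naïve cells with an adjusted p = 0.028 by Fisher's exact test and TEM cells with an adjusted p = 0.73. The log2 ratio of IFNG between resting TCM and naïve cells was 0.641 with 1 added to the RPKM and rose to 1.78 with 0.1 added. All values were under the 2 RPKM that the paper uses as the limit for a silent gene, and the paper describes these genes as not expressed at rest.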

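At 150 min, IFNG reached 44.6 RPKM in naïve cells (95% Wilson interval 42.2 to 47.1), 357 in TCM (346 to 370) and 401 in TEM cells (386 to 416). At 15 h it stood at 15.6 RPKM in naïve, 303 in TCM and 95.8 in TEM cells. IL4 at 150 min was 5.88 RPKM in naïve (4.74 to 7.28), 43.8 in TCM (38.3 to 50.1) and 273 in TEM cells (256 to 291). IL13 at 150 min was 22.6 RPKM in naïve, 190 in TCM and 1125 in TEM cells. IL17A at 150 min was 7.54 RPKM in naïve, 64.7 in TCM and 305 in TEM cells. After 40 min the differences were already present for IL13 and IL17A in TEM cells, with 66.3 and 30.5 RPKM, against 0.821 and 0.358 RPKM in naïve cells. For IL4 at 40 min, 21 reads were counted in TEM cells, none in TCM and 1 in naïve cells. By Fisher's exact test with adjustment over 304 comparisons of memory with naïve cells, IL4 was higher at 150 min in TCM cells with an adjusted p = 3.7e-58. By the same Fisher's exact test, IFNG was higher at 15 h in TEM cells with an adjusted p = 1.1e-96. Of the 52 comparisons of 13 cytokine and transcription factor genes at rest and at 150 min, 34 were higher in memory cells past the threshold of 0.05 and none was lower. The test uses reads, so a value added to the RPKM does not enter it. The log2 ratio of IL5 in TEM cells at 150 min moved from 5.20 to 6.07 with 0.1 added to the RPKM in place of 1.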

Upon activation with anti-CD3/28 beads for 40 min, 150 min or 15 hrs, both TCM and TEM cells were able to produce much higher amounts of these cytokines than the naïve T cells (Figs 1a,b,c and S3). These rapid changes in mRNA abundance likely reflect changes in gene transcription, although post-transcriptional regulation cannot be excluded. Gene expression analysis at various time points post activation further showed that the expression of cytokine genes was more strongly and rapidly induced in memory T cells than in naïve T cells.

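Within each subset, the cytokine genes were compared between resting and activated cells by Fisher's exact test of reads (1 library each, no replicates). IFNG in naïve cells rose from 5 reads at rest to 39 at 40 min and 1248 at 150 min. In TEM cells it rose from 2 reads to 111 at 40 min and 2800 at 150 min, although the TEM libraries were shallower. At 40 min IFNG stood at 1.79 RPKM in naïve (95% Wilson interval 1.31 to 2.44), 3.78 in TCM (2.47 to 5.78) and 9.56 in TEM cells (7.94 to 11.5). CSF2 (NM_000758, chromosome 5, 131409485 to 131411863) stood at 1.69 RPKM in naïve, 13.3 in TCM and 81.9 in TEM cells at 40 min, and at 224, 1967 and 3240 RPKM at 150 min. IL13 in TEM cells had 816 reads at 40 min and 8333 at 150 min. In naïve cells it had 19 and 670 reads in libraries with more reads in total. For IFNG, IL4, IL13, IL17A, IL3, IL22 and CSF2 the highest of the 4 time points was 150 min in every subset. IL9 was highest at 15 h in all 3 subsets. Adding 0.1 in place of 1 to the RPKM moved the log2 ratio of IL9 between TEM and naïve cells at 150 min from 4.04 to 6.6, since only 1 read of IL9 was counted in naïve cells. From these time courses, the paper concludes that memory cells induce cytokine genes more strongly and more rapidly.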

### The promoter and several enhancers of the IFNg gene are poised by active chromatin marks

Transcriptional regulation of *IFNG* locus has been extensively studied by multiple groups (reviewed in ref. 23). It has been reported that Th1 polarization leads to *IFNG* production, appearance of novel DNase I hypersensitive sites and increases in histone acetylation and other positive modifications in the vicinity of *IFNG* gene in murine and human T cells^15^,^23^,^24^,^25^,^26^,^27^,^28^. We examined whether the differences in histone modification profiles at *IFNG* locus in resting cells could explain the observed differential response to activation between naïve and memory T cells. Indeed, while some sites (e.g. CNS−16, CNS−22, CNS+22; Figs 1d and S2a) are modified similarly in both naïve and memory T cells, we observed appearance of positive histone marks at the *IFNG* Transcriptional Start Site (TSS), putative internal enhancer and CNS+40 (Fig. 1d, outlined) in memory cells. 

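The positions of the elements were read from the boxes and labels of Figs 1d and S2a before any island was looked at. In replicate 1, CNS-16 carried an H3K4me3 island in all 3 subsets, with a height of 10 extended reads in naïve, 15 in TCM and 14 in TEM cells. The heights at CNS-22 were 7 in naïve, 3 in TCM and 7 in TEM cells, and those at CNS+22 were 5, 8 and 6 in the same order. H3K4me1 and H2A.Z islands were also present at these 3 elements in every subset of replicate 1. At the IFNG TSS (position 68553521 of chromosome 12, hg19), no H3K4me3 island was present in naïve cells of either replicate. Replicate 1 had an H3K4me3 island of height 6 in TCM cells (68553340 to 68553532, fold enrichment 5.41, -log10 q 5.03) and of height 8 in TEM cells (68553103 to 68553449, fold enrichment 5.04, -log10 q 4.33). At the internal enhancer, replicate 1 had an H3K4me3 island of height 8 in TEM cells (68551257 to 68551547), and H3K4me1 islands of height 7 in TCM and 10 in TEM cells. Naïve cells had neither, but an H2A.Z island was called there in all 3 subsets. At CNS+40, the H3K4me3 heights of replicate 1 were 9 in naïve, 25 in TCM and 11 in TEM cells. Replicate 2 had no H3K4me3 island at the TSS or the internal enhancer in any subset. At CNS+40 it had one in TEM cells only, with a height of 5 (68512024 to 68512256). Counted once for every named element and library with an island there, over all marks and both loci and the elements of Fig. S3, there were 40 in naïve, 48 in TCM and 63 in TEM cells. Without replicate 2 of H3K4me1, whose islands in TEM cells were called against a single background value, they were 35, 43 and 51. Over all libraries they fell to 7, 11 and 17 when a -log10 q of at least 10 was required. No H3K27ac island was called in the region in any subset. The H3K27ac samples had few islands, with 3520 in naïve, 5554 in TCM and 9062 in TEM cells, so this absence says little. The paper reads the marks at the TSS, the internal enhancer and CNS+40 in memory cells as a difference that could account for the response of this gene to activation.

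**Figure D1:**
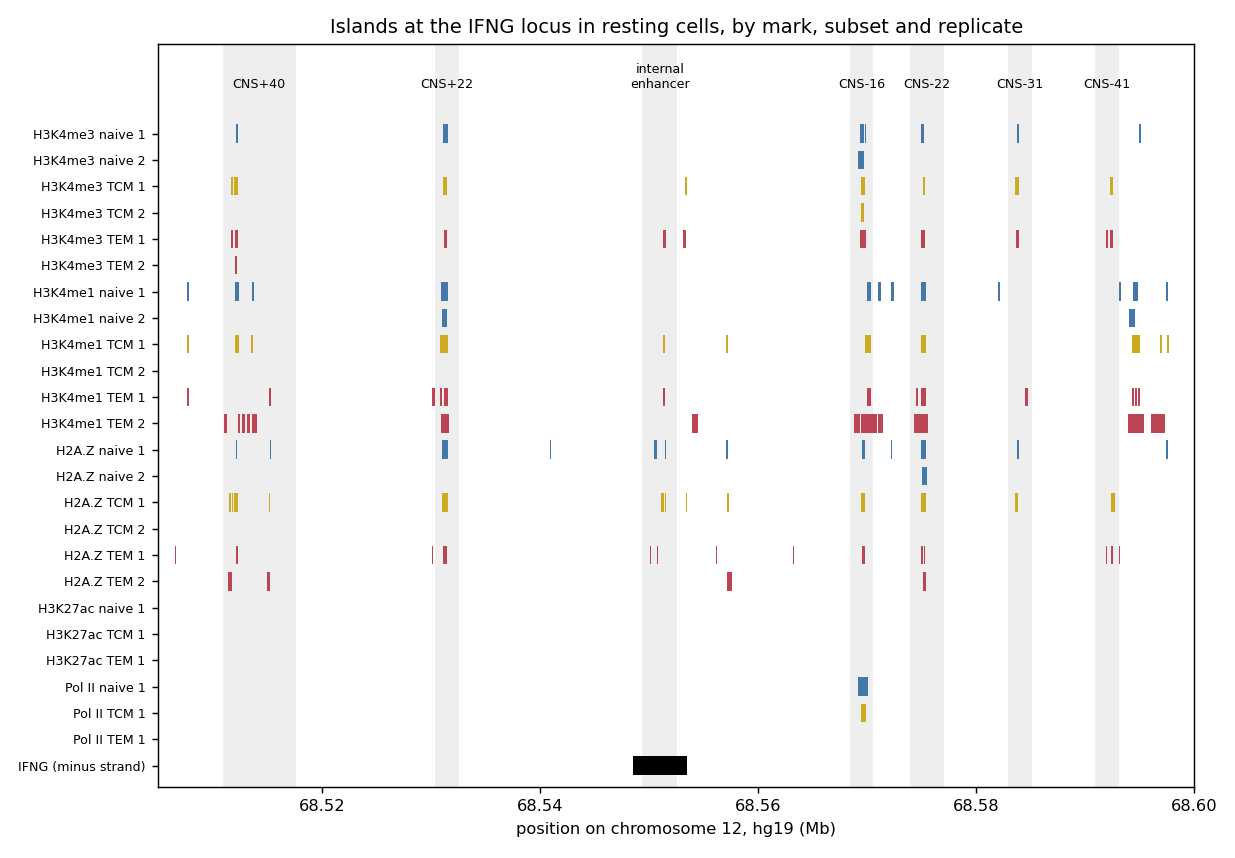
Positions of ChIP-Seq islands at the IFNG locus in resting cells, on chromosome 12 of hg19 in Mb (x axis), with a row for each mark, subset and replicate (y axis). Bars are islands, coloured by subset, grey bands are the elements named in Figs 1d and S2a, and the black bar is IFNG. H3K4me3 islands at CNS-16, CNS-22 and CNS+22 appear in all 3 subsets of replicate 1, those next to the IFNG TSS only in TCM and TEM cells of replicate 1, and replicate 2 has few islands outside TEM H3K4me1.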

In addition, Pol II was not present at the *IFNG* promoter in the resting cells (Fig. 1d). 

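Pol II was profiled in 1 sample per subset, and no Pol II island overlapped the 1000 bases on either side of the IFNG TSS in naïve, TCM or TEM cells. The samples had 22186, 31232 and 16213 Pol II islands, and their lowest heights were 5, 6 and 4 extended reads, so a weaker signal at this promoter was not detectable. At CNS-16, a Pol II island of height 12 was called in naïve cells (68569176 to 68570082, fold enrichment 8.84) and of height 11 in TCM cells (68569446 to 68569926, fold enrichment 7.05). TEM cells had none there. For comparison, the Pol II island at the B2M promoter had a height of 84 in naïve, 144 in TCM and 40 in TEM cells.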

Presence of these marks in memory T cells correlated with IFNG inducibility. 

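The subsets ranked in the same order for the H3K4me3 island at the IFNG TSS in replicate 1 and for IFNG expression at 150 min. No island was called in naïve cells, and the height was 6 in TCM and 8 in TEM cells, and expression was 44.6, 357 and 401 RPKM. At 15 h the memory subsets ranked the other way, with 303 RPKM in TCM and 95.8 in TEM cells. With 3 subsets, no correlation across samples can be tested. In replicate 2 no H3K4me3 island was called at the IFNG TSS in any subset, so the order of the subsets for this mark has no replicate check there. Of the other marks, an H3K4me1 island of height 10 was called at the promoter in TEM cells of replicate 2 only (68553971 to 68554503), in the library with a single background value, and an H2A.Z island of height 6 in TCM cells of replicate 1 only. IFNG did not enter the main limma fit, which needed an island in all 6 samples. In a fit chosen after seeing the data, with the replicate block and a floor where no island was called, the log2 fold change of H3K4me3 at the IFNG promoter was 0.682 in TEM against naïve cells (standard error 0.376, adjusted p = 0.72 from limma). It was 0.621 in TCM against naïve cells (standard error 0.376, adjusted p = 0.90 from limma). From the presence of the marks in memory cells and the stronger expression there, the paper concludes that they correlate with inducibility.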

With the exception of the internal enhancer/insulator that is bound by CTCF and is involved in long-distance chromatin interactions within the *IFNG* locus (Fig. S2a and ref. 29), the functional significance of the differentially modified sites in human T cells is not fully understood. However, in murine T cells, many of the homologous sites were shown to bind TBX-21/T-BET, NFκB, STAT-4 and other transcription factors^30^, suggesting that they are functional regulatory elements in humans as well.

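Heights at the IFNG promoter were compared with those at 3 housekeeping genes of Fig. S3 in the same libraries. In replicate 1 of TEM cells, the H3K4me3 island at the IFNG promoter had a height of 8 extended reads, above 7.64% of promoter islands. The heights were 35 at PPIA (NM_021130), 37 at EEF1A1 (NM_001402) and 41 at B2M (NM_004048), above 65.0%, 70.3% and 80.5% of promoter islands. In TCM cells the height was 6 at IFNG, above 5.03% of promoter islands, against 43 at PPIA, 43 at EEF1A1 and 47 at B2M. The median height over all promoter islands was 29 in TEM and 32 in TCM cells of replicate 1. In replicate 2, PPIA, EEF1A1 and B2M had heights of 48, 49 and 118 in TEM cells, and no H3K4me3 island was called at IFNG. H3K27ac and Pol II islands were absent from the IFNG promoter in all subsets. H3K27ac islands were also absent at EEF1A1 in naïve and TCM cells and at PPIA in naïve cells. The absence of H3K27ac at IFNG is thus weak evidence. From the low peaks at this promoter, the paper proposes that a part of the cells carries the modification.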

Interestingly, we observed relatively low ChIP-Seq enrichment peaks at the IFNG promoter (e.g. compared to housekeeping genes, Fig. S3q–s) even in memory T cells, which suggests that this locus is modified in only a fraction of the cells. This likely reflects the fact that only a fraction of TEM cells belong to Th1 lineage and are capable of producing IFNG^22^.

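In replicate 1 of resting naïve cells, the IFNG region shown in Fig. 1d held 8 H3K4me3 islands, 12 H3K4me1 islands and 12 H2A.Z islands. TCM cells had 8, 12 and 14, and TEM cells 10, 13 and 14. Naïve cells carried H3K4me1 islands of height 14 at CNS-16 (68570020 to 68570327), 23 at CNS-22 (68574983 to 68575444) and 16 at CNS+22 (68530891 to 68531587). Their H2A.Z heights were 14 at CNS-16, 9 at CNS-22 and 12 at CNS+22. In replicate 2 of naïve cells there were 1 H3K4me3, 2 H3K4me1 and 1 H2A.Z islands in the region. The H3K4me3 island lay at CNS-16 (height 5), one of the 2 H3K4me1 islands at CNS+22 (height 10) and the H2A.Z island at CNS-22 (height 11). No island of any mark was called at CNS-41 in naïve cells. Replicate 1 had H3K4me3 islands there of height 21 in TCM (68592309 to 68592554) and 32 in TEM cells (68592295 to 68592537), and replicate 2 had none. Widening each element by 1000 bases on either side raised the count of element and library pairs with an island from 40 to 44 in naïve cells. From the marks at enhancers in naïve cells, the paper infers that the locus opens in steps.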

Presence of positive chromatin marks at some of the enhancers in the naïve T cells (Fig. 1d) suggests that locus opening happens in a stepwise manner and that multiple events, which occur during early development of T cells, are required to confer full inducibility in differentiated Th1 cells. Taking this into account, we decided to analyze developmental history of T cells on the basis of our own^31^ and ENCODE^32^ data. Indeed, the *IFNG* locus (Fig. S2a) has no positive marks in H7 embryonic stem cells (ESC). CD34 hematopoietic stem cells (HSC) have gained low levels of H2A.Z at the distal elements (+118 kb and −64 kb). Data for common myeloid and lymphoid progenitors (CMP and CLP, respectively) are not available, but CD36 proerythroblasts and CD14 monocytes do not gain further modifications at this locus (data not shown). However, fellow lymphocyte CD20 B cells seem to have acquired positive modifications at CNS-16 and CNS-22 elements (Fig. S2a), suggesting that the *IFNG* locus may have begun to open at the CLP stage. The sites that are positively modified early in lymphocyte development (e.g. CNS-22^26^) could potentially serve as Locus Control Regions (LCRs). Interestingly, during Th1/2 polarization of naïve T cells, strong deposition of H3K4me1 can be already observed at 72 h post activation, whereas H3K4me3 deposition likely requires longer time and/or additional stimuli^16^.

### Several enhancers of the Th2 cytokine genes are poised by active chromatin marks

The Th2 cytokine locus contains *Il4, Il5* and *Il13* genes, as well as *RAD50* and *KIF3A* (reviewed in ref. 33 and Figs 1e and S2b). 

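RAD50 (NM_005732, chromosome 5, 131892616 to 131980313) stood at 7.65 RPKM in resting naïve cells (95% Wilson interval 7.23 to 8.09), 7.17 in TCM and 5.52 in TEM cells. After activation it ranged from 3.46 to 13.7 RPKM over the 3 subsets. KIF3A (NM_007054, 132028323 to 132073265) was between 1.88 and 4.93 RPKM at all 4 time points in all subsets. IL5 (NM_000879, 131877136 to 131879214) had at most 1 read in each resting subset and reached 0.954 RPKM in naïve, 4.05 in TCM and 70.9 in TEM cells at 150 min. In naïve cells at 150 min, IL4 had 83 reads (5.88 RPKM) and IL13 had 670 reads (22.6 RPKM), against none and 4 reads at rest. Those rises within naïve cells were past the threshold, with an adjusted p = 8.0e-22 for IL4 and an adjusted p = 4.4e-164 for IL13 by Fisher's exact test. At the same time point, IL13 was 49.8 times as high in TEM as in naïve cells and IL4 46.4 times as high (1 library each, no replicates). With 0.1 added to the RPKM in place of 1, the log2 ratio of IL5 between TCM and naïve cells at 150 min moved from 1.37 to 1.98.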

Unlike *RAD50* and *KIF3A*, which are weakly expressed in all three subsets (not shown), the cytokine genes are exclusively expressed in activated memory T cells (Fig. 1b,c). 

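The boxes of Fig. 1e place CNS1 on chromosome 5 between IL13 and IL4, and IE within the first part of IL4. At CNS1, H3K4me3 islands were called only in TEM cells of replicate 1. The highest of the 3 had a height of 8 extended reads (131999052 to 131999240, fold enrichment 6.39, -log10 q 6.6). H3K4me1 heights at CNS1 in replicate 1 were 6 in naïve, 20 in TCM and 13 in TEM cells, and H2A.Z heights were 4, 15 and 20. In replicate 2, CNS1 had H3K4me1 islands of height 8 in TCM and 11 in TEM cells and H2A.Z islands of height 7 in TCM and 12 in TEM cells. Naïve cells of replicate 2 had none. At IE, H3K4me3 islands in replicate 1 had heights of 9 in TCM (132010630 to 132010872) and 29 in TEM cells (132010438 to 132011012, fold enrichment 14.5, -log10 q 28.2). In replicate 2 only TEM cells had one, with a height of 4 (132010654 to 132010840, -log10 q 2.13). With a floor in place of a missing island, the log2 fold change of the promoter height at IL4, which this island overlaps, was 1.61 in TEM against naïve cells (standard error 0.725, adjusted p = 0.66 from limma with the replicate block, a fit chosen after seeing the data). IL4 and IL13 at 150 min stood at 5.88 and 22.6 RPKM in naïve, 43.8 and 190 in TCM, and 273 and 1125 in TEM cells. The IL13 promoter had no H3K4me3 or H2A.Z island in any sample. H3K4me1 islands there had heights of 25 and 13 in replicates 1 and 2 of naïve cells and 17 in TEM cells of replicate 2. None was called there in TCM cells or in TEM cells of replicate 1. These H3K4me1 islands are those of the upstream element CGRE, which reach into the promoter window. Requiring a -log10 q of at least 10 left 17 of the 63 islands at named elements in TEM cells. The paper sets the marks at CNS1 and IE beside the expression of both genes and concludes that they correlate.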

The ability of memory T cells to induce *IL4* and *IL13* expression correlates with the appearance of positive histone marks at the loci known as CNS1 and IE (Fig. 1e, boxed). Interestingly, these sites have been shown to be enhancers that bind GATA-3 and MYB transcription factors^34^. While GATA-3 is universally expressed in T cells, MYB is expressed at low levels in resting naïve T cells, and its expression is induced late during Th2 polarization. 

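GATA3 (NM_001002295 and NM_002051, chromosome 10, 8096667 to 8117164) was expressed in all 3 resting subsets, at 32.9 RPKM in naïve (95% Wilson interval 31.7 to 34.3), 103 in TCM (98.1 to 107) and 161 in TEM cells (155 to 167). MYB (chromosome 6, 135502453 to 135540311) stood at 3.91 RPKM in resting naïve cells (3.50 to 4.37), from 311 reads. It had 10 reads (0.569 RPKM, 0.309 to 1.05) in resting TCM and 4 reads (0.352 RPKM, 0.137 to 0.906) in resting TEM cells. Resting TEM cells were lower in MYB than resting naïve cells with an adjusted p = 6.0e-26 by Fisher's exact test. At 150 min, MYB reached 13.5 RPKM in naïve, 3.42 in TCM and 1.58 in TEM cells. At 15 h it stood at 4.05, 1.91 and 1.12 RPKM. With RPKM values from 1 library per condition, these differences have no replicate check. The cells were activated for at most 15 h without polarizing cytokines, so the late induction during Th2 polarization that the paper refers to is outside these samples.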

MYB has been shown to interact with MLL proteins and may be responsible for the deposition of positive marks at the enhancers in the Th2 locus^34^,^35^.

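In naïve cells the RAD50 promoter carried H3K4me3 islands of height 39 in replicate 1 (131892375 to 131893471) and 24 in replicate 2 (131892309 to 131893397), and H2A.Z islands of height 10 and 20. The KIF3A promoter carried H3K4me3 islands of height 36 (132072610 to 132073315) and 32 (132072514 to 132073581), and H2A.Z islands of height 17 and 15. H3K4me1 islands at both promoters were called in replicate 1, with heights of 12 and 9, and not in replicate 2. The limma log2 fold change of H3K4me3 in TEM against naïve cells was -0.169 at RAD50 (standard error 0.344) and 0.0484 at KIF3A (standard error 0.304). Neither passed the threshold, with an adjusted p = 1.0 at both from limma. Other islands of naïve cells lay at CGRE, with H3K4me3 heights of 7 in each replicate and H3K4me1 heights of 25 and 13, and at HSV, with H3K4me1 heights of 23 and 10. In memory cells, the H3K4me1 heights at CGRE in replicates 1 and 2 were 10 and 10 in TCM and 11 and 17 in TEM cells. At HSV they were 16 and 12 in TCM cells, and TEM cells of replicate 1 had no H3K4me1 island. A weak H3K4me1 island of height 6 (-log10 q 1.25) and an H2A.Z island of height 4 at CNS1 were called in replicate 1 only. With a -log10 q of at least 10, 7 of the 40 islands of naïve cells at named elements remained. From these peaks, the paper infers that the Th2 locus is primed in part during T cell development.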

We observed that several peaks of H2A.Z and H3K4me1/3 (in particular, those at the *RAD50* and *KIF3A* promoters) are already present at this genomic locus in naïve T cells (Fig. S2b and data not shown), suggesting that the Th2 locus is partially primed for expression during T cell development. Stepwise deposition of histone modifications starts in ESCs with the deposition of low levels of H3K4me3 at CGRE (Fig. S2b) and continues with the deposition of positive marks at CNS1 and HSV elements in CD34 HSCs. B cells have low levels of H2A.Z and H3K4me3 at CGRE and CNS1. 

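No island of any of the 5 marks was called at IE in naïve cells, in either replicate. In replicate 1 TCM cells had an H3K4me3 island of height 9 and an H2A.Z island of height 5, and TEM cells had an H3K4me3 island of height 29, an H3K4me1 island of height 9 (132011034 to 132011222) and an H2A.Z island of height 9 (132010086 to 132010283). In replicate 2, TEM cells had an H3K4me3 island of height 4 and an H3K4me1 island of height 8 (132011132 to 132011401), and TCM cells had none. The 5th percentile of island heights was 4 in replicate 2 of TEM H3K4me3 and 6 in replicate 2 of TEM H3K4me1, so the H3K4me3 island of replicate 2 was among the weakest called. The order of the subsets at IE was also the order of IL4 and IL13 expression at 150 min. IL13 stood at 1125 RPKM in TEM cells (95% Wilson interval 1102 to 1150), and at 190 RPKM in TCM cells (182 to 199). The paper states that the modifications at IE were seen in memory cells alone and that they correlate with inducibility.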

The modifications at the IE site are observed only in the memory T cells and correlate with *IL4* and *IL13* inducibility.

### Many other cytokines are also poised

Next, we examined the histone modifications at several other cytokine genes, including *IL17A, IL3, IL9* and *IL22* (Fig. S3), which are not expressed in resting cells and are more inducible in memory T cells than in naïve T cells. 

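IL17A, IL3 (NM_000588, chromosome 5), IL9 (NM_000590, chromosome 5) and IL22 (NM_020525, chromosome 12) had at most 1 read in each resting library. The upper bound of the 95% Wilson interval of these resting values was highest for IL9 in TEM cells, at 1.23 RPKM. At 150 min IL3 reached 57.8 RPKM in naïve (54.6 to 61.1), 347 in TCM (334 to 361) and 387 in TEM cells (371 to 404). IL22 reached 15.2 RPKM in naïve, 212 in TCM and 654 in TEM cells. IL17A reached 7.54, 64.7 and 305 RPKM in the same order. IL9 was induced later and stood at 2.42 RPKM in naïve (1.41 to 4.13), 131 in TCM (120 to 143) and 1073 in TEM cells at 15 h. At 150 min IL9 had 57 reads in TEM cells (16.7 RPKM) and 1 read each in TCM and naïve cells, so a difference between TCM and naïve cells was not detectable at that time point. All values come from 1 library per condition. Adding 0.1 in place of 1 moved the log2 ratio of IL22 between TEM and naïve cells at 150 min from 5.34 to 5.42 and that of IL3 from 2.72 to 2.74.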

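The elements of these genes were those boxed in Fig. S3. In replicate 1 the IL17A promoter had H3K4me3 islands of height 6 in TCM (52051156 to 52051701) and 7 in TEM cells (52051045 to 52051261), and none in naïve cells. H2A.Z islands at this promoter had heights of 6 in TCM and 6 in TEM cells of replicate 1 and 7 in TEM cells of replicate 2. None was called in TCM cells of replicate 2 or in either replicate of naïve cells. Upstream of IL17A, TEM cells of replicate 1 had an H3K4me1 island of height 12 (52046089 to 52046379), while H2A.Z islands of height 4 or 5 were called there in all 3 subsets. At the upstream element of IL9, H3K4me1 islands had heights of 9 in TCM and 14 in TEM cells of replicate 1 and 9 in TEM cells of replicate 2, with none in naïve cells. Upstream of IL3, the H3K4me3 height was 3 in TCM (131392015 to 131392180) and 13 in TEM cells (131391951 to 131392163), with none in naïve cells. Naïve cells had an H3K4me1 island of height 19 there in replicate 1. At the IL22 promoter only an H3K4me1 island of height 7 in TCM cells of replicate 1 was called. At the CSF2 promoter an H3K4me3 island of height 10 was called in TEM cells of replicate 1 (131409497 to 131409835). In the box around CSF2, H3K4me1 heights of replicate 1 were 18 in naïve, 24 in TCM and 16 in TEM cells. In the box downstream of CSF2, naïve cells were highest in replicate 1. The heights there were 11 in naïve, 8 in TCM and 9 in TEM cells for H3K4me3, and 49, 48 and 27 for H3K4me1. No H3K4me3 island at these promoters or elements was called in replicate 2 of any subset, so none of the H3K4me3 differences has a replicate check. The H3K4me3 heights of 3 to 13 compare with a median of 13 over all H3K4me3 islands of TEM cells in replicate 1. Widening the elements by 1000 bases on either side raised the count of element and library pairs with an island from 63 to 65 in TEM cells. The paper sets the peaks of memory cells beside the induction of these genes.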

This analysis revealed new peaks of activating histone modifications in the memory T cells, consistent with the inducibility of these genes in the memory cells. This finding is in contrast to another T-cell cytokine CCL5 (RANTES), whose accelerated production by memory T cells was previously reported to be regulated post transcriptionally^36^. 

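CCL5 (NM_002985) lies on the minus strand of chromosome 17 from 34198496 to 34207377. In resting cells it stood at 7.88 RPKM in naïve (95% Wilson interval 6.93 to 8.95), 55.8 in TCM (50.7 to 61.5) and 54.0 in TEM cells (48.7 to 60.0), from 235, 412 and 352 reads. The ratio to naïve cells was 7.09 in TCM (adjusted p = 5.7e-108 by Fisher's exact test) and 6.86 in TEM cells (adjusted p = 3.7e-93). At 150 min the ratios were 5.55 and 7.27. The intervals of TCM and TEM cells at rest overlapped, and with 1 library each the difference from naïve cells has no replicate check. The log2 ratio between resting TEM and naïve cells was 2.63, and with RPKM rescaled to the reads counted on genes, an alternative chosen after seeing the data, it was 2.36.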

Our results confirm that *CCL5* is expressed at a higher level in memory than in naïve T cells even in the resting state. 

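At the CCL5 promoter, no H3K4me3 island was called in naïve cells of either replicate. TEM cells had islands of height 38 in replicate 1 (34207095 to 34207466, fold enrichment 9.44) and 10 in replicate 2 (34207016 to 34207641, fold enrichment 6.79). TCM cells had one of height 19 in replicate 1 only. H2A.Z islands were called at this promoter in both replicates of TCM cells, with heights of 5 and 6, and of TEM cells, with heights of 7 and 9, and in neither replicate of naïve cells. CCL5 was among the genes whose H3K4me3 was gained from naïve to TEM in both replicates. In the limma fit with the replicate block and a floor, which was chosen after seeing the data, its log2 fold change in TEM against naïve cells was 2.47 (standard error 0.590, adjusted p = 0.26). After activation, CCL5 in naïve cells went from 7.88 RPKM at rest to 8.39 at 40 min, 10.5 at 150 min and 1.34 at 15 h. TCM cells went from 55.8 to 53.6, 58.2 and 14.7 RPKM, and TEM cells from 54.0 to 62.2, 76.2 and 23.7 RPKM. In RPKM, the level at 150 min was 1.41 times the resting level in TEM, 1.04 times in TCM and 1.33 times in naïve cells. As a share of the counted reads, which Fisher's exact test compares, it was 1.27 times in TEM (adjusted p = 0.00068), 0.899 times in TCM (adjusted p = 0.12) and 1.03 times in naïve cells (adjusted p = 0.85). An exact binomial test on the totals behind RPKM, added after seeing the data, gave an adjusted p = 6.7e-07 in TEM, 0.57 in TCM and 0.0014 in naïve cells. The rise in naïve cells thus depends on the total used. At 15 h all 3 subsets were below their resting level. With 0.1 added to the RPKM in place of 1, the log2 ratio of TEM to naïve cells at 150 min moved from 2.75 to 2.85. The paper contrasts the higher basal expression, which goes with the peaks at the promoter, with the lack of induction.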

While the increase in basal expression does correlate with the appearance of positive peaks at the promoter, transcriptional induction upon activation was not observed either in memory or in naïve cells (data not shown).

### Epigenetic environment at master regulator genes

Transcription factors TBX-21 (T-BET), GATA-3 and RORC are considered to be the master regulators of the Th1, Th2 and Th17 lineages, respectively^37^,^38^,^39^. 

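TBX21 (NM_013351, chromosome 17, 45810610 to 45823485) had 50 reads in resting naïve cells, 0.801 RPKM with a 95% Wilson interval of 0.607 to 1.06. It stood at 1.25 RPKM at 40 min (0.967 to 1.62), which was not separable from the resting level as a share of the counted reads (adjusted p = 0.12 by Fisher's exact test). On the totals behind RPKM the adjusted p = 0.029 by an exact binomial test, added after seeing the data. At 150 min it reached 27.5 RPKM (26.2 to 28.9) and at 15 h 111 RPKM (107 to 115), from 2600 reads. The value at 15 h was 139 times the resting value (no replicates). With the resting value raised to 1 RPKM, the rise at 15 h was 111 times.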

*TBX21* is not expressed in naïve T cells and is induced up to 100-fold upon activation. 

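In resting memory cells TBX21 stood at 7.96 RPKM in TCM (95% Wilson interval 6.67 to 9.5) and 9.24 in TEM cells (7.76 to 11.0), against 0.801 in naïve cells. These intervals overlap each other and exclude the naïve value. The ratio to naïve cells was 9.94 in TCM (adjusted p = 9.1e-41 by Fisher's exact test) and 11.5 in TEM cells (adjusted p = 1.4e-46 by the same test). After activation TBX21 in TCM cells went to 9.49 RPKM at 40 min, 136 at 150 min and 98.9 at 15 h. TEM cells went to 12.1, 162 and 106 RPKM. From rest to 150 min these were rises of 17.1 and 17.5 times. The log2 ratio between resting TEM and naïve cells was 2.51 with 1 added to the RPKM and 3.37 with 0.1 added.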

Memory cells express low levels of *TBX21* mRNA, and it is strongly induced upon activation (Fig. S3g,i). 

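The TBX21 promoter had an H3K4me3 island in all 6 samples. The heights were 11 and 11 extended reads in replicates 1 and 2 of naïve cells, 22 and 25 in TCM cells, and 30 and 32 in TEM cells. TBX21 was among the genes whose H3K4me3 was gained from naïve to TEM in both replicates. Its limma log2 fold change was 1.26 in TEM against naïve cells (standard error 0.291) and 0.844 in TCM against naïve cells (standard error 0.291). Over the 14732 promoters of the fit, neither passed the threshold, with an adjusted p = 1.0 for both from limma. With the replicate block, the standard error for TEM fell to 0.230, and the adjusted p = 0.14 from limma still did not pass. At 150 min TBX21 stood at 27.5 RPKM in naïve, 136 in TCM and 162 in TEM cells, and at 15 h at 111, 98.9 and 106 RPKM. The difference between TEM and naïve cells at 15 h was not larger than counting noise (adjusted p = 0.27 by Fisher's exact test). The paper connects the larger H3K4me3 level with the stronger and more rapid induction of TBX21 in memory cells.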

As could be expected, we observed a substantial increase in the H3K4me3 level at the *TBX21* promoter, which correlated with increased and more rapid *TBX21* induction in the memory cells. The TH17 transcription factor *RORC* locus is silent in resting naïve T cells but is expressed and inducible in memory T cells (Fig. S3b,c,e). This correlates with the appearance of H3K4me3 islands at both of its promoters even though only the shorter transcript was detected by RNA-Seq. Finally, the Th2 transcription factor GATA-3 is expressed in both naïve and memory T cells, although at a higher level in memory T cells (Fig. S3f,h). 

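GATA3 stood at 32.9 RPKM in resting naïve cells (95% Wilson interval 31.7 to 34.3), 103 in TCM (98.1 to 107) and 161 in TEM cells (155 to 167). The ratio to naïve cells was 3.12 in TCM (adjusted p = 1.2e-197 by Fisher's exact test) and 4.88 in TEM cells. At 40 min the levels were 27.3, 108 and 175 RPKM, at 150 min 24.2, 48.7 and 82.3, and at 15 h 27.1, 32.6 and 51.2 RPKM in naïve, TCM and TEM cells. GATA3 was thus higher in TEM than in TCM and in TCM than in naïve cells at all 4 time points, and the ratio of TCM to naïve cells at 15 h was 1.20 (adjusted p = 0.0015 by Fisher's exact test). With RPKM rescaled to the reads counted on genes, an alternative chosen after seeing the data, the log2 ratio of resting TEM to naïve cells moved from 2.25 to 1.98. Each value comes from 1 library.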

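At the GATA3 promoter (TSS at position 8096667 of chromosome 10) an H3K4me3 island was called in all 6 samples. The heights were 35 and 24 extended reads in replicates 1 and 2 of naïve cells, 41 and 48 in TCM cells and 41 and 61 in TEM cells. After scaling, the limma log2 fold change was 0.554 in TEM against naïve cells (standard error 0.306, adjusted p = 1.0) and 0.366 in TCM against naïve cells (standard error 0.306, adjusted p = 1.0). With the replicate block, the standard error was 0.247 and the TEM comparison had an adjusted p = 0.65 from limma. H2A.Z islands of height 8 in naïve, 4 in TCM and 3 in TEM cells were called in replicate 1, and one of height 9 in TEM cells of replicate 2. Pol II heights were 16 in naïve, 26 in TCM and 9 in TEM cells. H3K27ac was called in TEM cells only, with a height of 15. The TEM sample had the most H3K27ac islands, 9062 against 3520 in naïve and 5554 in TCM cells. These marks have no replicate or a replicate with a different number of islands, so their differences were not tested. Next to GATA3, FLJ45983 (TSS at position 8095447) was among the 10 genes with the largest H3K4me3 loss from naïve to TEM. Its scaled height fell from 25 to 3 in replicate 1 and from 28.4 to 3.38 in replicate 2. These TEM values equal the floor given where no island was called. In the limma fits with a floor, 0 promoters passed the threshold.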

We observed no chromatin changes at the *GATA3* locus.

### Genome-wide epigenetic changes correlate with inducibility

Our data suggest that many of the inducible cytokines and other genes are differentially epigenetically modified at promoter and/or enhancer elements between naïve and memory T cells. To examine whether other inducible genes are also poised, we generated average tag density profiles for three groups of genes: (1) expressed in resting T cells; (2) silent in resting T cells but induced upon activation; and (3) silent in both resting and activated T cells (Figs 2 and S4). Similar to our previous results^20^, we found that the inducible genes have higher levels of positive marks at their promoters than silent genes and are poised for induction.

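Genes were grouped in each subset by the cutoffs of the paper. Expressed genes were above 5 RPKM at rest, inducible genes were under 2 RPKM at rest and above 5 RPKM at any activated time point, and silent genes were under 2 RPKM at every time point. There were 6514 expressed, 597 inducible and 12885 silent genes in naïve cells, 6649, 525 and 12821 in TCM cells, and 6552, 487 and 12954 in TEM cells. The read densities of Figs 2 and S4 need the reads, so the share of genes with an island within 1000 bases of a TSS was used in their place. In replicate 1 of naïve cells an H3K4me3 island was present at 96.2% of expressed (95% Wilson interval 95.7 to 96.6), 85.1% of inducible (82.0 to 87.7) and 38.6% of silent genes (37.8 to 39.5). In TCM cells the shares were 96.4%, 84.0% and 37.4%, and in TEM cells 96.6%, 85.0% and 38.5%. The difference between inducible and silent genes was 46.4 percentage points in naïve (adjusted p = 1.6e-115 by Fisher's exact test), 46.6 in TCM and 46.5 in TEM cells. In replicate 2 it was 51.5, 51.0 and 52.7 points. In replicate 1 the difference for H2A.Z was 39.2 points in naïve, 40.7 in TCM and 43.1 in TEM cells, and for H3K4me1 21.2, 18.6 and 16.6. In replicate 2 it was 44.6, 34.1 and 44.2 for H2A.Z and 18.3, 10.7 and 46.6 for H3K4me1. The H3K4me1 islands of TEM cells in replicate 2 were called against a single background value. For H3K27ac it was 10.5, 18.1 and 22.6 points, and for Pol II 32.6, 43.2 and 23.1 (1 sample per subset). The H3K27ac samples had 3520 islands in naïve, 5554 in TCM and 9062 in TEM cells. The share of expressed genes with an H3K27ac island rose in the same order, at 31.5%, 39.5% and 60.1%. The order of the subsets for H3K27ac can thus not be told apart from the number of islands called. All 24 comparisons of inducible with silent genes passed the threshold, and the largest adjusted p = 1.3e-12 by Fisher's exact test was that of H3K4me1 in replicate 2 of TCM cells. Among islands, the median H3K4me3 height in naïve cells was 35 at expressed, 27 at inducible and 16 at silent genes. In replicate 1, H3K4me1 was the only mark more frequent at inducible than at expressed genes, with 60.0% against 48.4% in naïve cells. With a -log10 q of at least 10 required, the difference for H3K4me1 in TEM cells fell to 0.0201 points. Genes are not independent replicates of the cells. From the higher levels at inducible than at silent genes, the paper concludes that inducible genes are poised.

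**Figure D2:**
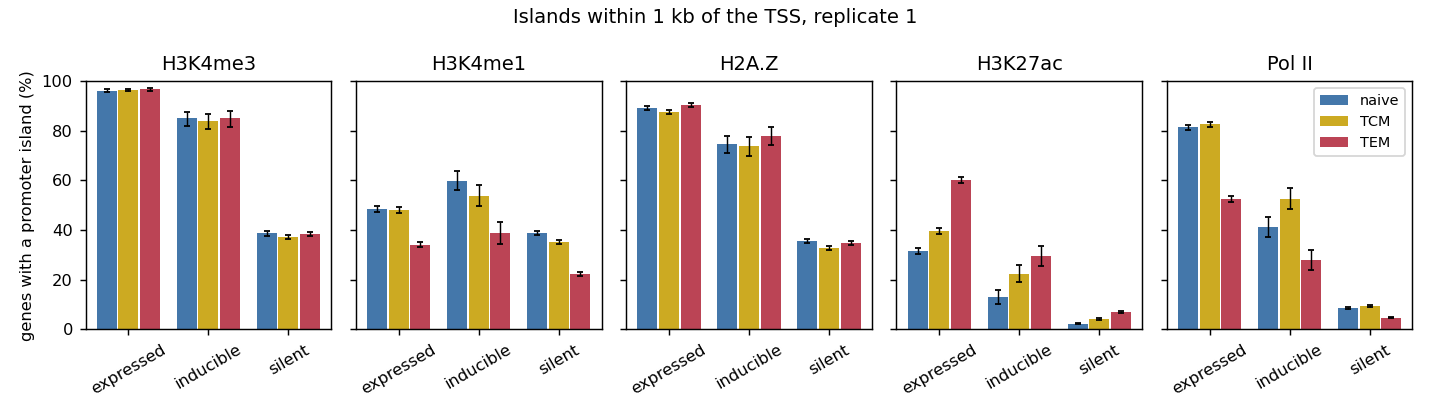
Percent of expressed, inducible and silent genes with an island within 1 kb of the TSS (y axis) in replicate 1, for each of 5 marks and 3 subsets of resting cells. Bars are shares of genes and error bars their 95% Wilson intervals. For every mark and subset the share at inducible genes is above that at silent genes, as for H3K4me3 in naïve cells with 85.1% and 38.6%.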

In order to determine whether differential modifications at the enhancers and promoters could explain the *differential* gene induction between naïve and memory T cells, we identified islands of histone modifications in the vicinity of genes that are differentially induced between the subsets. 

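Genes were grouped as in the methods for Fig. 3, from RPKM under 2 at rest in naïve and TEM cells, above 5 at 150 min in either, and a relative induction of at least 3 fold. This gave 71 genes more inducible in TEM cells, 125 similarly inducible and 39 more inducible in naïve cells. An H3K4me3 island counted as stronger when its scaled height was more than 2 times that of the other subset, within 20000 bases upstream and 1000 bases downstream of a TSS, with no island stronger the other way. In replicate 1, 27 of the 71 TEM-inducible genes had a stronger island in TEM cells, 38.0% with a 95% Wilson interval of 27.6 to 49.7. The same held for 24 of 125 similarly inducible genes (19.2%, 13.3 to 27.0) and 3 of 39 naïve-inducible genes (7.69%, 2.65 to 20.3). The difference between the TEM-inducible and the naïve-inducible genes was 30.3 percentage points, with an odds ratio of 7.36 (Fisher's exact test p = 0.00062, adjusted p = 0.0087 over 14 comparisons of marks, subsets and replicates). Islands stronger in naïve cells were found at 2 of 71 TEM-inducible (2.82%), 13 of 125 similarly inducible (10.4%) and 11 of 39 naïve-inducible genes (28.2%). In replicate 2, 1 of the 71 TEM-inducible and none of the 39 naïve-inducible genes had a stronger island in TEM cells (Fisher's exact test p = 1.0). After scaling, stronger islands in TEM cells were rare in that replicate. With no scaling there were 9 of 71 and 3 of 39 (Fisher's exact test p = 0.53), and by presence and absence 8 of 71 and 3 of 39 (Fisher's exact test p = 0.74), so the difference of replicate 1 did not pass the threshold there either. Islands stronger in naïve cells of replicate 2 were found at 11 of 71 TEM-inducible (15.5%) and 18 of 39 naïve-inducible genes (46.2%). This difference of 30.7 points has the direction of the 25.4 points in replicate 1. By a Fisher's exact test added after seeing the data, the adjusted p = 0.0050 in replicate 2 and 0.0024 in replicate 1. With no scaling, islands stronger in naïve cells of replicate 2 were found at 2 of 71 and 6 of 39 genes. That difference is smaller and has the same direction. For genes grouped by induction at other time points, the share with a stronger island in TEM cells of replicate 1 was 10 of 23 TEM-inducible and 2 of 5 naïve-inducible genes at 40 min, a difference of 3.48 points (Fisher's exact test p = 1.0). At 15 h it was 18 of 63 and 10 of 62 genes, a difference of 12.4 points (Fisher's exact test p = 0.13, adjusted p = 0.65), so the difference passed the threshold at 150 min only. With a stronger island required near the same TSS in both replicates, not necessarily the same island, the difference was 2.82 points (Fisher's exact test p = 0.54). Under this rule a stronger island in naïve cells excluded a gene only when it too was found in both replicates. Leaving out replicate 1 moved the result most, to a difference of 1.41 points. The paper's test on reads (MAnorm) needs the reads and was not repeated. From the share near TEM-inducible genes, the paper concludes that the induction of these genes goes with the appearance of H3K4me3 in their vicinity.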

We found that for ~35% of the genes that are strongly induced in TEM but not in naïve T cells, the gene induction was associated with the appearance of positive H3K4me3 marks in the vicinity of the gene in the course of differentiation of naïve T cells into memory T cells (Figs 3 and S5).

### Deposition of positive marks leads to increased expression or inducibility

In order to evaluate the transcriptional consequences of gain or loss of activating histone modifications, we systematically analyzed the expression levels of genes that gain or lose the positive marks near their promoters during their transition from naïve to memory T cells. 

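A gene was counted as having gained H3K4me3 when, within 1000 bases of any of its TSSs, an island of memory cells had a scaled height more than 2 times that of naïve cells in replicate 1 and again in replicate 2. From naïve to TCM this gave 32 genes, and from naïve to TEM 66. Taken alone, replicate 1 gave 372 genes for TCM and 654 for TEM, and replicate 2 gave 95 and 143. Among the 10 genes with the largest ratio from naïve to TEM, judged by the smaller of the 2 replicates, were CCR6 (NM_004367, ratios of 8.75 and 9.05), GNA15 (8.67 and 7.86), MSC (15.7 and 7.86), CST7 (6.50 and 7.38), CCR4 (10.3 and 6.19), FASLG (4.29 and 6.67) and CXCR3 (11.0 and 4.05). The log2 ratios of the 2 replicates had a Pearson correlation of 0.206 across 16588 promoters, which are not independent of each other. In replicate 1, 577 promoters were above 1 and 549 under -1 on the log2 scale. In replicate 2 these numbers were 156 and 1818. Limma was run over the 14732 promoters with an island in all 6 samples. Of these, 0 passed an adjusted p of 0.05 in TEM or TCM against naïve cells, with a median standard error of 0.359. A promoter gained where naïve cells had no island could not enter this fit, so the result does not cover such gains. When the samples were paired by replicate number as a replicate block, 8 promoters passed in TEM, 1 higher and 7 lower than in naïve cells, and 0 passed in TCM. With a floor where no island was called, 18228 promoters entered. Of these, 0 passed in TEM or TCM, without the block or with it (the latter chosen after seeing the data). Each sample's deviation from its subset's mean correlated across promoters with that of the same replicate number in another subset, with r = 0.629 for naïve and TCM and r = 0.524 for naïve and TEM. The ratio that counted as a gain moved the number of genes from 66 to 199 for a ratio above 1.5 and to 16 for a ratio above 3. The authors compared reads by MAnorm, which needs the reads and was not repeated.

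**Figure D3:**
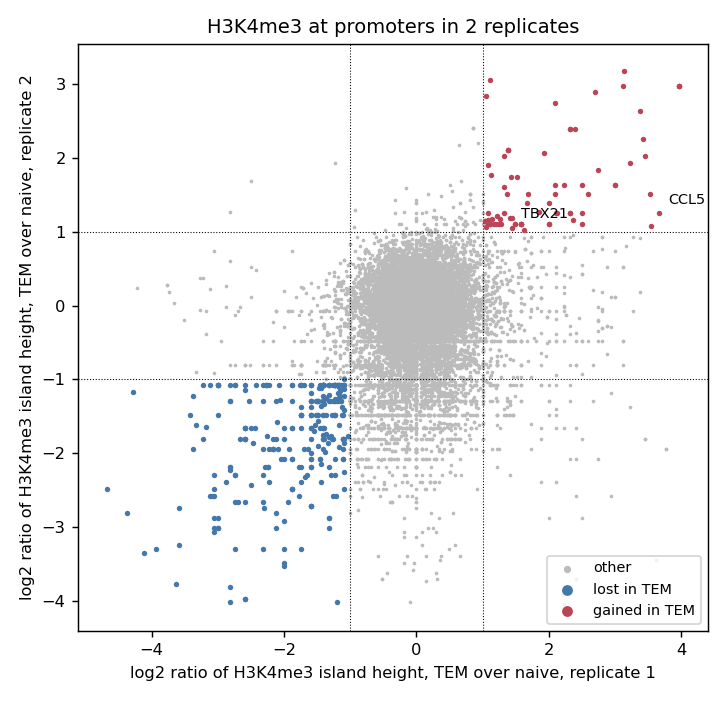
Log2 ratio of the H3K4me3 island height in TEM over naïve cells at each promoter, for replicate 1 (x axis) and replicate 2 (y axis). Points are TSS entries, with promoters of gained genes in red and of lost genes in blue, and dotted lines at 1 and -1. In replicate 2 many more promoters lie under -1 than above 1, with 1818 against 156.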

For this, we identified genes with differentially modified promoters: 112 gene promoters became H3K4me3 modified upon transition of T cells from naïve to TCM and 188 from naïve to TEM (Figs 4 and S6). Interestingly, only about half of the genes that gained positive modifications at their promoters displayed increased expression or inducibility. 

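Expression was called higher when RPKM was at least 2 fold higher in memory than in naïve cells at rest or at any activated time point, after raising values under 1 to 1. Of the 66 genes with H3K4me3 gained from naïve to TEM, 40 were higher in TEM cells, 60.6% with a 95% Wilson interval of 48.5 to 71.5. Of the 15132 other genes with a promoter island, 2068 were higher (13.7%, 13.1 to 14.2). The difference was 46.9 percentage points (odds ratio 9.72, Fisher's exact test p = 1.4e-18). Of the 32 genes gained from naïve to TCM, 16 were higher in TCM cells (50.0%, 33.6 to 66.4) against 12.2% of other genes, a difference of 37.8 points (Fisher's exact test p = 2.2e-07). At rest alone, 34 of the 66 genes were higher in TEM and 14 of the 32 in TCM cells. RPKM rests on 1 library per condition, while the gains were required in both replicates of H3K4me3. Raising values only up to 0.1 RPKM moved the share of the gained genes most, to 90.9% in TEM and 81.25% in TCM cells. With genes gained in replicate 1 alone, the share was 31.0% in TEM and 26.9% in TCM cells.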

The rest of the genes that gained modifications did not change their expression state and stayed silent and uninducible. 

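Of the 26 genes with H3K4me3 gained from naïve to TEM that were not higher in TEM cells, 25 were under 2 RPKM at every time point in TEM cells (96.2%). The same 25 were also silent in naïve cells. Of the 16 such genes of the TCM comparison, 13 were silent in TCM cells and in naïve cells at every time point (81.2%). A gene under 1 RPKM in naïve cells that was not 2 fold higher had to be under 2 RPKM in memory cells. A part of these shares thus follows from the definition. The size of this group depends on the floor under RPKM. With a floor of 0.1 RPKM, the share of gained genes called higher rose from 60.6% to 90.9% in TEM cells. At that floor a few reads can decide a call, so the rise does not show that these genes were expressed. From the genes in this group, the paper concludes that they stayed silent and uninducible.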

It is not clear whether these genes were expressed during transition from naïve to memory cells. It is possible that a stimulus other than activation is needed to induce their expression in memory T cells. 

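By the same rule with the subsets exchanged, 259 genes lost H3K4me3 from naïve to TEM in both replicates and 158 from naïve to TCM. Replicate 1 alone gave 609 lost genes for TEM and 644 for TCM, and replicate 2 gave 1733 and 1048. Among the 10 genes with the largest loss from naïve to TEM were NUP37 (NM_024057, chromosome 12), ADAR (one of its TSSs, NM_001193495, chromosome 1), GNAI1 (NM_002069, chromosome 7), DACH1 (chromosome 13) and ZNF516 (NM_014643, chromosome 18). Of the 259 genes, 177 were under 2 RPKM in naïve cells at every time point, 68.3% with a 95% Wilson interval of 62.4 to 73.7. Of the 158 genes of the TCM comparison, 114 were silent in naïve cells (72.2%, 64.7 to 78.6). At rest alone, 191 and 126 genes were under 2 RPKM (73.7% and 79.7%). With losses taken from replicate 1 alone the share for TEM was 60.1%, and from replicate 2 alone it was 75.8%.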

A majority of the genes that lost H3K4me3 in the transition from naïve to memory state, were not expressed even in naïve T cells. 

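Of the 259 genes with H3K4me3 lost from naïve to TEM, 42 were expressed above 5 RPKM in resting naïve cells and 7 were inducible. In all, 60 were above 5 RPKM at some time point in naïve cells. Of these 60 genes, 37 were at least 2 fold lower in TEM cells (61.7%, 95% Wilson interval 49.0 to 72.9), and 12 were under 2 RPKM in TEM cells at every time point. Among 7997 other genes above 5 RPKM, 929 were lower (11.6%, odds ratio 12.2, Fisher's exact test p = 6.6e-20). In the TCM comparison, 26 lost genes were above 5 RPKM at some time point in naïve cells, of which 12 were lower in TCM cells (46.2%, 28.8 to 64.5) and 3 were silent in TCM cells. The share among other genes was 8.73% (Fisher's exact test p = 6.3e-07). These counts rest on 1 RNA-Seq library per condition. With silent defined as under 1 RPKM, the share of lost genes silent in naïve cells moved from 68.3% to 61.0% in the TEM comparison.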

Those genes that were either expressed or inducible in naïve T cells lost that inducibility. On the basis of gene ontology analysis, the set of genes that gained H3K4me3 in the transition from naïve T cell to TEM was highly enriched in GO terms related to immune response, chemotaxis and cell adhesion (Table S1), whereas the gene set that lost modifications was much more diverse (as shown by less significant p values). The gene set that lost modifications upon transition from naïve to memory state was enriched for terms related to neuronal, vascular and organ development, as well as cell adhesion and motility. Presence of “cell adhesion” on both lists likely reflects differential trafficking of these cell types.

## Discussion

Although there has been substantial progress in the understanding of the development of populations of memory T cells, we comprehend relatively little about the mechanisms responsible for their increased functionality. In this study, we demonstrate that the cytokine genes integral to T cell function and protective immunity are “poised” and ready for rapid induction in memory T cells. It is likely that poising is a critical aspect of protective immunity as it allows the host to have a leg up on pathogens previously encountered, which would be evolutionarily advantageous for the host. Thus, although it is clear that memory T cells are increased in number during a secondary challenge, their increased ability to produce cytokines likely contributes to protection against repeat infections with the same pathogen.

Several recent studies have profiled epigenomes of human and mouse T cell populations during rest^11^,^12^,^13^,^19^ or upon T cell polarization^15^,^16^,^17^,^40^. These studies have correlated the presence of chromatin modifications with the level of ongoing gene expression^11^,^12^,^13^, described polarization^16^,^17^,^41^ or disease state-related^18^ regulatory elements. However, whether and how histone modification marks that exist in the resting naïve and memory cells influence future gene inducibility during T cell activation remains unknown. Our study provides evidence suggesting that the rapid recall ability of memory T cells is determined by the epigenetic status of rapid recall genes in the resting state. In particular, in memory T cells, we observed the appearance of islands of positive histone modifications at promoters and enhancer elements of *IFNG, IL4, IL9, IL13, IL17A* and other genes that are strongly upregulated during secondary immune response. Upon differentiation of naïve T cells into effectors following primary activation, these characteristic cytokine genes were expressed. Upon cessation of immune response and transition of effectors into memory T cells, these cytokine genes were no longer expressed, but their promoter and enhancer elements remained positively marked, thus maintaining the genes’ chromatin environment and poised state (Fig. 5). This poised state in turn resulted in faster induction of these genes upon secondary stimulus, likely due to the chromatin environment being conducive to sequence-specific and general transcription factor binding and gene expression. Recently, Bevington *et al*. uncovered the presence of stably maintained DNase-hypersensitive sites in the murine memory T cells^42^ which further supports our findings. Here we report that in human memory T cells positive chromatin modifications are also present in the vicinity of rapid recall genes. Interestingly, not all genes that gained positive marks during Naïve to memory transition become inducible during T cell activation (Fig. 4). It is possible, that additional chromatin changes (e.g. demethylation) may be required. Alternatively, these genes may need signals other than short term aCD3/aCD28 stimulation for induction.

Our results also provide insights into relationship between central and effector memory Th cells. Although central memory cells can produce cytokines more efficiently than naïve cells, they produce less cytokines than the activated effector memory cells. 

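At 150 min, all 9 cytokine genes tested were higher in TEM than in TCM cells. IL4 stood at 273 RPKM in TEM and 43.8 in TCM cells, IL5 at 70.9 and 4.05, IL13 at 1125 and 190, IL17A at 305 and 64.7, and IL22 at 654 and 212. The differences were smaller for IFNG, with 401 and 357 RPKM, and for IL3, with 387 and 347 RPKM. At 15 h, 6 of the 9 genes were higher in TEM cells. IL9 stood at 1073 RPKM in TEM and 131 in TCM cells. IFNG, IL3 and CSF2 were lower in TEM cells at 15 h, with 95.8 against 303 RPKM, 135 against 239 RPKM and 494 against 640 RPKM. In naïve cells the values at 15 h were 15.6 RPKM for IFNG, 40.5 for IL3 and 101 for CSF2, under both memory subsets. All of these are values of 1 library per subset and time point. With RPKM rescaled to the reads counted on genes, an alternative chosen after seeing the data, the log2 ratio of IFNG to naïve cells at 150 min moved from 2.97 to 2.87 in TCM and from 3.14 to 3.07 in TEM cells. The paper concludes from its expression data that central memory cells produce less of these cytokines than effector memory cells.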

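In replicate 1, a stronger H3K4me3 island than in naïve cells was found near 27 of 71 TEM-inducible genes (38.0%) and near 16 of 51 TCM-inducible genes (31.4%, 95% Wilson interval 20.3 to 45.0). Against naïve-inducible genes the difference was 30.3 percentage points in TEM cells (Fisher's exact test p = 0.00062) and 22.3 points in TCM cells (Fisher's exact test p = 0.073). The difference between the 2 log odds ratios was 0.525 with a standard error of 0.954, so the subsets were not told apart. H3K4me3 was gained in both replicates at 66 genes in TEM and 32 genes in TCM cells. Counted once for every named element and library with an island there, there were 63 in TEM, 48 in TCM and 40 in naïve cells. Of these, 12 in TEM, 5 in TCM and 5 in naïve cells came from replicate 2 of H3K4me1, whose TEM islands were called against a single background value, and without it there were 51, 43 and 35. The heights of H3K4me3 at IE in replicate 1 were 29 in TEM and 9 in TCM cells. At the IFNG TSS they were 8 and 6, and at the TBX21 promoter 30 and 22. The opposite was found at CNS+40, with 11 in TEM and 25 in TCM cells, and at CNS+22, with 6 and 8 for H3K4me3 and 14 and 28 for H2A.Z. For H3K4me1 at CNS1 the heights were 13 in TEM and 20 in TCM cells. Without scaling, H3K4me3 in replicate 1 was higher in TEM cells at 10 and in TCM cells at 4 of 14 named elements with an island in either. For H3K4me1 these numbers were 7 and 8 of 15, and for H2A.Z 4 and 9 of 15, so in replicate 1 not every mark was weaker in TCM cells. In replicate 2, H2A.Z islands were called at 4 named elements in TEM and at 1 in TCM cells. In replicate 2, 1 of the 71 TEM-inducible and 1 of the 51 TCM-inducible genes had a stronger island. Cutoffs of 1 and 5 RPKM moved the TCM difference most, to -2.05 points. The paper relates the lower cytokine production of TCM cells to a less poised state of their chromatin.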

This correlates with a “less poised” state of their chromatin. This suggests that these cells have branched off T cell differentiation pathway earlier than Tem cells, although the exact relationship between these populations remains unclear.

In this study, we examined the total TCM and TEM cells. These populations include T cells that belong to different lineages, including Th1, Th2 and Th17. Therefore, we observed positive modifications at cytokine genes specific for all three of these lineages. We believe that individual cells will have open chromatin structure only at some of these loci in accordance with their lineages, but further work is needed to provide experimental evidence for this. Because of this heterogeneity and our focus on rapid recall gene induction, we had to limit our analysis to “positive” marks: gain of signal is easy to detect even when the signal is present only in a small fraction of population, whereas a much more homogenous population is needed to detect the expected loss of “negative” marks.

Since histone-modifying enzymes can be recruited by transcription factors, RNA Polymerase II itself, other histone modifications and RNA^43^, we tried to identify transcription factor binding sites that might be responsible for the deposition of histone modifications during differentiation from naïve T cells to TEM. We used Clover software^44^ to compare enrichment of transcription factor binding sites (TFBS) in peaks exclusively present in TEM compared to that of those peaks that are present in naïve cells. We found that 260 TFBS matrices from the Transfac database showed significant enrichment in this comparison (Table S2), whereas 869 showed significant depletion. 

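The peaks used by Clover are H3K4me3 islands that are present in TEM and not in naïve cells. In replicate 1, 16678 of 62009 TEM islands overlapped no island of naïve cells (26.9%). In replicate 2 the number was 2456 of 24354 (10.1%). The enrichment of binding sites needs the genome sequence and the Transfac matrices and was not computed. The paper's Table S2 lists 868 matrices, of which the paper's P-value from randomizing was at most 0.01 for 260 and at least 0.99 for 608. Among the former were, by the names in the paper's table, 10 RUNX or AML matrices, 15 IRF or ICSBP, 6 ETS and 9 MAF matrices.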

Among the enriched TFBS we found those for transcription factors such as IRFs, RUNXs, ETS family, MAF and others. Many of these factors, including IRF1, IRF4, IRF8, JUN, JUNB, JUND, FOS, FOSL1, MYC and TFAP were inducible during activation of naïve T cells, whereas others (e.g. some of ETSs and RUNXs) were expressed constitutively and may be responsible for the maintenance of positive modifications in these areas after activating signal is gone. 

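Of 17 factors tested, 12 were at least 2 fold higher in naïve cells after activation than at rest, with values under 1 RPKM raised to 1. IRF4 rose from 3.49 RPKM at rest (95% Wilson interval 3.18 to 3.83) to 452 at 15 h, IRF8 from 1.61 to 302, FOSL1 from 0.173 to 140, and IRF1 from 14.1 to 132. MYC rose from 82.8 to 1433 RPKM at 150 min. JUN, JUNB, JUND and FOS were highest at 40 min, with 689, 2440, 1432 and 1700 RPKM, which is 2.90, 3.18, 4.42 and 5.93 times their resting level. The paper's TFAP does not name a gene. TFAP4 rose from 10.3 to 50.9 RPKM, while TFAP2A had at most 2 reads in any naïve library. Only IRF8 and FOSL1 were under 2 RPKM at rest and above 5 after activation. Of the ETS and RUNX factors, ETS1 fell from 375 RPKM at rest to 188 at 40 min and 48.3 at 15 h. RUNX1 stayed between 14.4 and 29.4 RPKM and RUNX2 between 1.23 and 5.62. RUNX3 rose from 60.8 to 187 RPKM and ETS2 from 3.19 to 25.0, both more than 2 fold. MAF rose from 9.26 to 18.0 RPKM, 1.95 fold. Each value comes from 1 library. With a rise of at least 3 fold required, 11 factors remained. The paper looked for factors that might deposit the modifications. It proposes that the constitutive ones may maintain them once the activating signal has ended.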

RUNX1 and ETS1 were indeed reported to bind areas of open chromatin that remain accessible in resting memory cells^42^. Although TBX21 and RORC were not in the Clover database, the binding sites for their close homologues TBX5, RORA and RORB^45^,^46^ were enriched. A matrix created using the TBX21 binding sites from Szabo *et al*.^37^ was also significantly enriched in the TEM-specific H3K4me3 islands. Interestingly, the factors such as NFAT, NFκB or EGR were either not enriched or significantly depleted, suggesting that these factors do not serve as pioneer factors that create open chromatin but rather bind the sites of open chromatin structure.

In summary, we have shown that many of the genes that are differentially inducible between naïve and memory T cells reside in a different chromatin environment in memory compared to naïve T cells. Appearance of open chromatin marks at the promoters and/or enhancer elements correlates with increased expression and/or inducibility. In particular, this relates to important cytokine genes such as *IFNG, IL4, IL9, IL13* and others. These findings suggest that the rapid recall response of memory T cells is mediated, at least partially, by the poised chromatin environment that exists in the memory T cells around these genes.

## Methods

### Cells

T cells were purified from lymphopaks obtained from NIH Blood Center or blood filters obtained from University of Cincinnati Hoxworth Blood Center. Cells from 2–4 healthy donors were combined for each experiment. Human CD4 T cells were enriched by negative selection using Invitrogen or Miltenyi Untouched CD4 T cell Purification Kit. Cells were further sorted into populations, as shown in Fig. S1, using antibodies against CD4 (RPA-T4), CD45RO (UCHL1) and CD27 (L128A) and DAPI.

### ChIP-Seq

For ChIP, chromatin was prepared by formaldehyde cross-linking and sonication. ChIP-Seq was performed as described previously^11^ (see refs 47 and 48 also for review and protocol, respectively) either manually or using SX-8G robot (Diagenode). Key ChIP-Seq experiments were repeated using a different antibody (H3K4me3) or an alternative lot of the same polyclonal antibody (H3K4me1 and H2A.z) and T cells obtained from different donors. 

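The reads behind Fig. S7 are not in the files analysed here, so the replicates were compared by their islands. Of the islands in the replicate with fewer islands, the share that overlapped an island of the other replicate by at least 1 base was counted. For H3K4me3 it was 74.9% in naïve (95% Wilson interval 74.4 to 75.4), 94.5% in TCM and 91.0% in TEM cells. For H3K4me1 it was 69.8% in naïve, 65.4% in TCM and 44.9% in TEM cells, and for H2A.Z 76.1%, 75.5% and 74.8%. Of the islands of replicate 1, the shares found again in replicate 2 were lower, at 59.7%, 49.6% and 48.0% for H3K4me3 and 11.3%, 5.77% and 44.9% for H3K4me1 in naïve, TCM and TEM cells. When the overlap had to cover at least 50% of both islands, the shares of H3K4me3 fell to 39.0%, 63.7% and 65.0%. The replicates also differed in the direction of change. From naïve to TEM, replicate 1 had 654 genes gaining and 609 losing H3K4me3 at a promoter by the ratio of 2, and replicate 2 had 143 and 1733. The authors describe the replicates as similar on the basis of read numbers in windows.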

Replicates yielded similar results (Fig. S7). Antibodies used for ChIP were Abcam ab8895 (H3K4me1), ab8580 or Cell Signaling CS200580 (H3K4me3), ab4174 (H2A.Z), Active Motif 4H8 (Pol II) and Diagenode pAb-196–060 (H3K27ac). Antibody specificity was assessed by the manufacturers and/or in a previous study^12^. Sequencing for 36–75 bases was performed using Illumina GAII/x/HiSeq2500. Data analysis was conducted in BioWardrobe^49^. Briefly, ChIP-Seq data were aligned by Bowtie to the human genome (hg19); only unique reads with no more than 1 mismatch were kept. Reads were extended to estimated fragment length, normalized to total mapped read number and displayed as coverage on a mirror of the University of California Santa Cruz (UCSC) genome browser. MACS2^50^ was used to identify islands of enrichment. Data have been deposited to GEO under GSE89404 accession number.

### RNA-Seq

For RNA-Seq, activation was performed by addition of anti-CD3/28 beads (Invitrogen) to cells for 40 min, 150 min or 15 hrs according to the manufacturer’s instructions. mRNA-Seq libraries were constructed using Illumina TruSeq kit. Data analysis was performed in BioWardrobe^49^. Briefly, RNA-Seq data were aligned by STAR^51^ to the human genome (hg19) with refsec annotation taken from the UCSC Genome Browser and RPKM values for isoforms were estimated in BioWardrobe. For isoforms with the same TSS, RPKM scores were combined.

**Data Analysis:** Figs 2 and S4. Average read density profiles were calculated around transcription start sites for the three gene sets using BioWardrobe^49^. “Expressed” genes had FPKM > 5 in resting cells, whereas “Silent” genes had FPKM <2. “Inducible” genes had FPKM <2 in resting cells and >5 after activation. According to observations from^52^ and our own experience with spike-in controls (not shown) one copy per cell corresponds to ~5–8 RPKM. While we cannot entirely exclude the possibility that the genes under 2 RPKM are expressed at a very low level: e.g. due leaky Pol II pausing, we believe that expression of the genes we consider silent here (<2 RPKM) is below one copy per cell. To create average density plots, reads within 2000 bases upstream and downstream from start sites were shifted by ½ average fragment length in the direction of each read, counted at each position and normalized by the number of total mapped reads and number of genes in each subset. Reads belonging to the X and Y chromosomes were counted twice. Resulting graphs were smoothed with the window of 100.

**Data Analysis:** Figs 3 and S5. Genes that were silent in resting T cells (<2 FPKM) and induced to more than 5 FPKM after 150 min activation in either Naïve or TEM cells (Naïve or TCM for Fig. S5) were ranked by their relative induction ((ABS (FPKM_TEM 150_ − FPKM_TEM R_) + 0.1)/(ABS (FPKM_Naïve 150_ − FPKM_Naïve R_) + 0.1) and separated into three groups: those that are at least 3 fold more inducible in Naïve; at least 3 fold more inducible in TEM; similarly inducible (As shown on Venn diagram). The percentage of genes that had significantly (MAnorm^53^ p-value < 0.01, adjusted fold change >2, 15 reads in at least one condition) stronger islands in one cell type but not another within [TSS−20 kb; TSS + 1 kb] interval are shown by bar graphs.

**Data Analysis:** Figs 4 and S6. (Heatmaps) Genes that had significantly different level of H3K4me3 at their promoters (TSS+/−1 kb, MAnorm^53^ p-value < 0.01, adjusted fold change >2 in both replicates) in memory vs. naive cells were selected for analysis. To avoid huge changes in very low expressed genes, RPKM values below 1 were increased to 1. Clustering of expression values was performed using AltAnalyze^54^ and HOPACH^55^ algorithm; tag density heatmaps were made in BioWardrobe^49^.

## Additional Information

**How to cite this article:** Barski, A. *et al*. Rapid Recall Ability of Memory T cells is Encoded in their Epigenome. *Sci. Rep.* **7**, 39785; doi: 10.1038/srep39785 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Saupplementary Figures and Table 1

Saupplementary Table 2

## Figures and Tables

**Figure 1:**
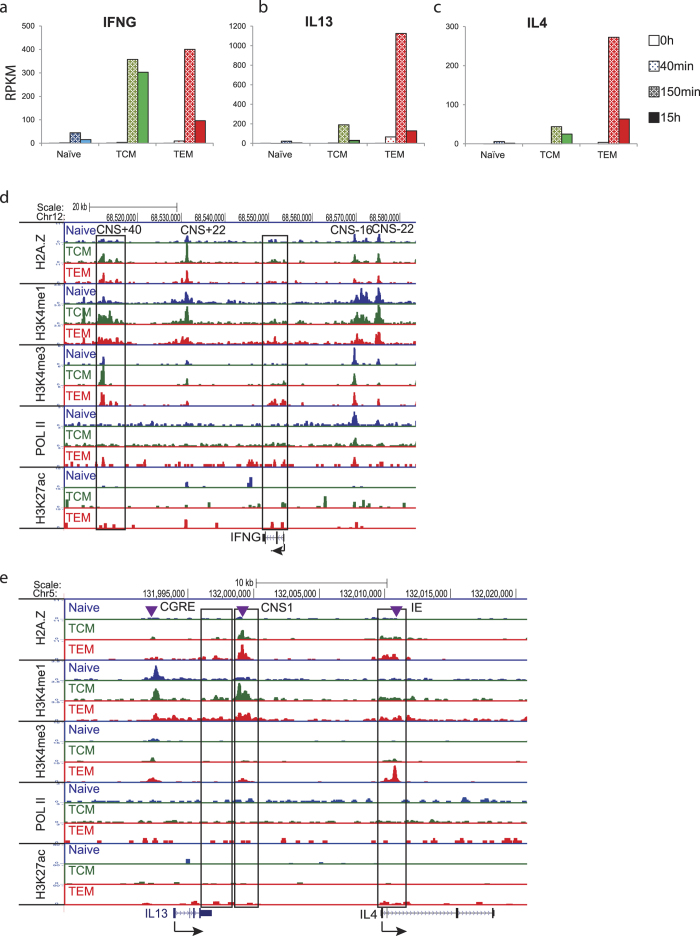
Enhancers and promoters of the cytokine genes are poised by active chromatin marks in TCM and TEM cells. Human resting naïve, TCM and TEM cells were isolated and activated with anti-CD3 and anti-CD28 beads for 40 min, 150 min or 15 hrs. Expression of the cytokine genes, *IFNG* (**a**), *IL13* (**b**) and *IL4* (**c**) was measured by RNA-Seq. Active chromatin marks (H3K4me1, H3K4me3, H3K27ac and H2A.Z) and RNA Polymerase II were profiled using ChIP-Seq in resting cells (0 hours). The Genome Browser tracks of the ChIP-Seq signals for the *IFNG* (**d**), and *IL4/13* (**e**) loci are shown. Y-axis shows coverage by estimated fragments normalized to millions of reads mapped (FPM). Putative regulatory elements are denoted on top and those areas that undergo epigenetic changes were framed. Purple arrows show the locations of combined *GATA3/MYB* elements as described previously^34^.

**Figure 2:**
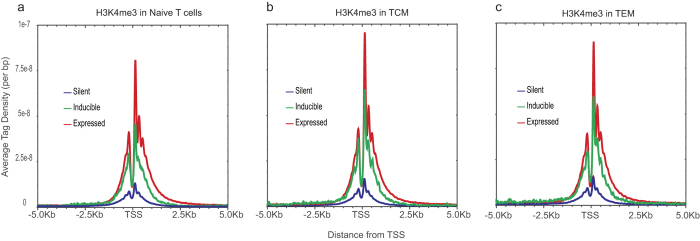
Inducible genes are poised. Average H3K4me3 tag density profiles were generated for genes that are expressed in resting cells, those that are silent in resting cells and those that are silent in resting cells but become induced upon activation. TSS, transcription start site.

**Figure 3:**
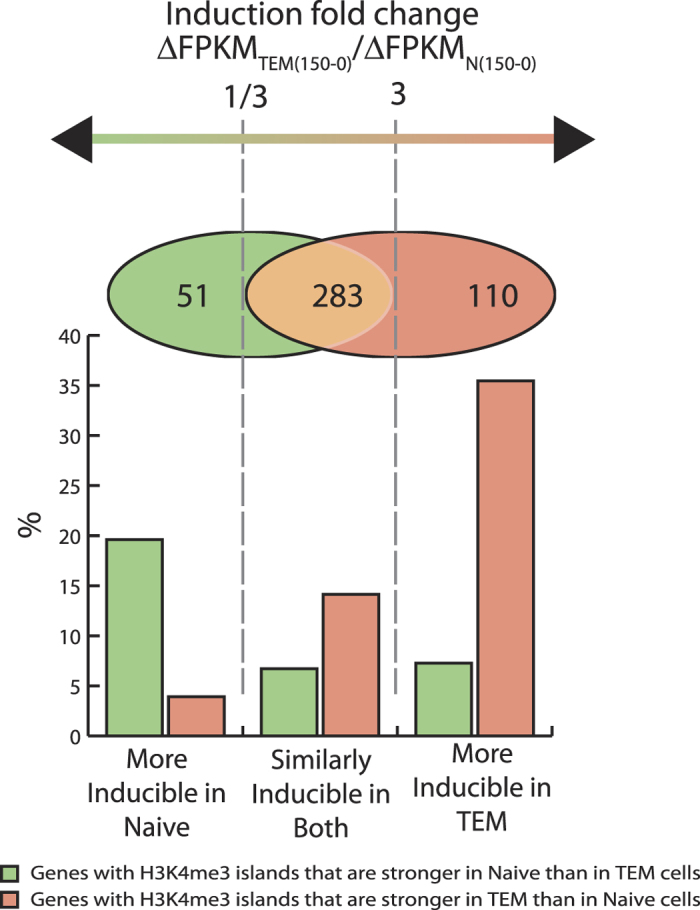
Differential gene inducibility can be explained by chromatin state. Genes that were induced upon activation in either naive or effector memory T cells were categorized into 3 groups: more inducible in Naïve, more inducible in TEM or inducible in both (as shown by Venn diagram). Bar graphs show the percentage of genes in each category that have gained or lost H3K4me3 in their vicinity [−20 kb from TSS, +1 kb from TSS] during transition from naïve to memory state.

**Figure 4:**
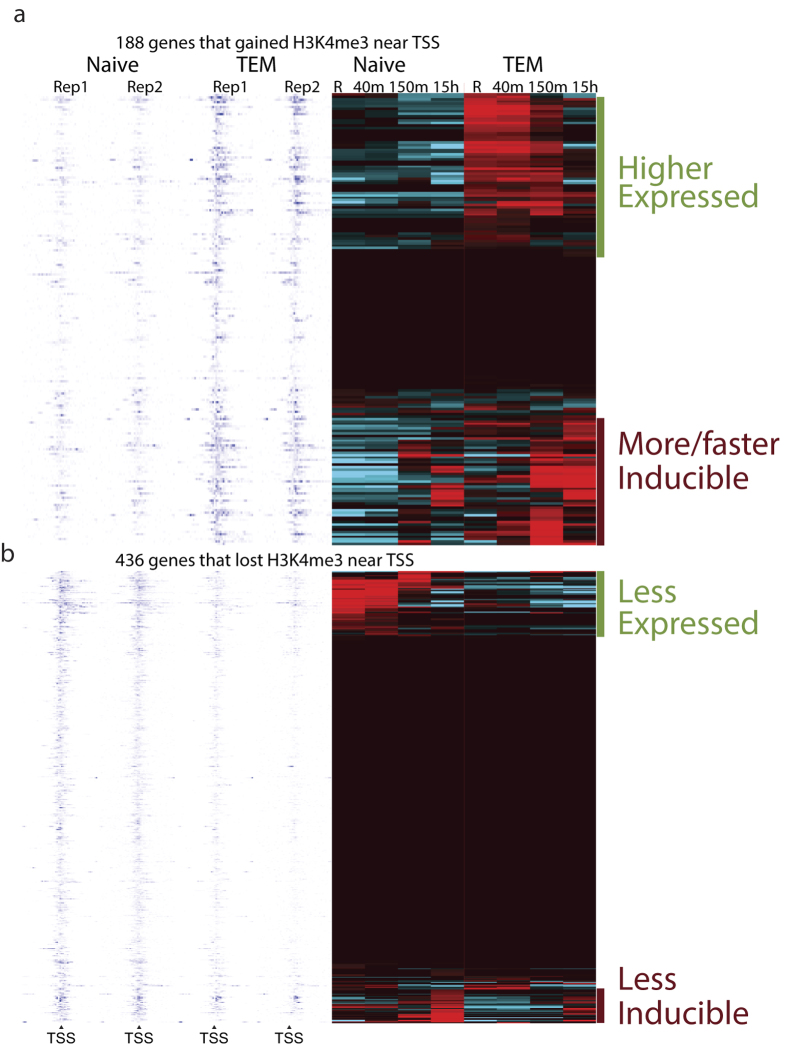
Gain of H3K4me3 at promoter may lead to increased expression and/or inducibility, whereas loss of H3K4me3 may lead to loss of expression and/or inducibility. On the left tag density heatmaps show the level of H3K4me3 within 5 kb around TSS for genes that gained (**a**) or lost (**b**) H3K4me3 islands at the promoter in the transition from naïve T cells (Naïve) to effector memory T cells (TEM). On the right heatmaps show level of expression for the corresponding genes in resting cells (R) and cells activated for the period shown.

**Figure 5:**
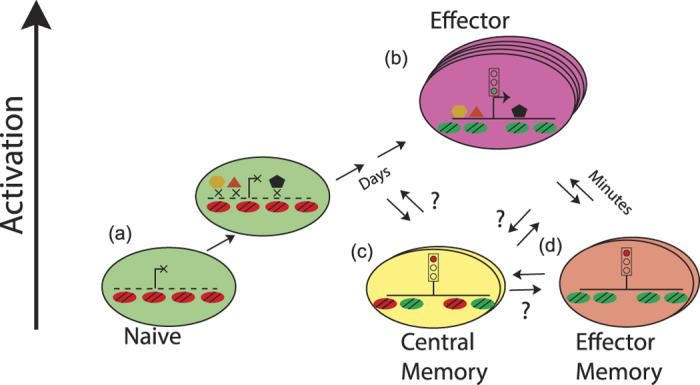
Model: Epigenetic poising of cytokine genes. (**a**) In naïve T cells, genes required for effector function exist in closed chromatin environment (red nucleosomes). Even though transcription factors such as NFκB are activated, they are unable to bind to their targets due to the closed chromatin state. Upon activation, naïve T cells proliferate and in the course of several days remodel their chromatin. This allows for transcription factor binding, recruitment of RNA Polymerase II and expression of cytokines (**b**). After elimination of infection, surviving effector T cells become memory T cells (**c** and **d**). These cells do not express effector genes, but positive chromatin modifications (green nucleosomes) remain at promoters and/or enhancers and maintain the genes in a poised state, allowing immediate transcription factor binding and rapid expression of effector genes upon repeat activation. The exact differentiation pathway of central memory T cells (**c**) is not known. The opening of effector gene chromatin in these cells is incomplete compared to TEM cells. Based on ref. 21.

## References

[b1] SprentJ. & SurhC. D. T cell memory. Annu. Rev. Immunol. 20, 551–79 (2002).1186161210.1146/annurev.immunol.20.100101.151926

[b2] FarberD. L. Biochemical signaling pathways for memory T cell recall. Semin. Immunol. 21, 84–91 (2009).1929894610.1016/j.smim.2009.02.003PMC2683752

[b3] KaechS. M., WherryE. J. & AhmedR. Effector and memory T-cell differentiation: implications for vaccine development. Nat. Rev. Immunol. 2, 251–62 (2002).1200199610.1038/nri778

[b4] CroftM., BradleyL. M. & SwainS. L. Naive versus memory CD4 T cell response to antigen. Memory cells are less dependent on accessory cell costimulation and can respond to many antigen-presenting cell types including resting B cells. J. Immunol. 152, 2675–85 (1994).7908301

[b5] FarberD. L., AcutoO. & BottomlyK. Differential T cell receptor-mediated signaling in naive and memory CD4 T cells. Eur. J. Immunol. 27, 2094–101 (1997).929505010.1002/eji.1830270838

[b6] KershE. N. . TCR signal transduction in antigen-specific memory CD8 T cells. J. Immunol. 170, 5455–63 (2003).1275942110.4049/jimmunol.170.11.5455

[b7] LiQ. J. . miR-181a Is an Intrinsic Modulator of T Cell Sensitivity and Selection. Cell 129, 147–161 (2007).1738237710.1016/j.cell.2007.03.008

[b8] HussainS. F., AndersonC. F. & FarberD. L. Differential SLP-76 expression and TCR-mediated signaling in effector and memory CD4 T cells. J. Immunol. 168, 1557–65 (2002).1182348210.4049/jimmunol.168.4.1557

[b9] Mehlhop-WilliamsE. R. & BevanM. J. Memory CD8+ T cells exhibit increased antigen threshold requirements for recall proliferation. J. Exp. Med. 211, 345–56 (2014).2449380110.1084/jem.20131271PMC3920562

[b10] LaiW. . Transcriptional control of rapid recall by memory CD4 T cells. J. Immunol. 187, 133–40 (2011).2164254410.4049/jimmunol.1002742PMC3131107

[b11] BarskiA. . High-resolution profiling of histone methylations in the human genome. Cell 129, 823–37 (2007).1751241410.1016/j.cell.2007.05.009

[b12] WangZ. . Combinatorial patterns of histone acetylations and methylations in the human genome. Nat. Genet. 40, 897–903 (2008).1855284610.1038/ng.154PMC2769248

[b13] ArakiY. . Genome-wide Analysis of Histone Methylation Reveals Chromatin State-Based Regulation of Gene Transcription and Function of Memory CD8+ T Cells. Immunity 30, 912–925 (2009).1952385010.1016/j.immuni.2009.05.006PMC2709841

[b14] WinterD. R., JungS. & AmitI. Making the case for chromatin profiling: a new tool to investigate the immune-regulatory landscape. Nat. Rev. Immunol. 15, 585–94 (2015).2627229410.1038/nri3884

[b15] WeiG. . Global mapping of H3K4me3 and H3K27me3 reveals specificity and plasticity in lineage fate determination of differentiating CD4+ T cells. Immunity 30, 155–67 (2009).1914432010.1016/j.immuni.2008.12.009PMC2722509

[b16] HawkinsR. D. . Global chromatin state analysis reveals lineage-specific enhancers during the initiation of human T helper 1 and T helper 2 cell polarization. Immunity 38, 1271–84 (2013).2379164410.1016/j.immuni.2013.05.011PMC4607036

[b17] VahediG. . STATs shape the active enhancer landscape of T cell populations. Cell 151, 981–93 (2012).2317811910.1016/j.cell.2012.09.044PMC3509201

[b18] SeumoisG. . Epigenomic analysis of primary human T cells reveals enhancers associated with TH2 memory cell differentiation and asthma susceptibility. Nat. Immunol. 15, (2014).10.1038/ni.2937PMC414078324997565

[b19] CromptonJ. G. . Lineage relationship of CD8(+) T cell subsets is revealed by progressive changes in the epigenetic landscape. Cell. Mol. Immunol. 13, 1–12 (2015).10.1038/cmi.2015.32PMC494781725914936

[b20] BarskiA. . Chromatin poises miRNA- and protein-coding genes for expression. Genome Res. 19, 1742–51 (2009).1971354910.1101/gr.090951.109PMC2765269

[b21] CuddapahS., BarskiA. & ZhaoK. Epigenomics of T cell activation, differentiation, and memory. Curr. Opin. Immunol. 22, 341–7 (2010).2022664510.1016/j.coi.2010.02.007PMC2892201

[b22] OkadaR., KondoT., MatsukiF., TakataH. & TakiguchiM. Phenotypic classification of human CD4+ T cell subsets and their differentiation. Int. Immunol. 20, 1189–99 (2008).1863558210.1093/intimm/dxn075

[b23] LeeG. R., KimS. T., SpilianakisC. G. & FieldsP. E. & Flavell, R. a. T helper cell differentiation: regulation by cis elements and epigenetics. Immunity 24, 369–79 (2006).1661859610.1016/j.immuni.2006.03.007

[b24] ChangS. & AuneT. M. Histone hyperacetylated domains across the Ifng gene region in natural killer cells and T cells. Proc. Natl. Acad. Sci. USA 102, 17095–100 (2005).1628666110.1073/pnas.0502129102PMC1283154

[b25] ShnyrevaM. . Evolutionarily conserved sequence elements that positively regulate IFN-gamma expression in T cells. Proc. Natl. Acad. Sci. USA 101, 12622–7 (2004).1530465810.1073/pnas.0400849101PMC515107

[b26] HattonR. D. . A distal conserved sequence element controls Ifng gene expression by T cells and NK cells. Immunity 25, 717–29 (2006).1707007610.1016/j.immuni.2006.09.007

[b27] ZhuJ. & PaulW. E. CD4 T cells: fates, functions, and faults. Blood 112, 1557–69 (2008).1872557410.1182/blood-2008-05-078154PMC2518872

[b28] AgarwalS. & RaoA. Modulation of chromatin structure regulates cytokine gene expression during T cell differentiation. Immunity 9, 765–775 (1998).988196710.1016/s1074-7613(00)80642-1

[b29] SekimataM. . CCCTC-binding factor and the transcription factor T-bet orchestrate T helper 1 cell-specific structure and function at the interferon-gamma locus. Immunity 31, 551–64 (2009).1981865510.1016/j.immuni.2009.08.021PMC2810421

[b30] BalasubramaniA. . Modular utilization of distal cis-regulatory elements controls Ifng gene expression in T cells activated by distinct stimuli. Immunity 33, 35–47 (2010).2064333710.1016/j.immuni.2010.07.004PMC2994316

[b31] CuiK. . Chromatin signatures in multipotent human hematopoietic stem cells indicate the fate of bivalent genes during differentiation. Cell Stem Cell 4, 80–93 (2009).1912879510.1016/j.stem.2008.11.011PMC2785912

[b32] The Encode Project Consortium. A user’s guide to the encyclopedia of DNA elements (ENCODE). PLoS Biol. 9, e1001046 (2011).2152622210.1371/journal.pbio.1001046PMC3079585

[b33] AnselK. M., DjureticI., TanasaB. & RaoA. Regulation of Th2 differentiation and Il4 locus accessibility. Annu. Rev. Immunol. 24, 607–56 (2006).1655126110.1146/annurev.immunol.23.021704.115821

[b34] KozukaT., SugitaM., ShetzlineS., GewirtzA. M. & NakataY. c-Myb and GATA-3 cooperatively regulate IL-13 expression via conserved GATA-3 response element and recruit mixed lineage leukemia (MLL) for histone modification of the IL-13 locus. J. Immunol. 187, 5974–82 (2011).2203930410.4049/jimmunol.1100550PMC3221810

[b35] JinS. . c-Myb binds MLL through menin in human leukemia cells and is an important driver of MLL-associated leukemogenesis. J. Clin. Invest. 120, 593–606 (2010).2009377310.1172/JCI38030PMC2810070

[b36] SwansonB. J., MurakamiM., MitchellT. C., KapplerJ. & MarrackP. RANTES production by memory phenotype T cells is controlled by a posttranscriptional, TCR-dependent process. Immunity 17, 605–15 (2002).1243336710.1016/s1074-7613(02)00456-9

[b37] SzaboS. J. . A novel transcription factor, T-bet, directs Th1 lineage commitment. Cell 100, 655–69 (2000).1076193110.1016/s0092-8674(00)80702-3

[b38] ZhengW. & FlavellR. a. The transcription factor GATA-3 is necessary and sufficient for Th2 cytokine gene expression in CD4 T cells. Cell 89, 587–96 (1997).916075010.1016/s0092-8674(00)80240-8

[b39] IvanovI. I. . The orphan nuclear receptor RORgammat directs the differentiation program of proinflammatory IL-17+ T helper cells. Cell 126, 1121–33 (2006).1699013610.1016/j.cell.2006.07.035

[b40] LuK. T. . Functional and Epigenetic Studies Reveal Multistep Differentiation and Plasticity of *In Vitro*-Generated and *In Vivo*-Derived Follicular T Helper Cells. Immunity 35, 622–632 (2011).2201847210.1016/j.immuni.2011.07.015PMC3235706

[b41] WeiG. . Global mapping of H3K4me3 and H3K27me3 reveals specificity and plasticity in lineage fate determination of differentiating CD4+ T cells. Immunity 30, 155–67 (2009).1914432010.1016/j.immuni.2008.12.009PMC2722509

[b42] BevingtonS. L. . Inducible chromatin priming is associated with the establishment of immunological memory in T cells. EMBO J. 35, 515–535 (2016).2679657710.15252/embj.201592534PMC4772849

[b43] RuthenburgA. J., AllisC. D. & WysockaJ. Methylation of lysine 4 on histone H3: intricacy of writing and reading a single epigenetic mark. Mol. Cell 25, 15–30 (2007).1721826810.1016/j.molcel.2006.12.014

[b44] FrithM. C. . Detection of functional DNA motifs via statistical over-representation. Nucleic Acids Res. 32, 1372–81 (2004).1498842510.1093/nar/gkh299PMC390287

[b45] WilsonV. & ConlonF. L. The T-box family. Genome Biol. 3, REVIEWS3008 (2002).10.1186/gb-2002-3-6-reviews3008PMC13937512093383

[b46] JettenA. M. Retinoid-related orphan receptors (RORs): critical roles in development, immunity, circadian rhythm, and cellular metabolism. Nucl. Recept. Signal. 7, e003 (2009).1938130610.1621/nrs.07003PMC2670432

[b47] BarskiA. & ZhaoK. Genomic location analysis by ChIP-Seq. J. Cell. Biochem. 107, 11–8 (2009).1917329910.1002/jcb.22077PMC3839059

[b48] CuddapahS. . Native chromatin preparation and illumina/solexa library construction. Cold Spring Harb. Protoc. 4, 1–8 (2009).10.1101/pdb.prot5237PMC354182220147195

[b49] KartashovA. V. & BarskiA. BioWardrobe: an integrated platform for analysis of epigenomics and transcriptomics data. Genome Biol. 16, 158 (2015).2624846510.1186/s13059-015-0720-3PMC4531538

[b50] ZhangY. . Model-based analysis of ChIP-Seq (MACS). Genome Biol. 9, R137 (2008).1879898210.1186/gb-2008-9-9-r137PMC2592715

[b51] DobinA. . STAR: Ultrafast universal RNA-seq aligner. Bioinformatics 29, 15–21 (2013).2310488610.1093/bioinformatics/bts635PMC3530905

[b52] MortazaviA., WilliamsB. A., McCueK., SchaefferL. & WoldB. Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nat Methods 5, 621–628 (2008).1851604510.1038/nmeth.1226PMC13303166

[b53] ShaoZ., ZhangY., YuanG.-C., OrkinS. H. & WaxmanD. J. MAnorm: a robust model for quantitative comparison of ChIP-Seq data sets. Genome Biol. 13, R16 (2012).2242442310.1186/gb-2012-13-3-r16PMC3439967

[b54] EmigD. . AltAnalyze and DomainGraph: analyzing and visualizing exon expression data. Nucleic Acids Res. 38, W755–62 (2010).2051364710.1093/nar/gkq405PMC2896198

[b55] van der LaanM. J. & PollardK. S. A new algorithm for hybrid hierarchical clustering with visualization and the bootstrap. J. Stat. Plan. Inference 117, 275–303 (2003).

# Supplementary material for: Rapid Recall Ability of Memory T cells is Encoded in their Epigenome
**Source:** Sci Rep. 2017 Jan 5;7:39785. doi: 10.1038/srep39785
**Supplement:** Saupplementary Figures and Table 1

## Supplementary Information

### Rapid Recall Ability of Memory T cells is Encoded in Their Epigenome

Artem Barski<sup>1\*#</sup>, Suresh Cuddapah<sup>2\*</sup>, Andrey V. Kartashov<sup>1\*</sup>, Chong Liu<sup>1\*</sup>, Hiromi Imamichi<sup>4</sup>, Wenjing Yang<sup>5</sup>, Weiqun Peng<sup>5</sup>, H. Clifford Lane<sup>4</sup>, Keji Zhao<sup>6#</sup>

Divisions of Allergy & Immunology and Human  
Genetics  
Cincinnati Children's Hospital Medical Center  
University of Cincinnati College of Medicine  
S.6.409 MLC7028  

Keji Zhao  
Systems Biology Center  
National Heart, Lung and Blood Institute  
National Institutes of Health  
Bldg 10; Room 7B05  
9000 Rockville Pike  

**Figures S1-S7 and Table S1.**

**Table S2 is provided as a separate Excel file.**

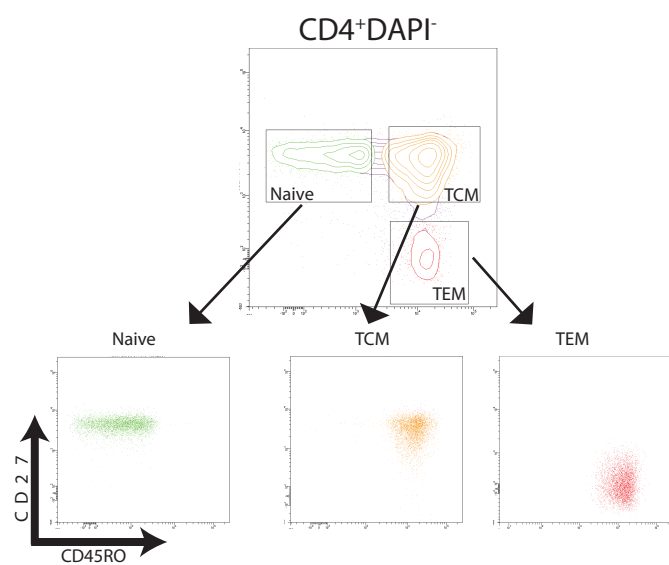

**Figure S1. Experimental approach.** Total human CD4 T cells were sorted into Naïve T cells (CD4<sup>+</sup>CD45RO<sup>-</sup>CD27<sup>+</sup>), TCM (CD4<sup>+</sup>CD45RO<sup>+</sup>CD27<sup>+</sup>) and TEM (CD4<sup>+</sup>CD45RO<sup>+</sup>CD27<sup>-</sup>) subsets.

Figure S2. Chromatin environment at IFNG (a) and IL4/13 (b) loci. Levels of H2A.Z and H3K4me1/3 are shown in Naïve, CM and EM T cells, as well as H7ESC cells, CD34 HSC cells and CD 20 B cells. CD34 data are from ref20 whereas, CD20 and H7 data are from ENCODE<sup>26</sup> project (Bernstein lab at Broad Institute and Stamatoyannopoulos lab at UW). Total resting and activated CD4 data are from refs. 13 and 11. Th1 and Th2 data are from ref. 27.

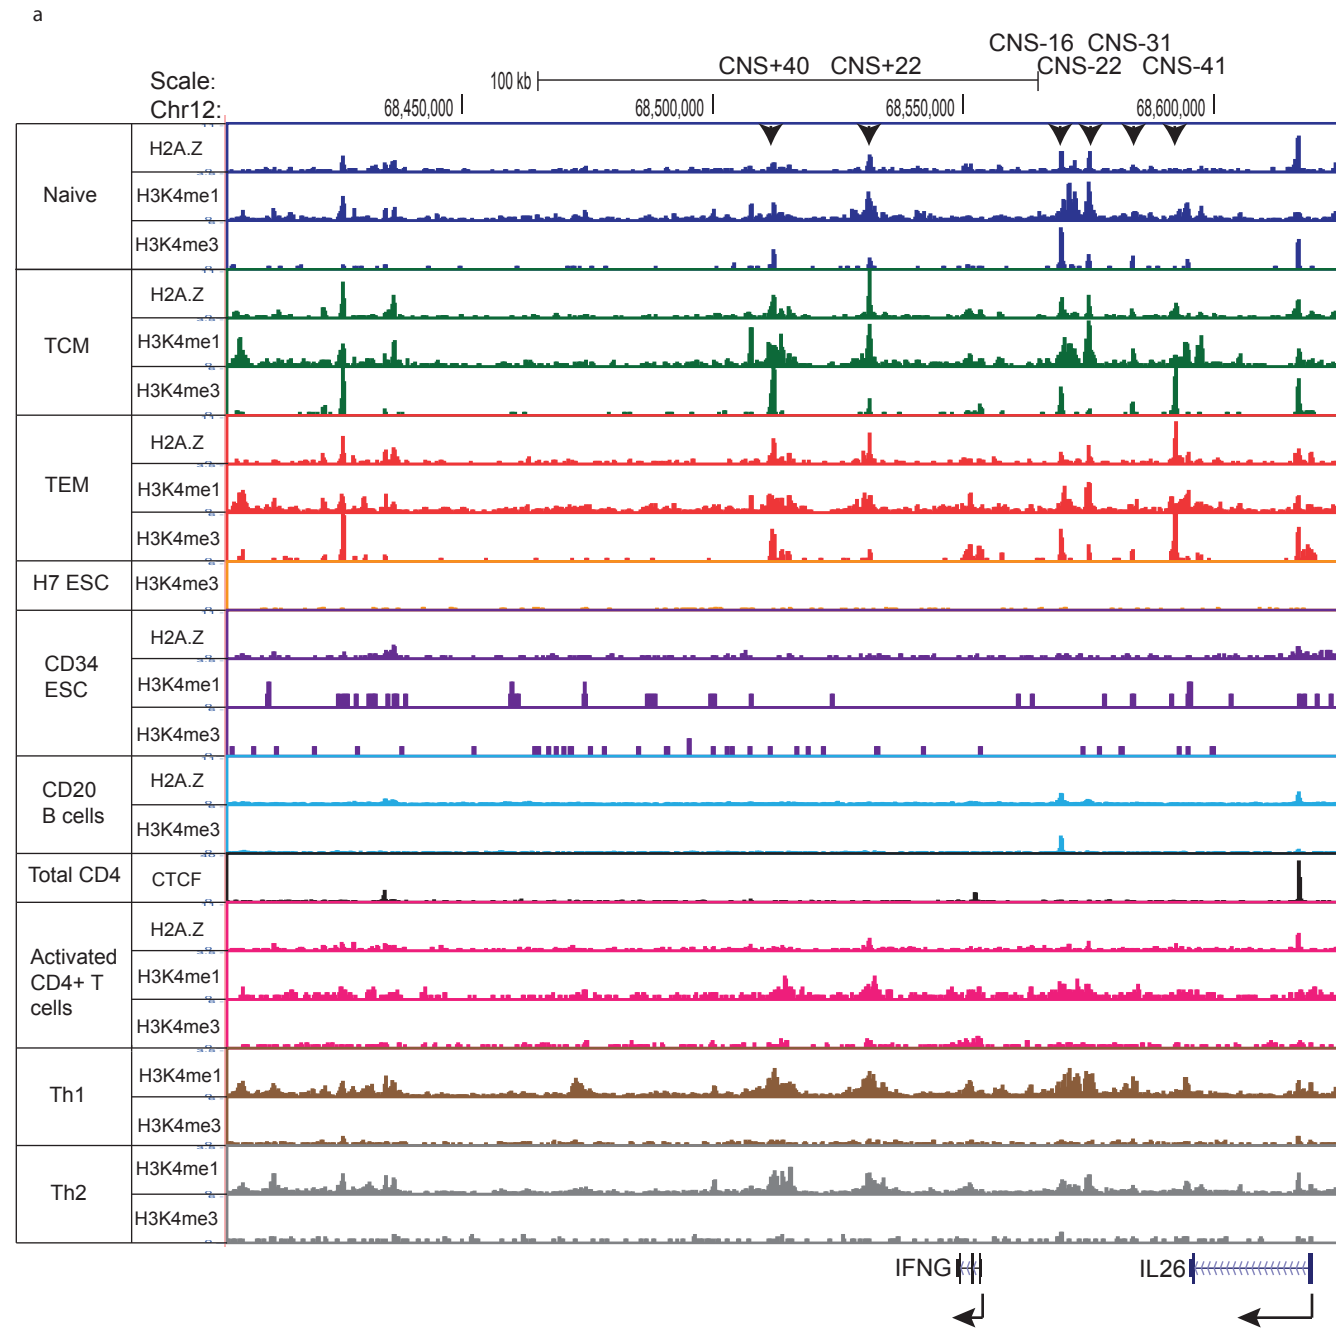

Figure S2. Chromatin environment at IFNG (a) and IL4/13 (b) loci. Levels of H2A.Z and H3K4me1/3 are shown in Naïve, CM and EM T cells, as well as H7ESC cells, CD34 HSC cells and CD 20 B cells. CD34 data are from ref20 whereas, CD20 and H7 data are from ENCODE<sup>26</sup> project (Bernstein lab at Broad Institute and Stamatoyannopoulos lab at UW). Total resting and activated CD4 data are from refs. 13 and 11. Th1 and Th2 data are from ref. 27.

b

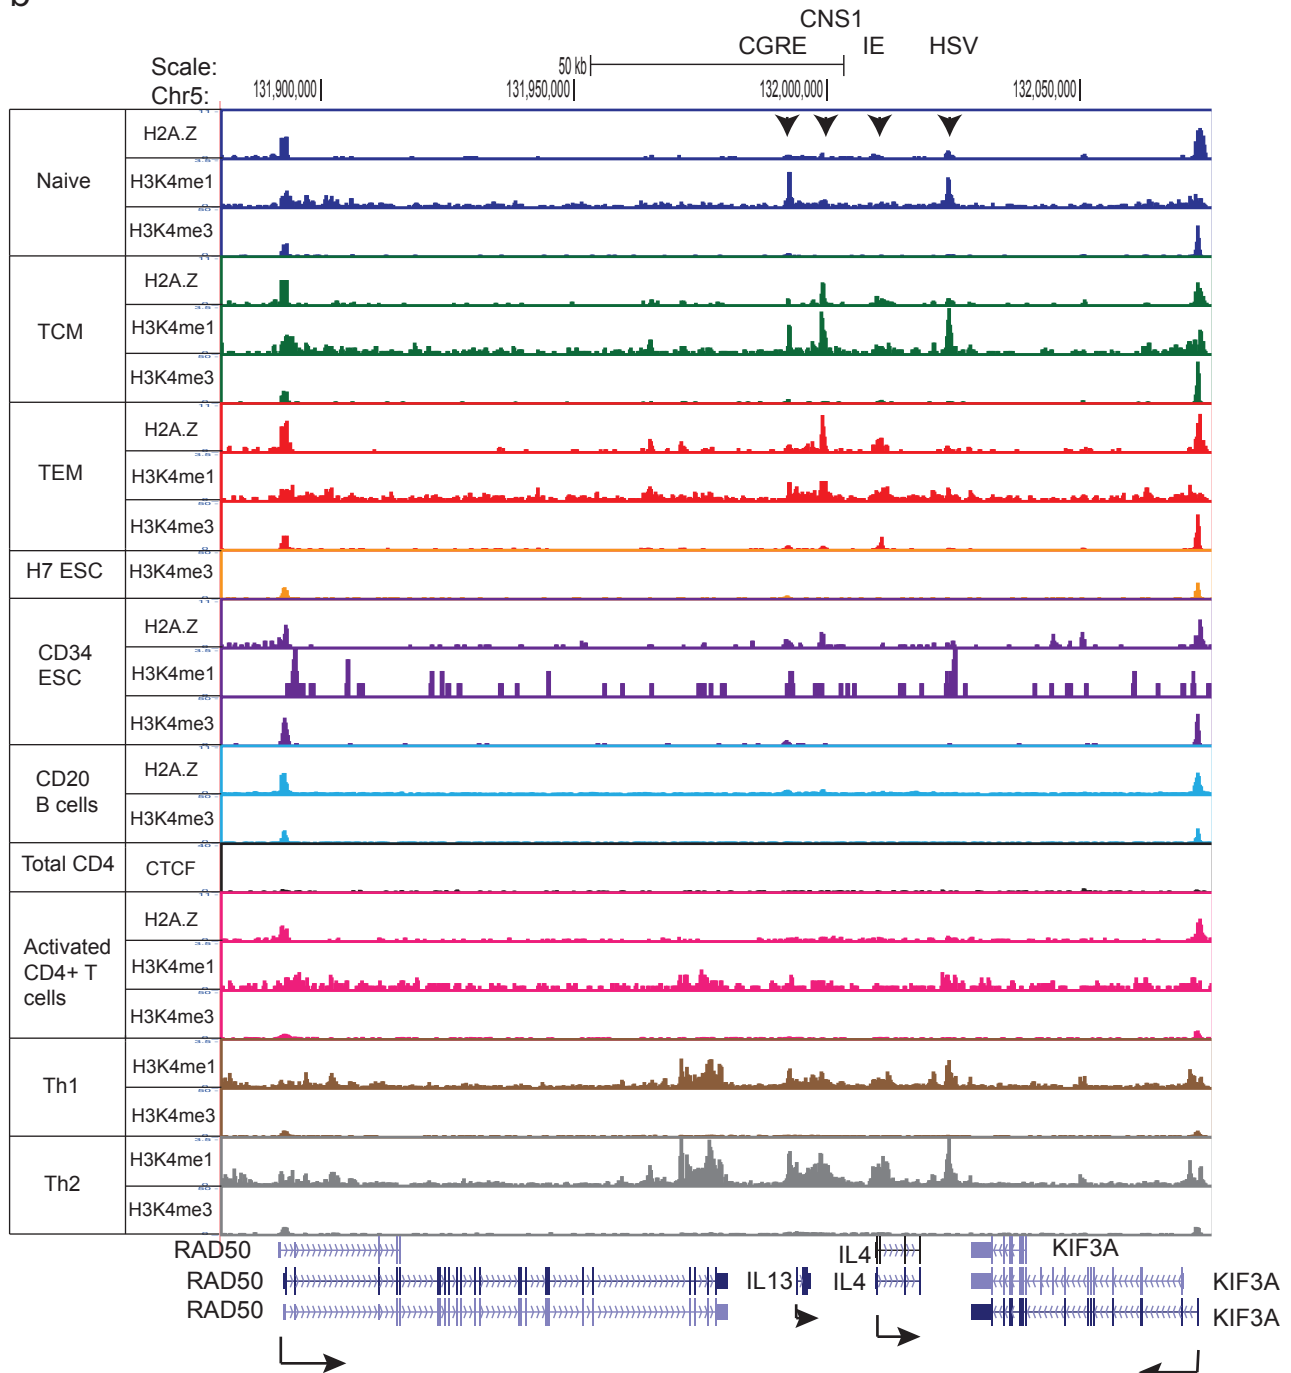

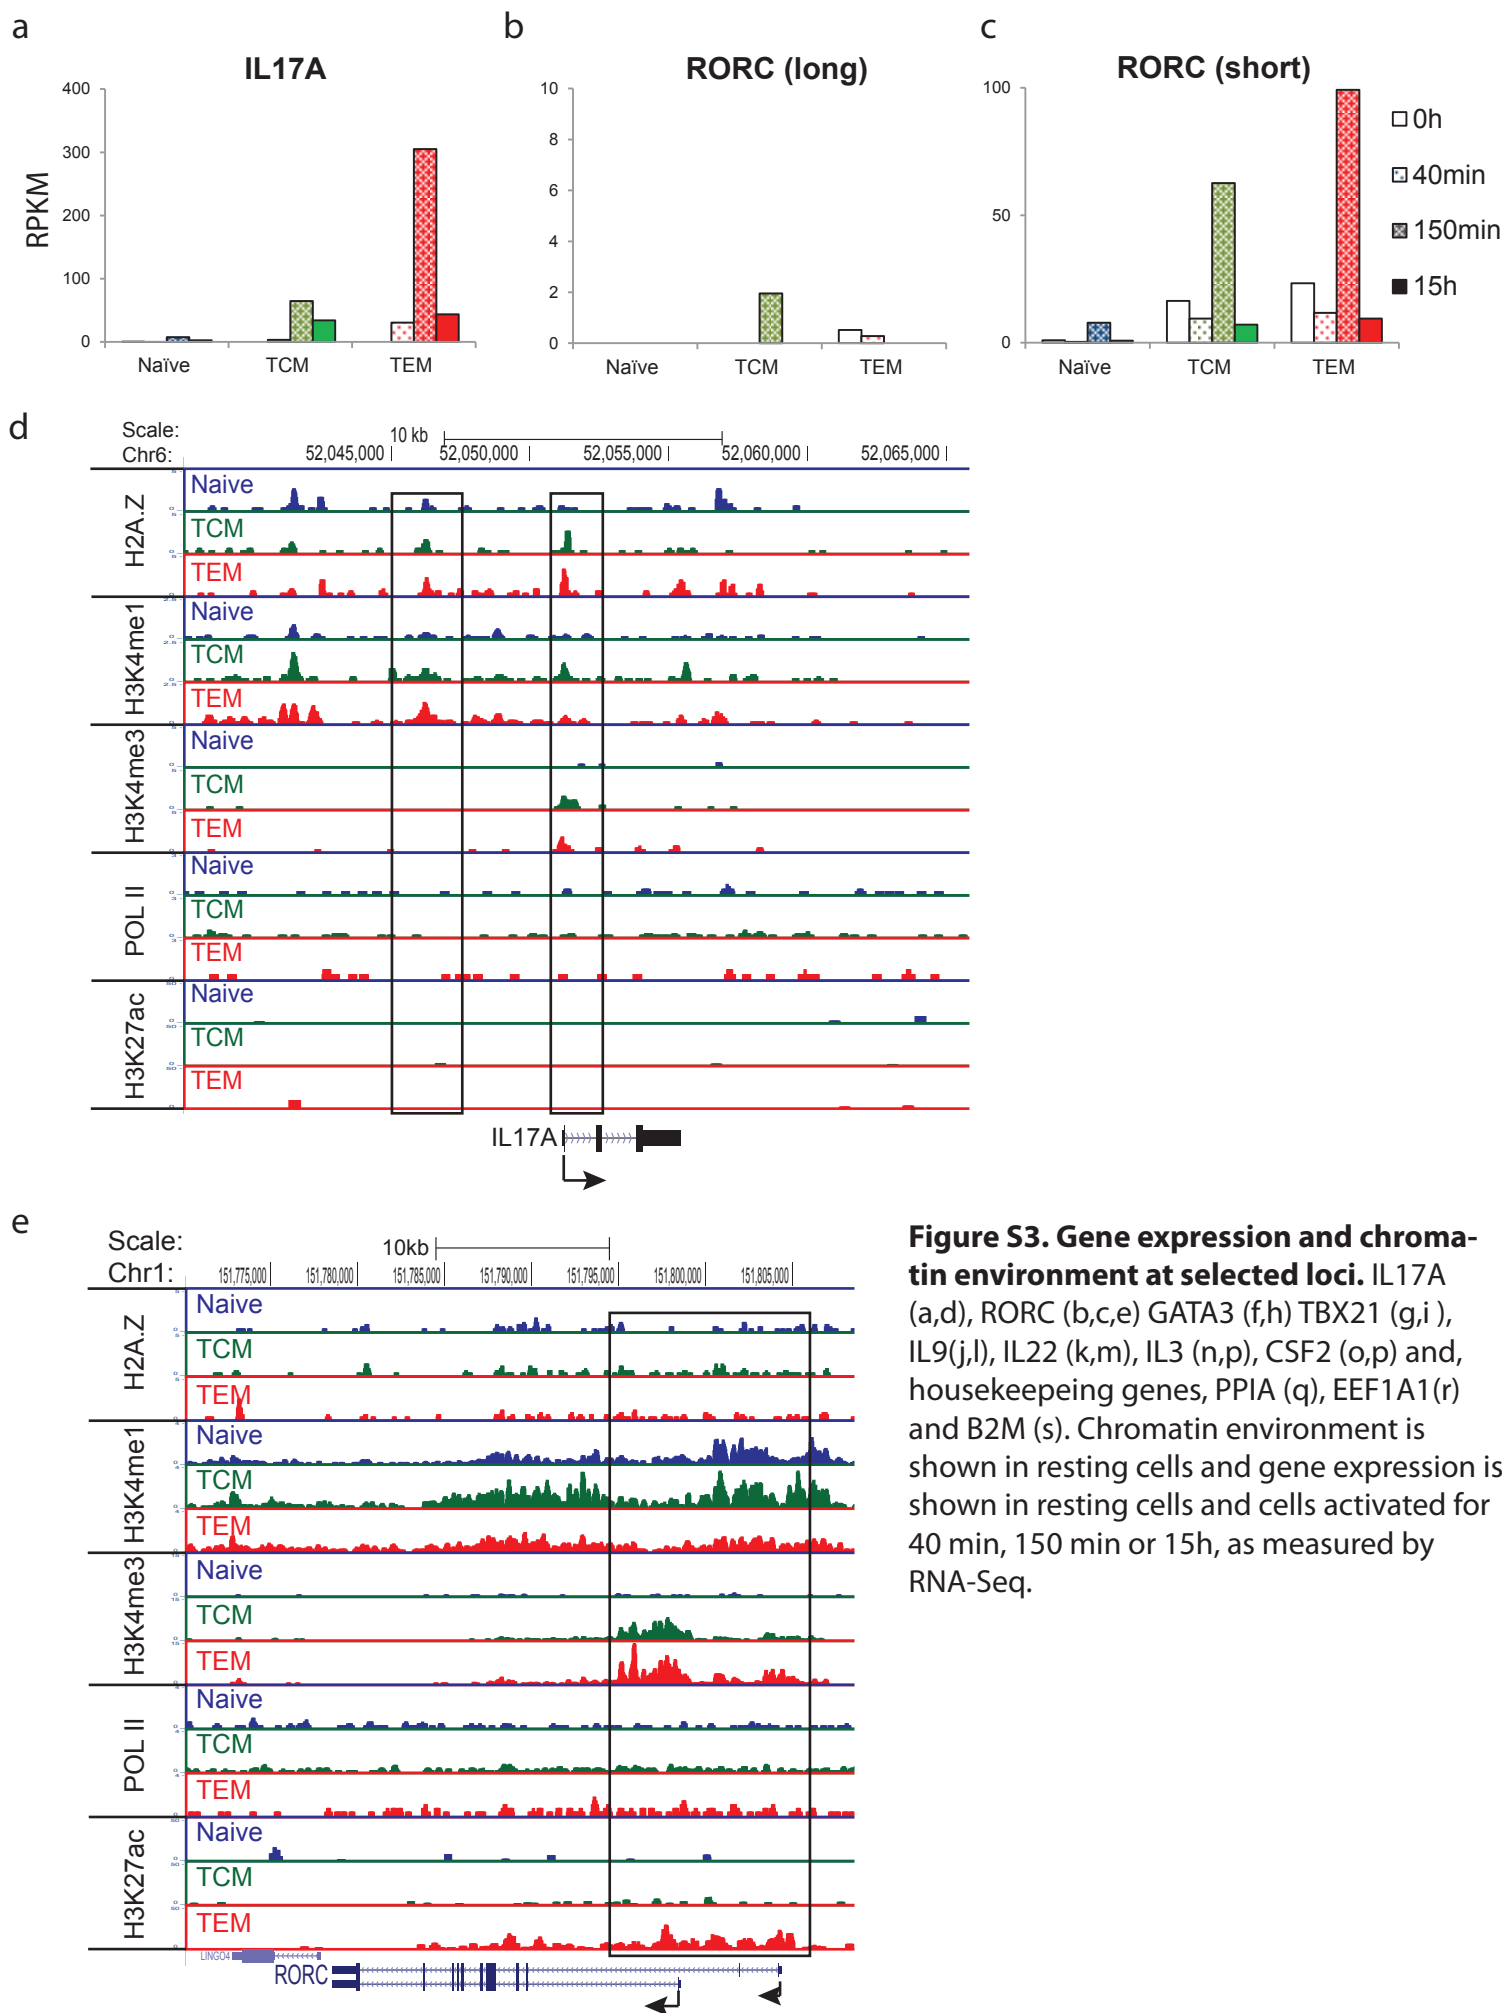

**Figure S3. Gene expression and chromatin environment at selected loci.** IL17A (a,d), RORC (b,c,e) GATA3 (f,h) TBX21 (g,i), IL9(j,l), IL22 (k,m), IL3 (n,p), CSF2 (o,p) and, housekeeping genes, PPIA (q), EEF1A1(r) and B2M (s). Chromatin environment is shown in resting cells and gene expression is shown in resting cells and cells activated for 40 min, 150 min or 15h, as measured by RNA-Seq.

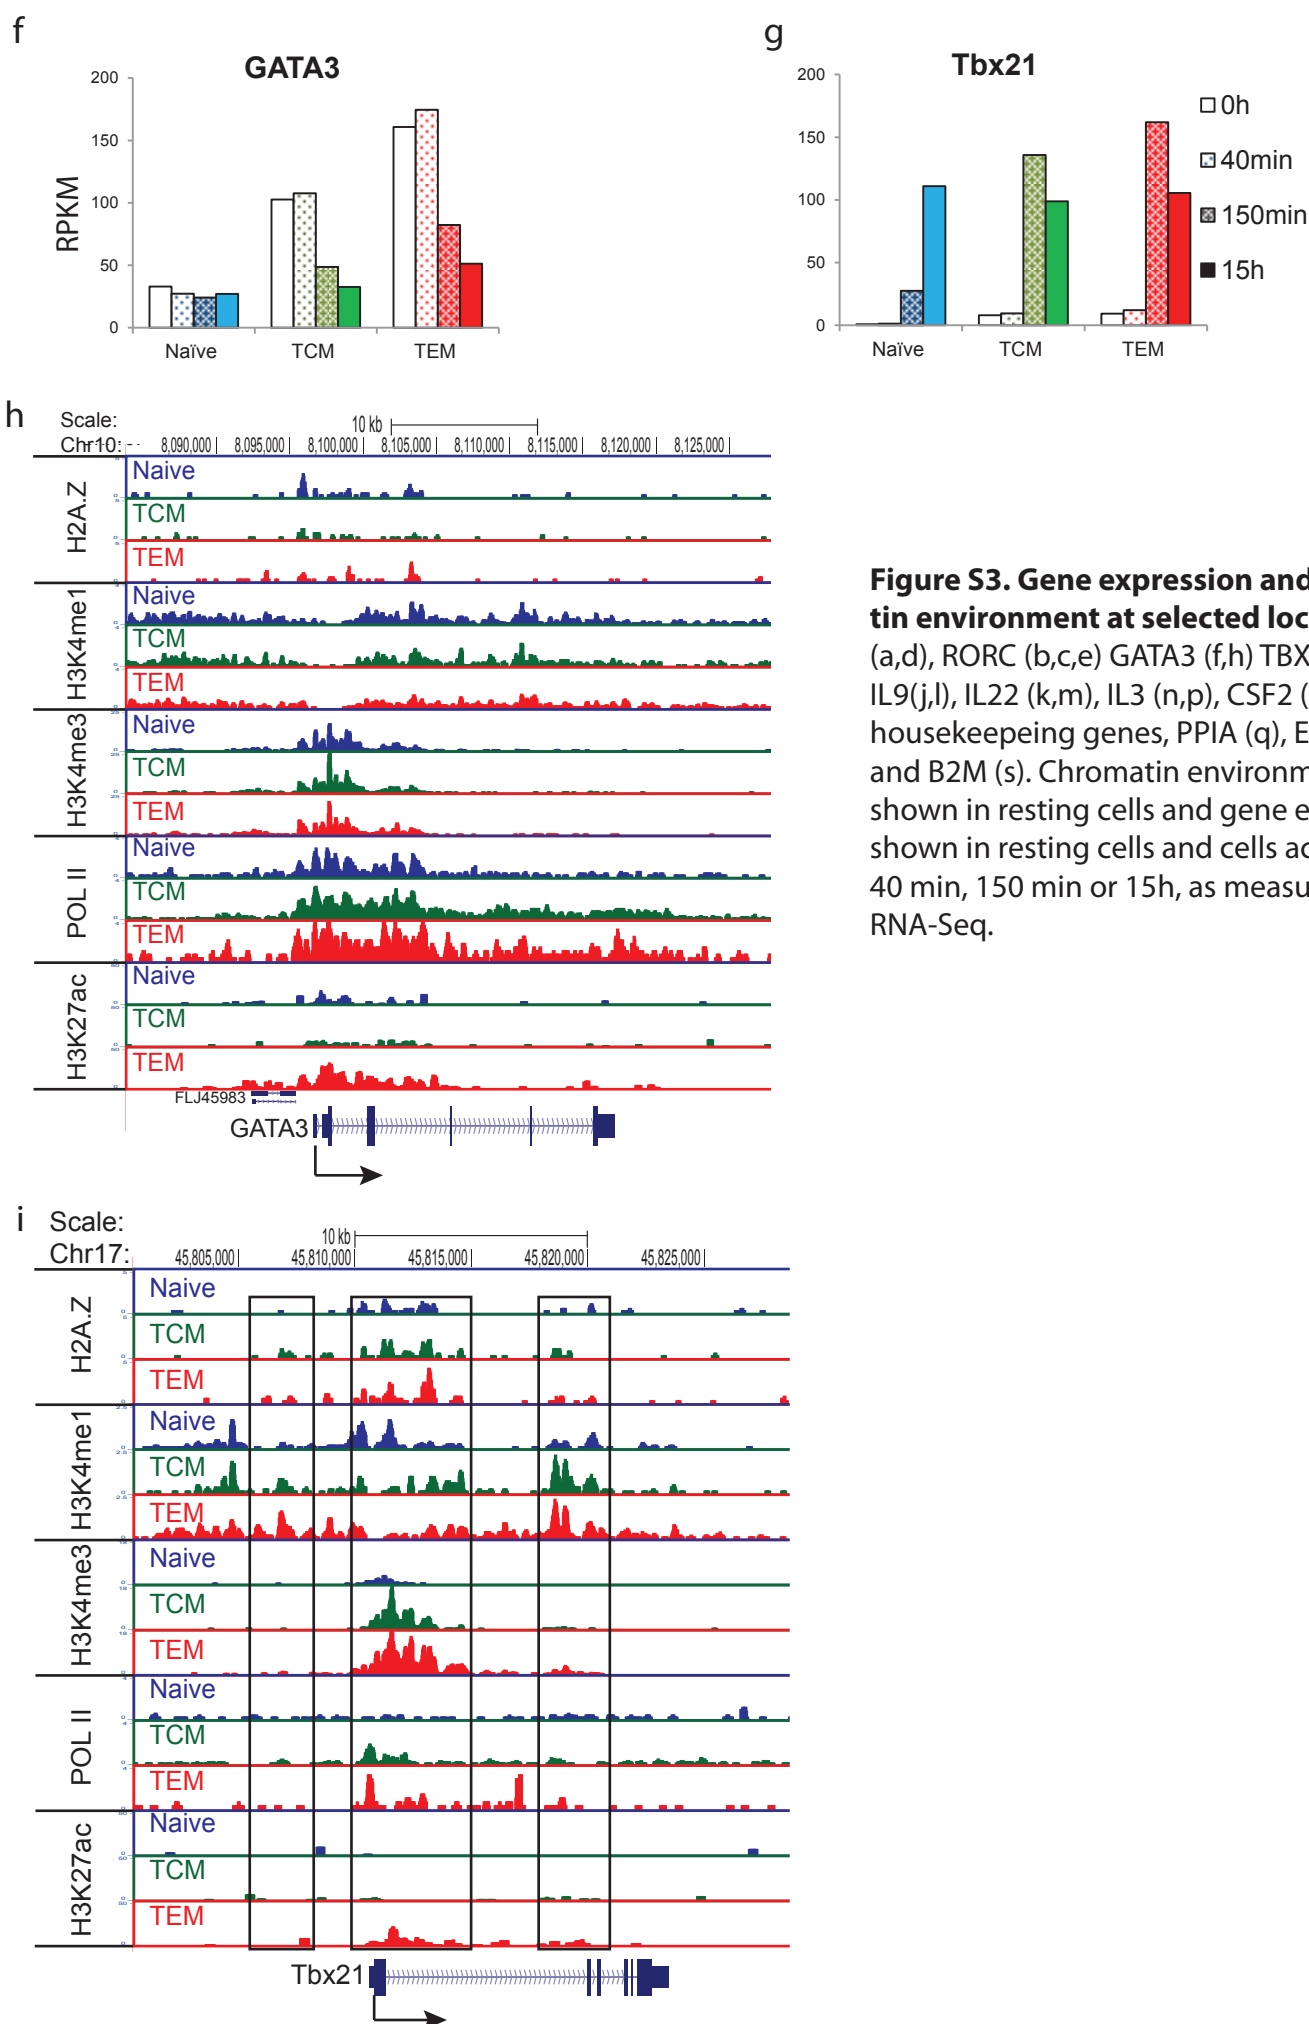

**Figure S3. Gene expression and chromatin environment at selected loci.** IL17A (a,d), RORC (b,c,e) GATA3 (f,h) TBX21 (g,i), IL9(j,l), IL22 (k,m), IL3 (n,p), CSF2 (o,p) and, housekeeping genes, PPIA (q), EEF1A1(r) and B2M (s). Chromatin environment is shown in resting cells and gene expression is shown in resting cells and cells activated for 40 min, 150 min or 15h, as measured by RNA-Seq.

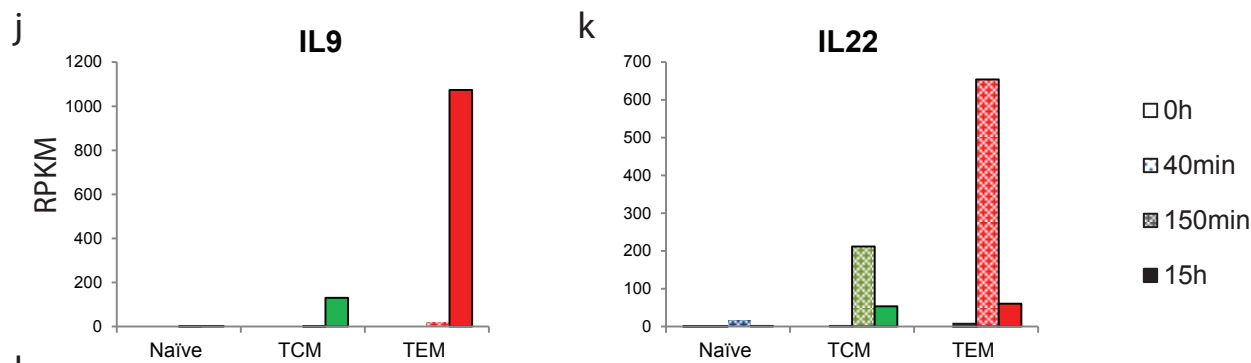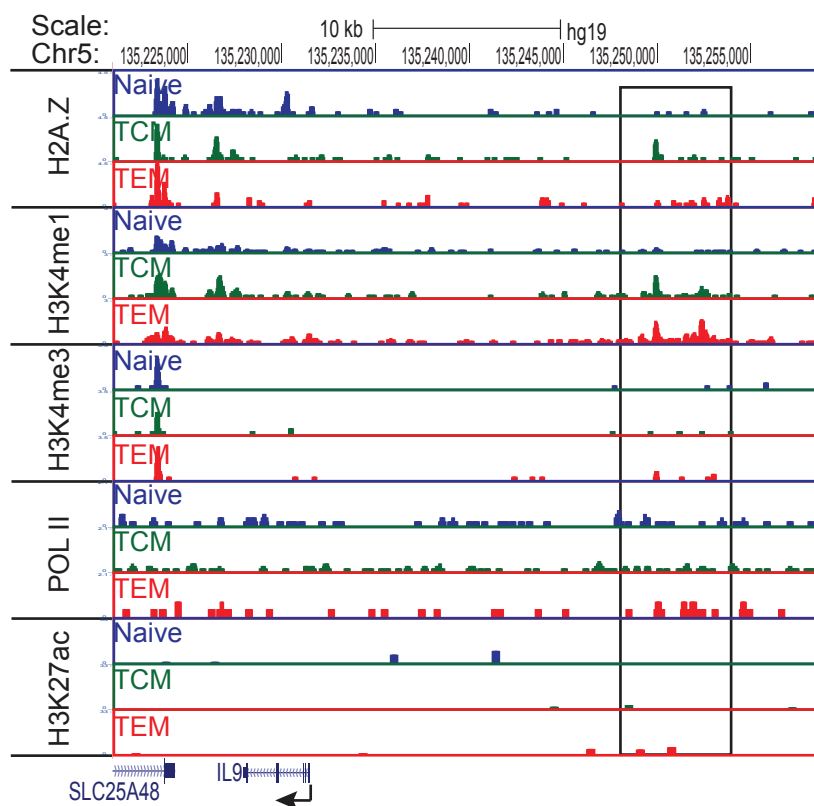

**Figure S3. Gene expression and chromatin environment at selected loci.** IL17A (a,d), RORC (b,c,e) GATA3 (f,h) TBX21 (g,i), IL9(j,l), IL22 (k,m), IL3 (n,p), CSF2 (o,p) and, housekeeping genes, PPIA (q), EEF1A1(r) and B2M (s). Chromatin environment is shown in resting cells and gene expression is shown in resting cells and cells activated for 40 min, 150 min or 15h, as measured by RNA-Seq.

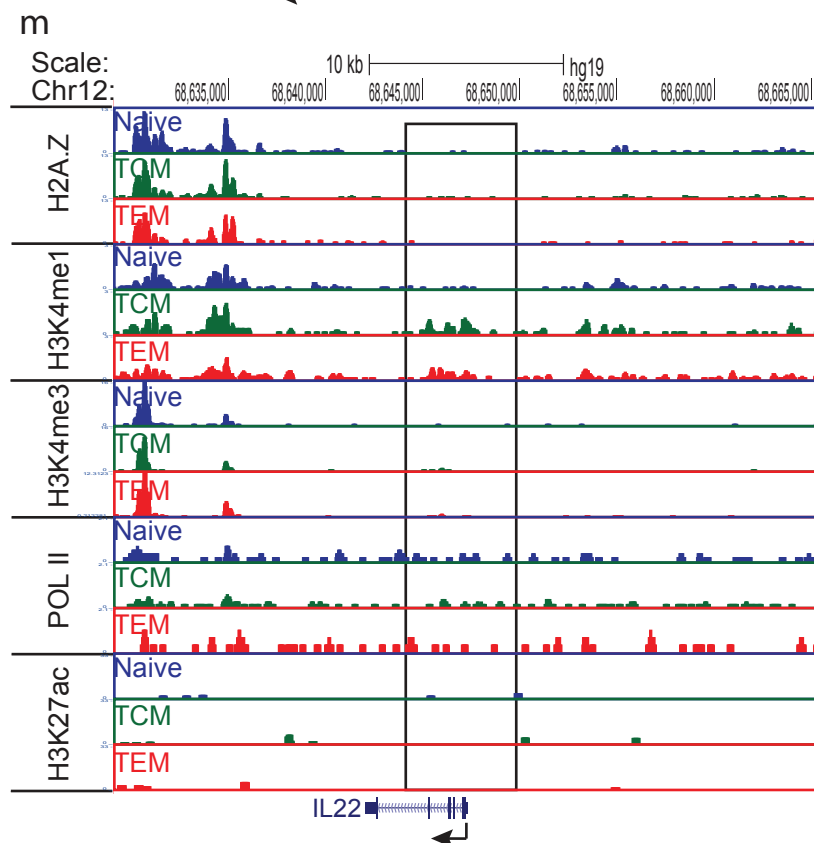

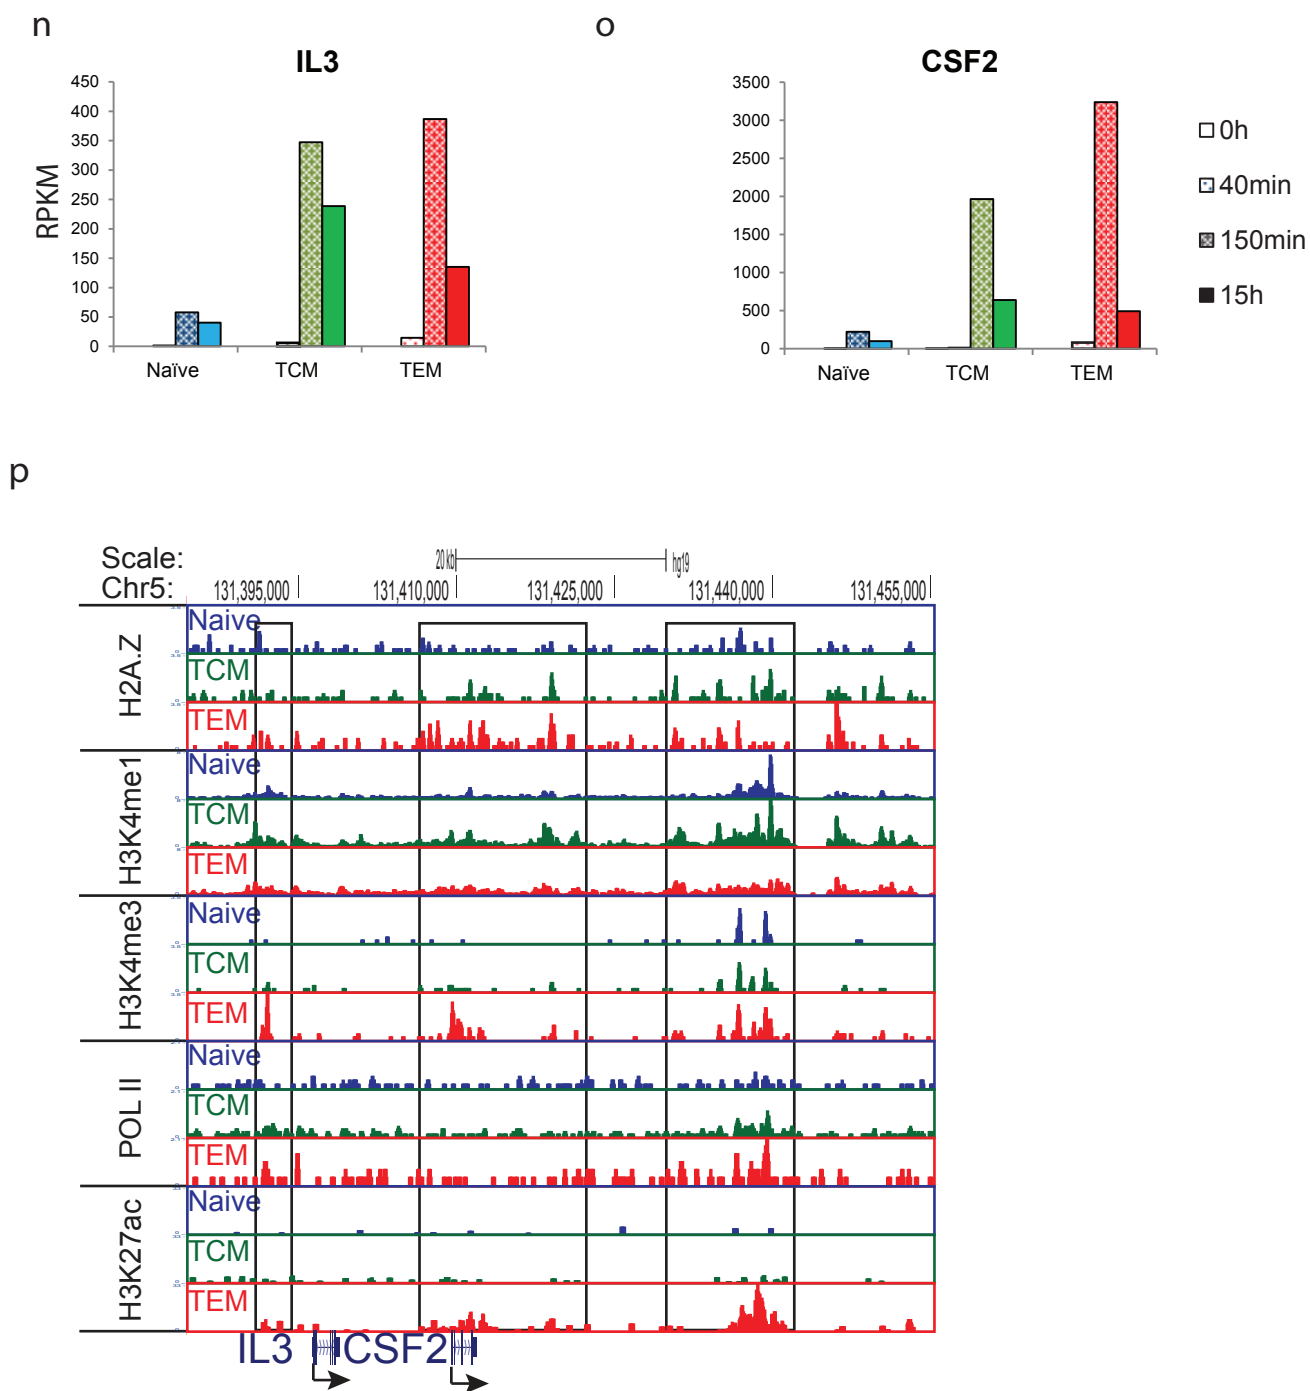

**Figure S3. Gene expression and chromatin environment at selected loci.** IL17A (a,d), RORC (b,c,e) GATA3 (f,h) TBX21 (g,i), IL9(j,l), IL22 (k,m), IL3 (n,p), CSF2 (o,p) and, housekeeping genes, PPIA (q), EEF1A1(r) and B2M (s). Chromatin environment is shown in resting cells and gene expression is shown in resting cells and cells activated for 40 min, 150 min or 15h, as measured by RNA-Seq.

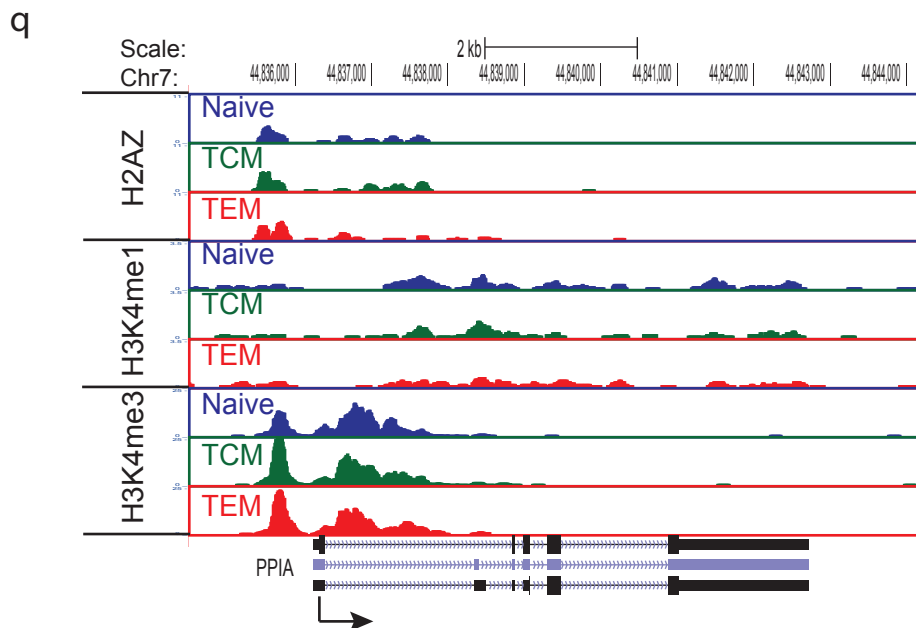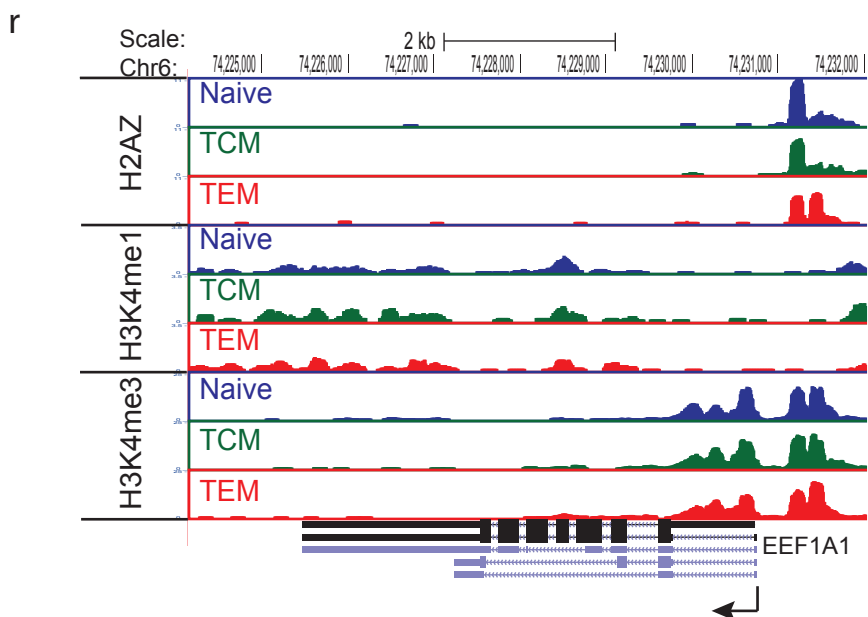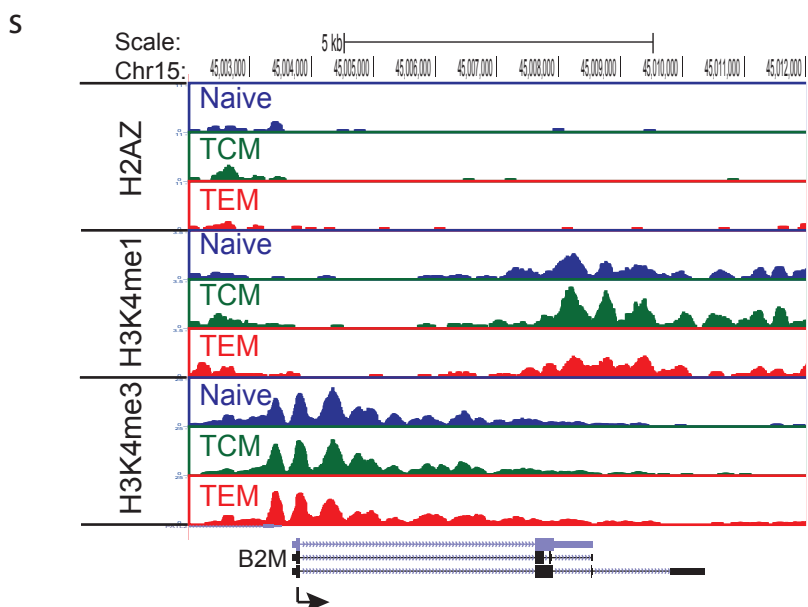

**Figure S3. Gene expression and chromatin environment at selected loci.** IL17A (a,d), RORC (b,c,e) GATA3 (f,h) TBX21 (g,i), IL9(j,l), IL22 (k,m), IL3 (n,p), CSF2 (o,p) and, housekeeping genes, PPIA (q), EEF1A1(r) and B2M (s). Chromatin environment is shown in resting cells and gene expression is shown in resting cells and cells activated for 40 min, 150 min or 15h, as measured by RNA-Seq.

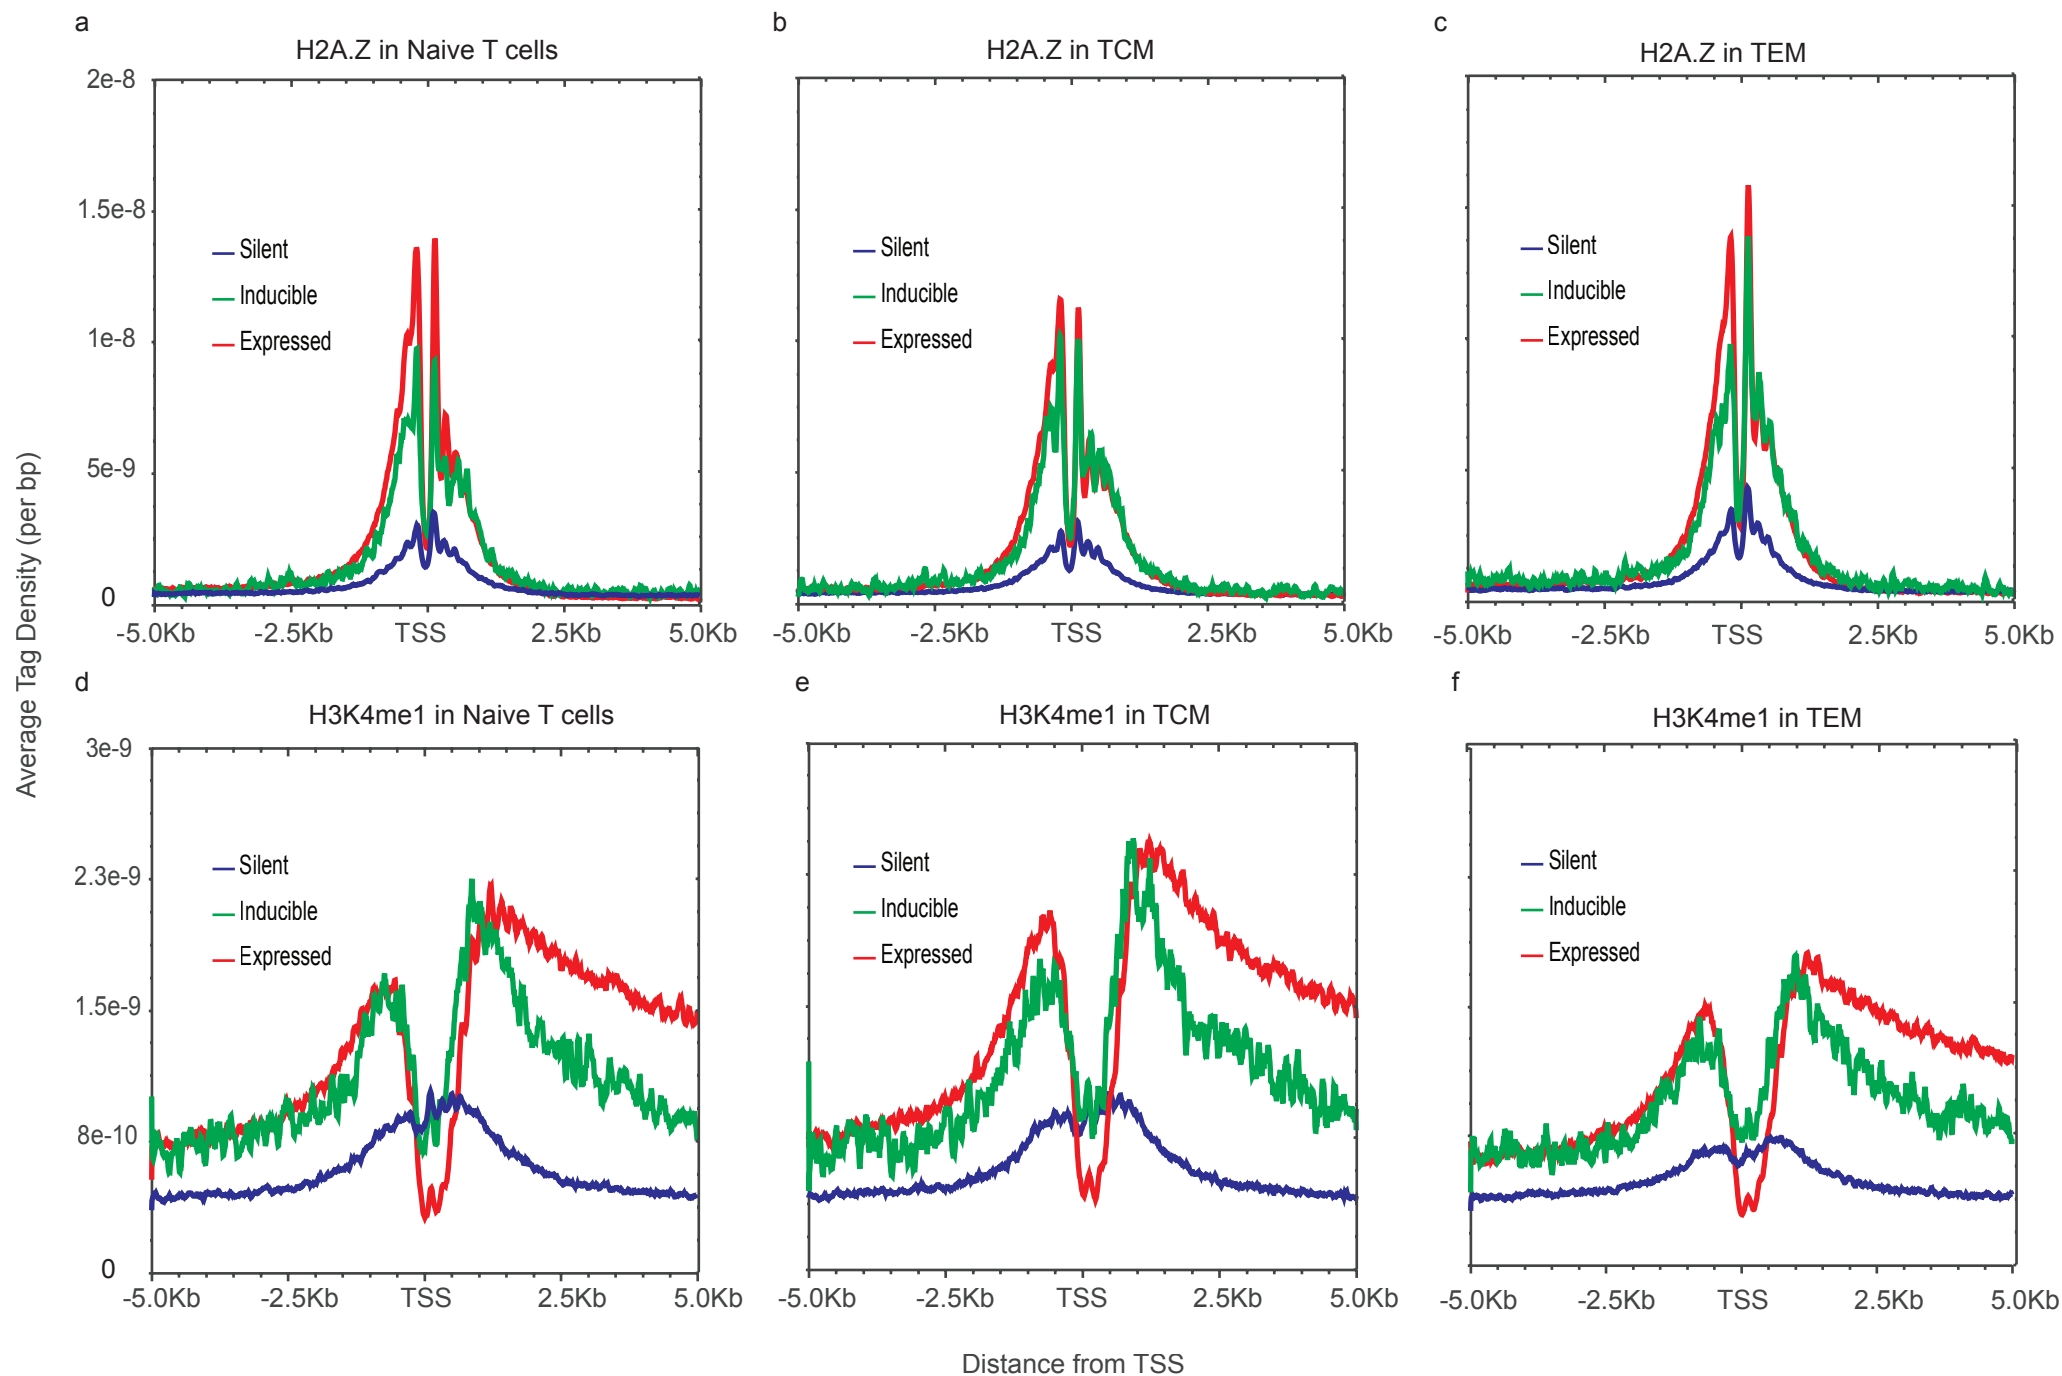

**Fig. S4. Inducible genes are poised in all three cell types.** Average tag density profiles for indicated modifications were built for genes that are expressed in resting cells (E), those that are silent in resting cells (S) and those that are silent in resting cells, but become induced upon activation (I). Distribution of expression values for the groups of genes is shown in panel (x).

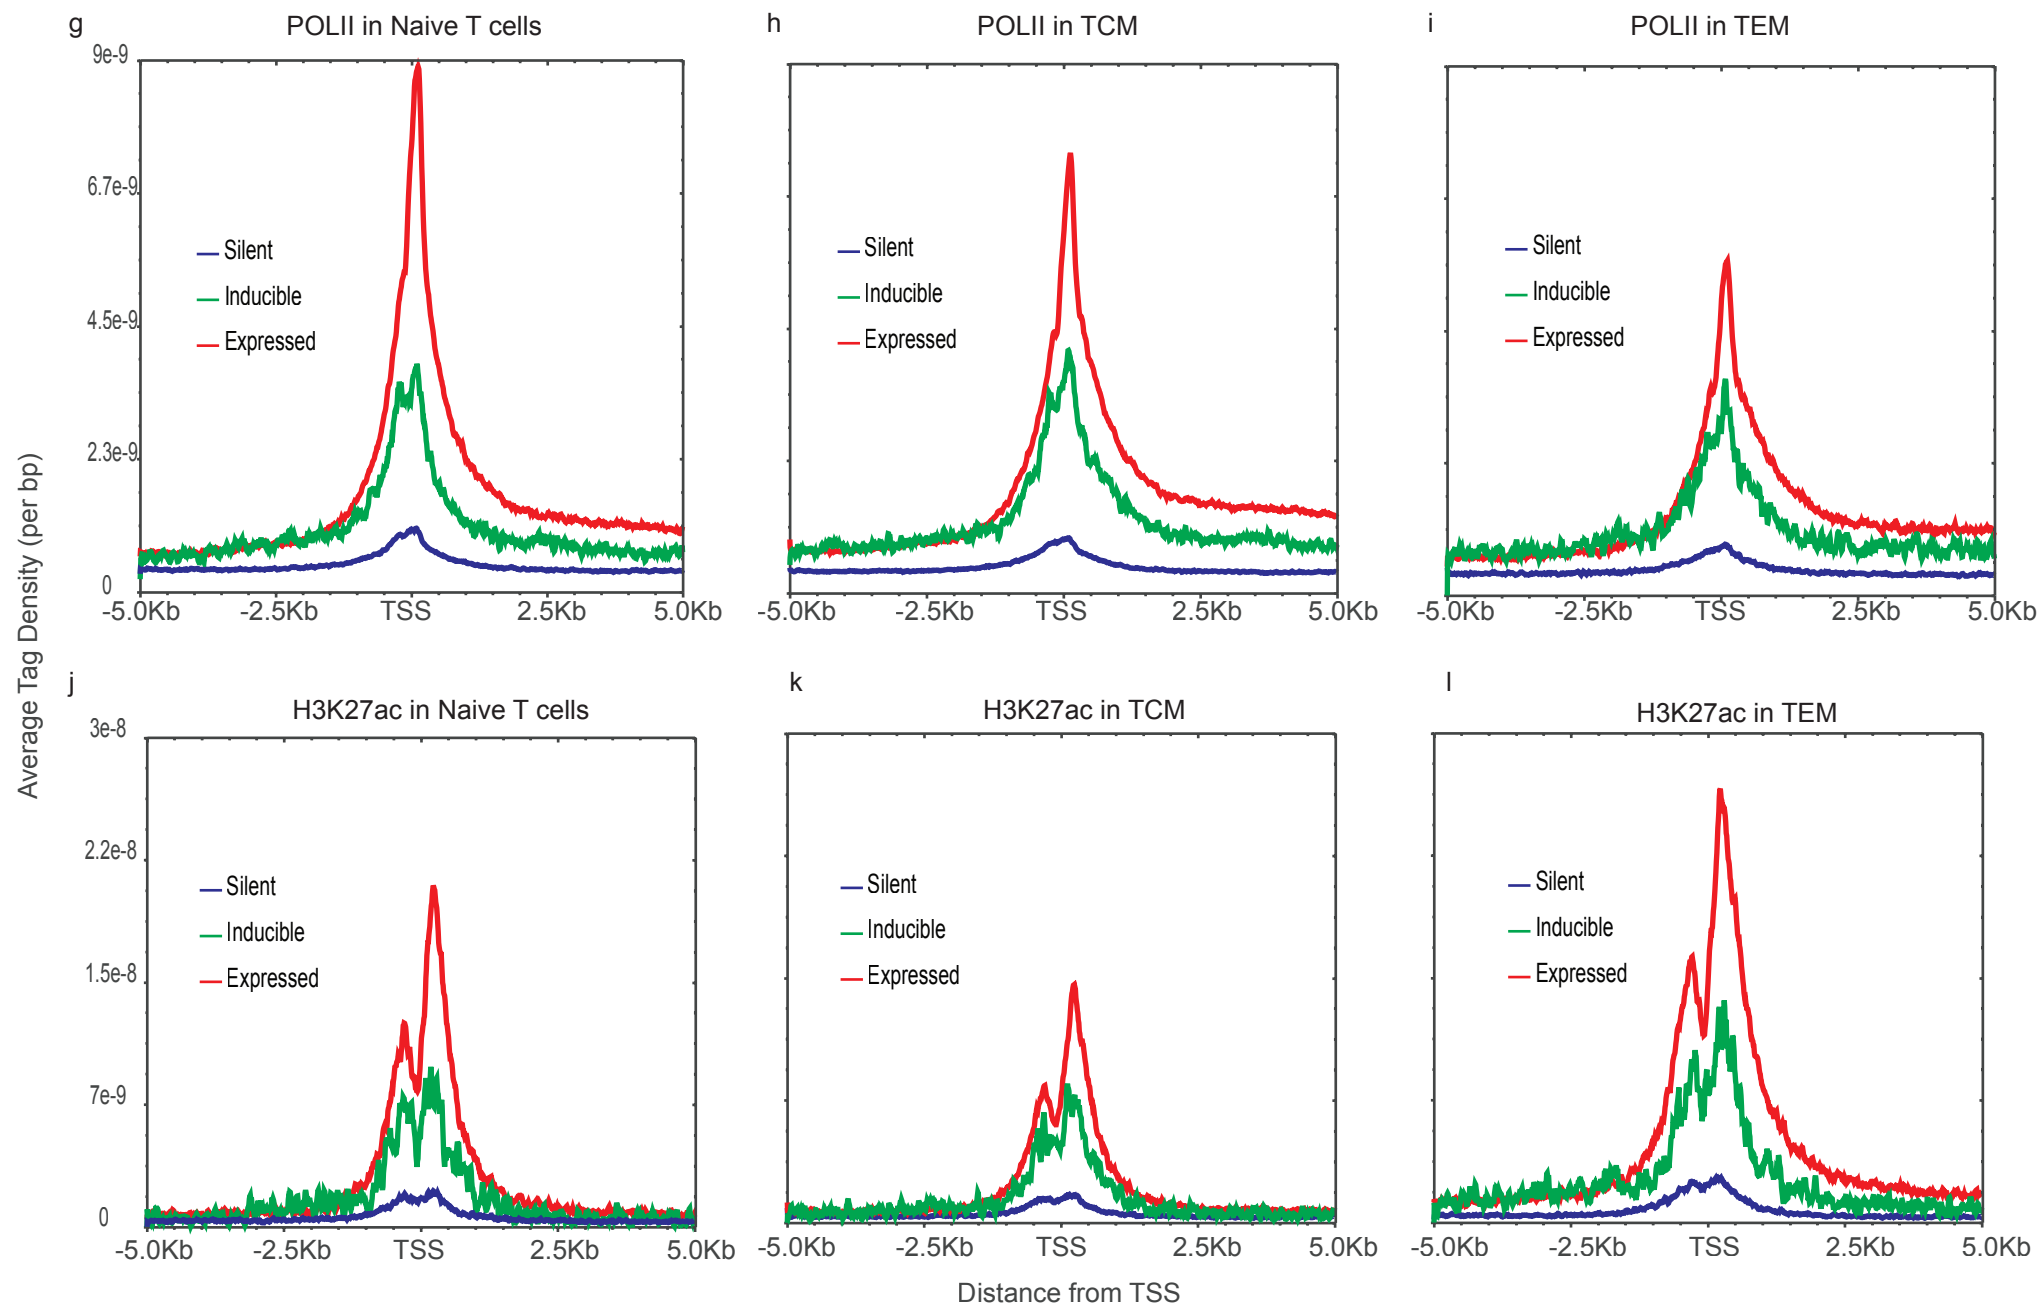

**Fig. S4. Inducible genes are poised in all three cell types.** Average tag density profiles for indicated modifications were built for genes that are expressed in resting cells (E), those that are silent in resting cells (S) and those that are silent in resting cells, but become induced upon activation (I). Distribution of expression values for the groups of genes is shown in panel (x).

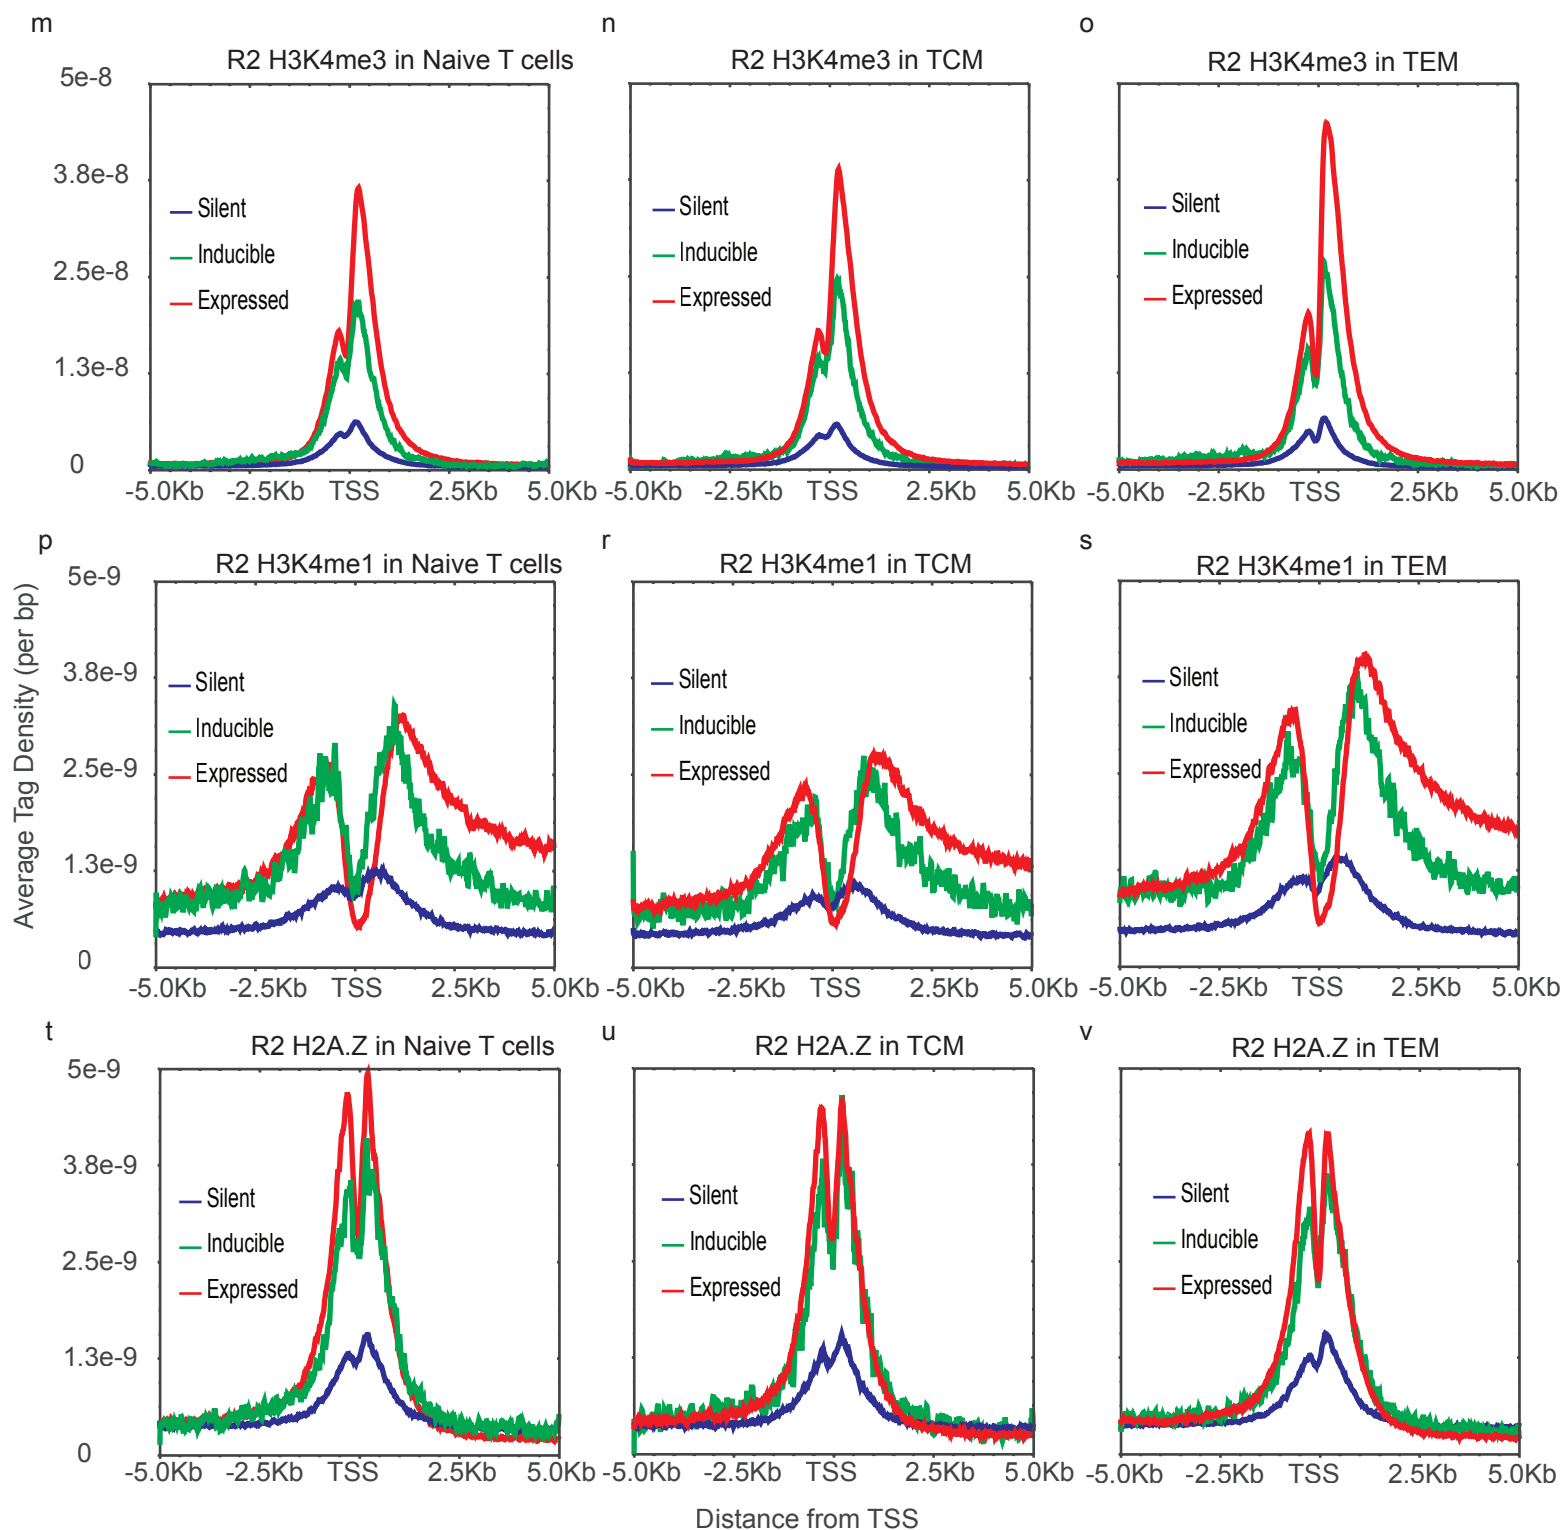

**Fig. S4. Inducible genes are poised in all three cell types.** Average tag density profiles for indicated modifications were built for genes that are expressed in resting cells (E), those that are silent in resting cells (S) and those that are silent in resting cells, but become induced upon activation (I). Distribution of expression values for the groups of genes is shown in panel (x).

x

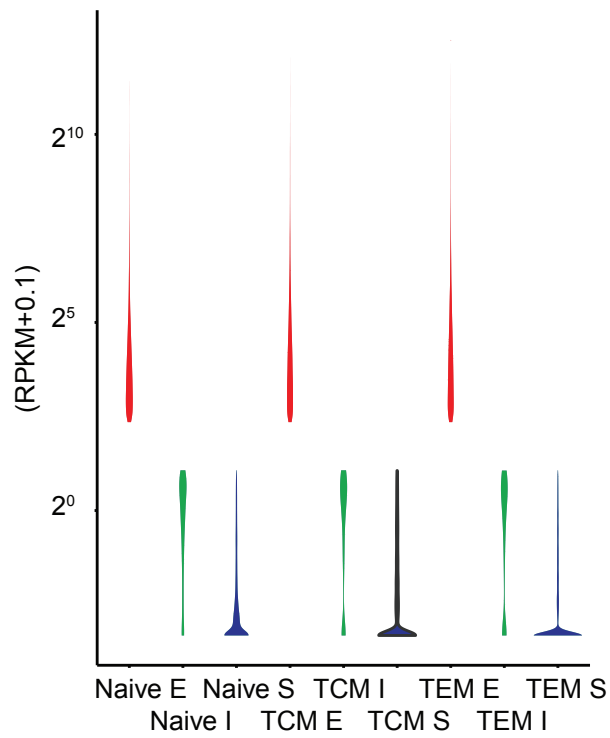

**Fig. S4. Inducible genes are poised in all three cell types.** Average tag density profiles for indicated modifications were built for genes that are expressed in resting cells (E), those that are silent in resting cells (S) and those that are silent in resting cells, but become induced upon activation (I). Distribution of expression values for the groups of genes is shown in panel (x).

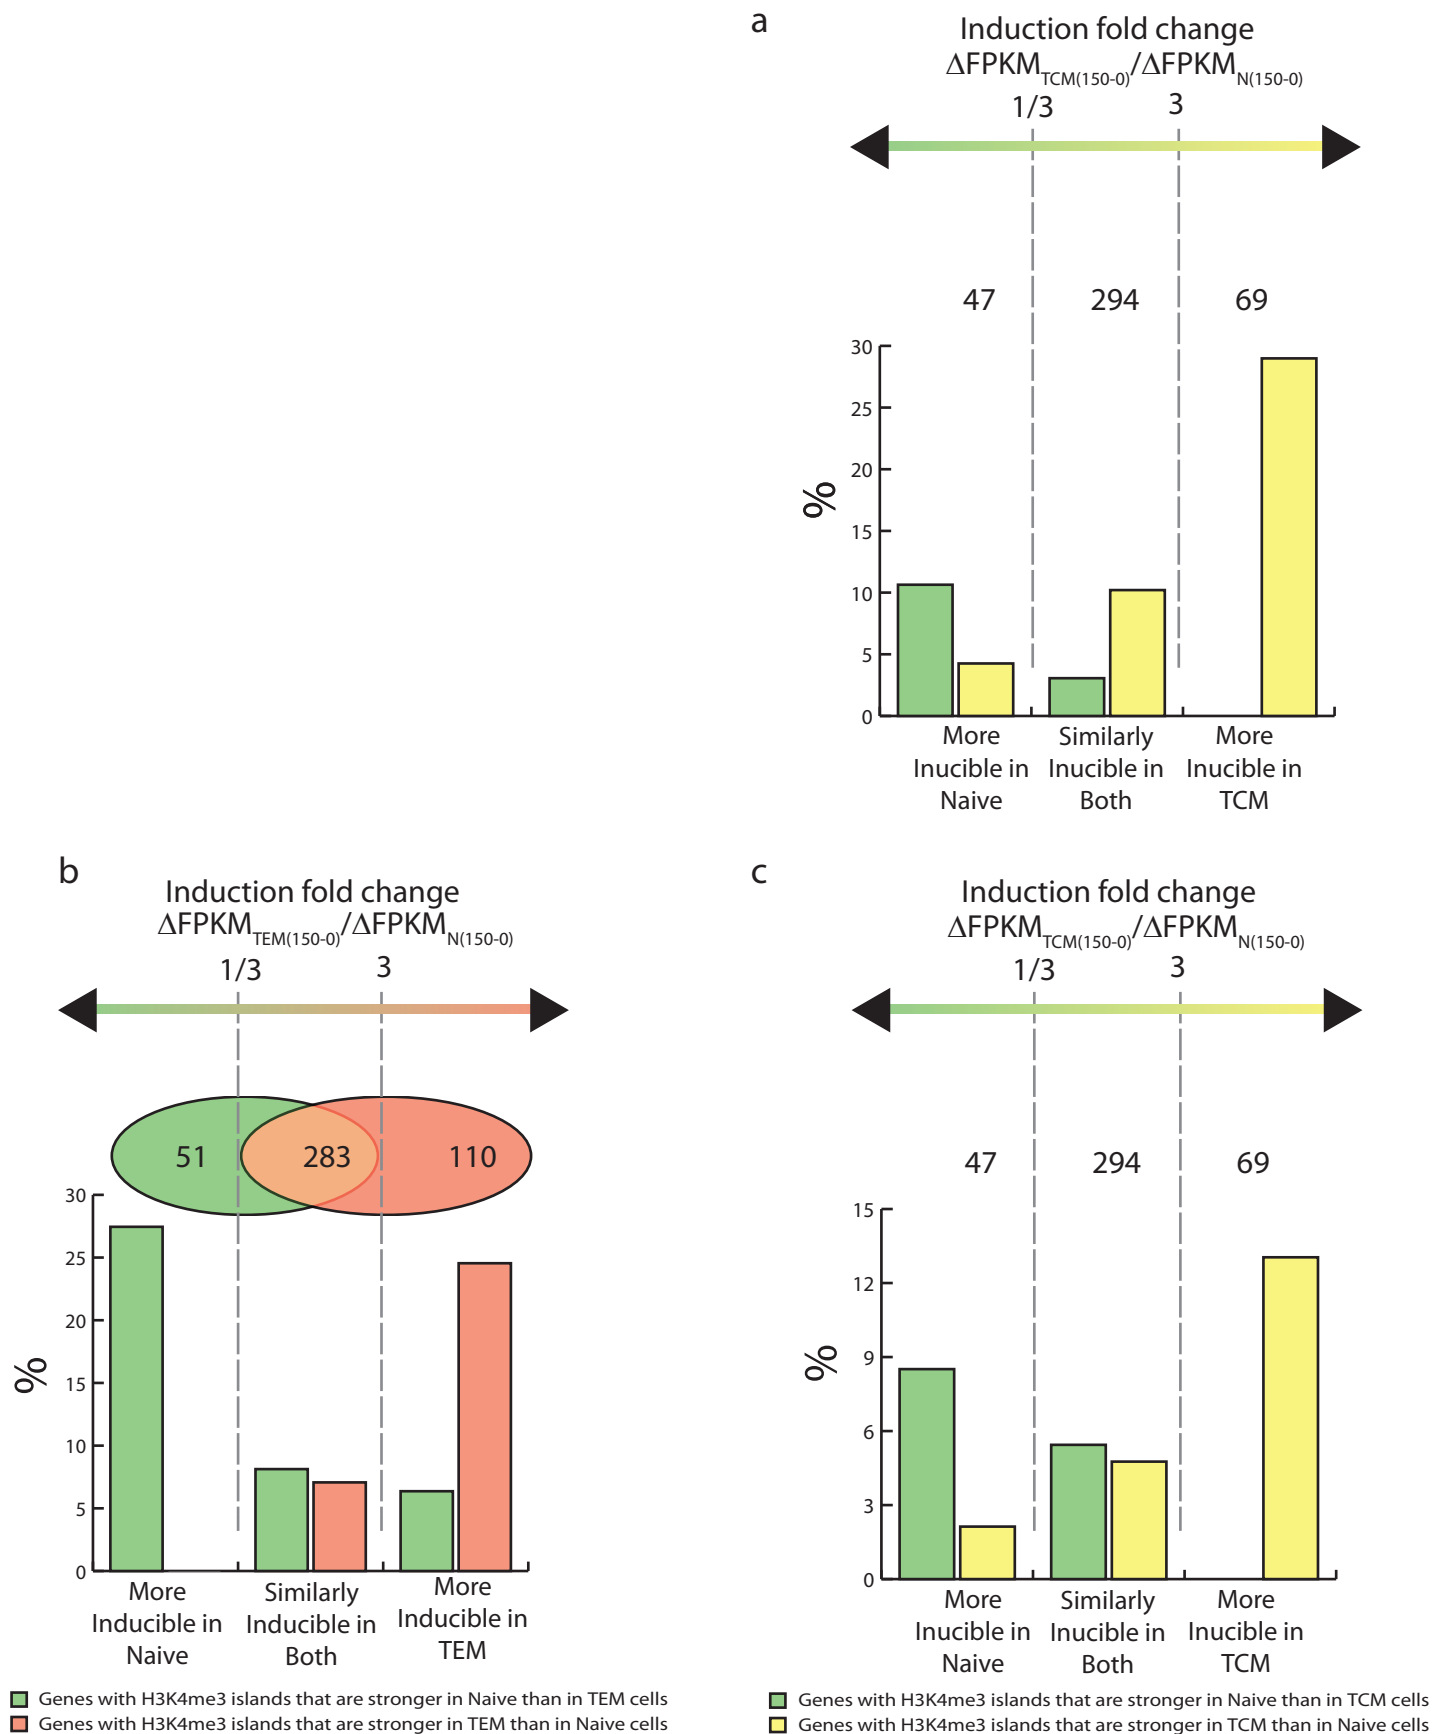

**Figure S5. Differential gene inducibility can be explained by chromatin state.** (a) Genes that were induced upon activation in either naive or central memory T cells were categorized into 3 groups: more inducible in Naive, more inducible in TCM or inducible in both (as shown by Venn diagram). Bar graphs show the percentage of genes in each category that have gained or lost H3K4me3 in their vicinity [-20kb from TSS, +1 kb from TSS] during transition from naive to memory state. (b, c) Same as Fig. 3 and Fig. S5a, but based on the second replicate data.

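For the comparison of naïve with TCM cells, 51 genes were more inducible in TCM cells, 175 similarly inducible and 22 more inducible in naïve cells. In replicate 1 a stronger H3K4me3 island in TCM cells was found near 16 of the 51 TCM-inducible genes (31.4%, 95% Wilson interval 20.3 to 45.0), 34 of the 175 similarly inducible (19.4%) and 2 of the 22 naïve-inducible genes (9.09%, 2.53 to 27.8). The difference between the TCM-inducible and the naïve-inducible genes was 22.3 percentage points (Fisher's exact test p = 0.073, adjusted p = 0.34), which did not pass the threshold. Islands stronger in naïve cells were found near 6 of 51 (11.8%), 36 of 175 (20.6%) and 8 of 22 genes (36.4%). Cutoffs of 1 and 5 RPKM in place of 2 and 5 reversed the difference to -2.05 points. Other settings moved it both ways. With no scaling, 17 of 51 and 2 of 22 genes had a stronger island (Fisher's exact test p = 0.041, not adjusted). With the window from 50 kb upstream, 15 of 51 and 4 of 22 genes had one (Fisher's exact test p = 0.39, not adjusted).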

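In replicate 2, a stronger H3K4me3 island in TEM cells was found near 1 of 71 TEM-inducible genes (1.41%, 95% Wilson interval 0.249 to 7.56), 1 of 125 similarly inducible (0.800%) and none of 39 naïve-inducible genes. A stronger island in naïve cells was found near 11 of 71 (15.5%), 35 of 125 (28.0%) and 18 of 39 genes (46.2%, 31.6 to 61.4). In the TCM comparison of replicate 2, 1 of 51 TCM-inducible, 1 of 175 similarly inducible and none of 22 naïve-inducible genes had a stronger island in TCM cells. Those with a stronger island in naïve cells were 5, 30 and 4. By Fisher's exact test, the shares with a stronger island in memory cells gave p = 1.0 for TEM and for TCM between memory-inducible and naïve-inducible genes in this replicate. Such islands were rare after scaling. With no scaling, 9 of 71 TEM-inducible and 3 of 39 naïve-inducible genes had one (Fisher's exact test p = 0.53), and in the TCM comparison 5 of 51 and 0 of 22 (Fisher's exact test p = 0.31). For islands stronger in naïve cells, the difference between naïve-inducible and memory-inducible genes was 30.7 points in the TEM comparison (adjusted p = 0.0050 by a Fisher's exact test added after seeing the data) and 8.38 points in the TCM comparison (adjusted p = 0.51). With no scaling, such islands were near 2 of 71 TEM-inducible and 6 of 39 naïve-inducible genes. In the TCM comparison with no scaling they were near 2 of 51 and 3 of 22 genes.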

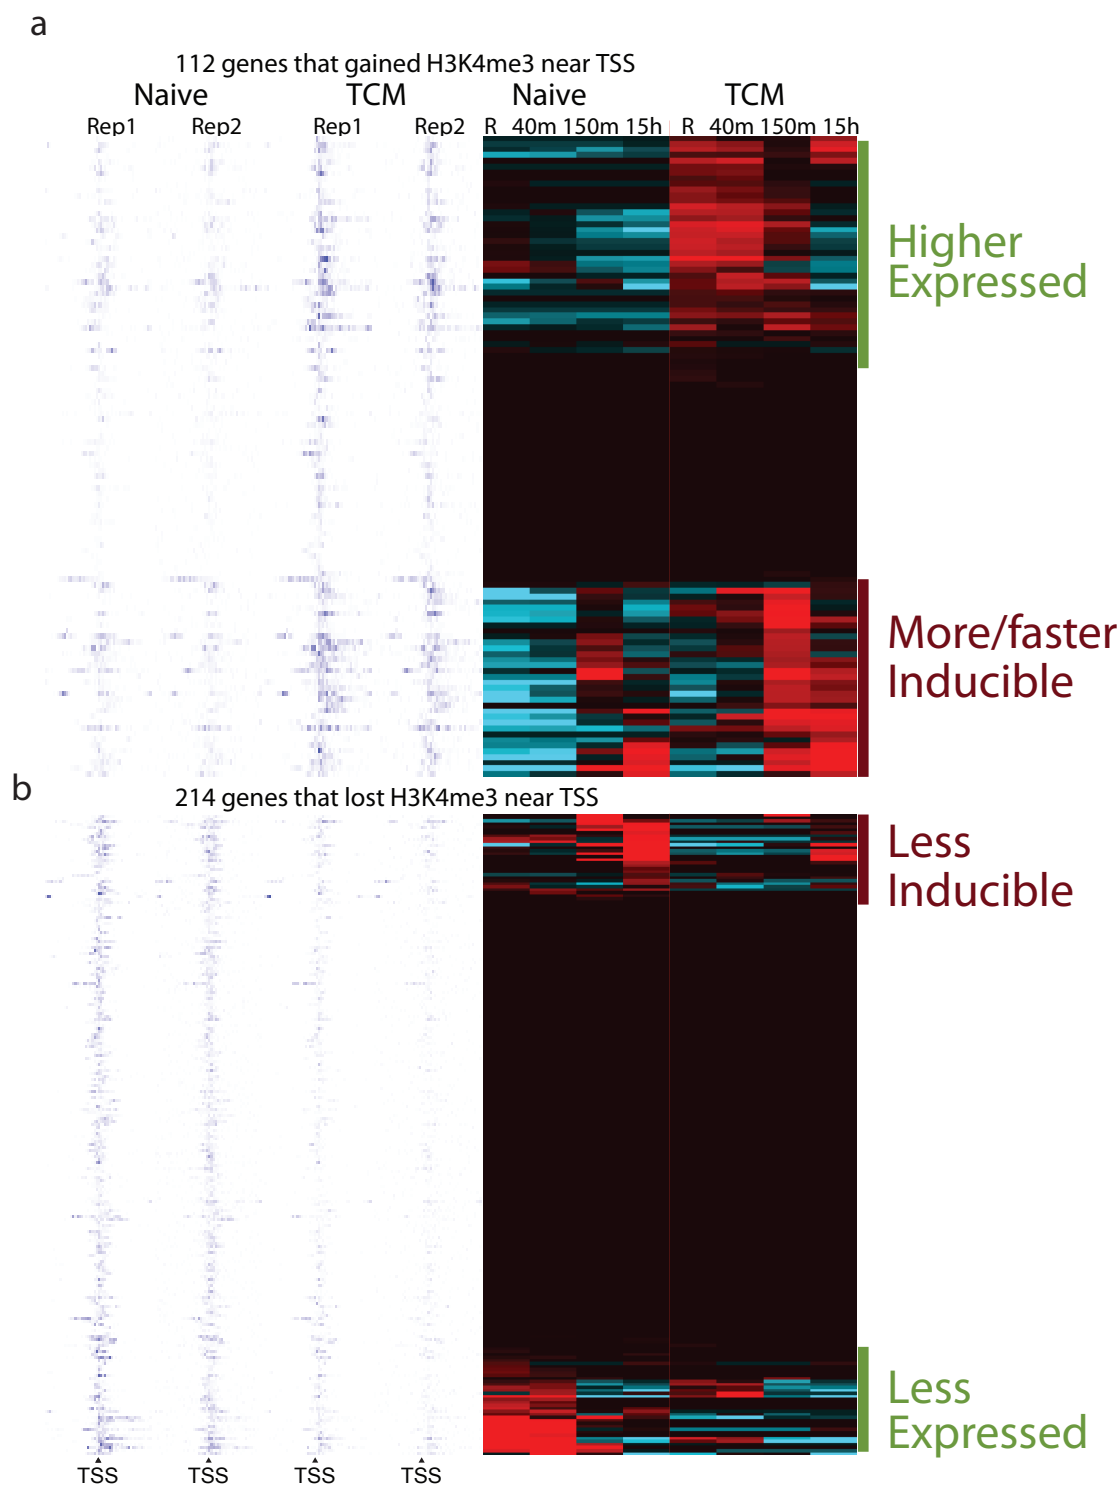

**Figure S6. Gain of H3K4me3 at promoter may lead to increased expression and/or inducibility, whereas loss of H3K4me3 may lead to loss of expression and/or inducibility.** On the left tag density heatmaps show the level of H3K4me3 within 5kb around TSS for genes that gained (a) or lost (b) H3K4me3 islands at the promoter in the transition from naïve T cells (Naïve) to central memory T cells (TCM). On the right heatmaps show level of expression for the corresponding genes in resting cells (R) and cells activated for the period shown.

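The heatmaps show the same genes in 2 ways. On one side is the density of H3K4me3 reads around each TSS, which needs the reads, and on the other is the expression in resting and activated cells. For the TCM comparison, the rule applied to islands gave 32 genes that gained and 158 that lost H3K4me3 at a promoter in both replicates, at 37 and 175 TSSs. Of the gained genes, 16 were higher in TCM cells at rest or after activation. Of the lost genes, 114 were silent in naïve cells at every time point. With a ratio above 1.5 in place of 2, 117 genes gained and 600 lost H3K4me3.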

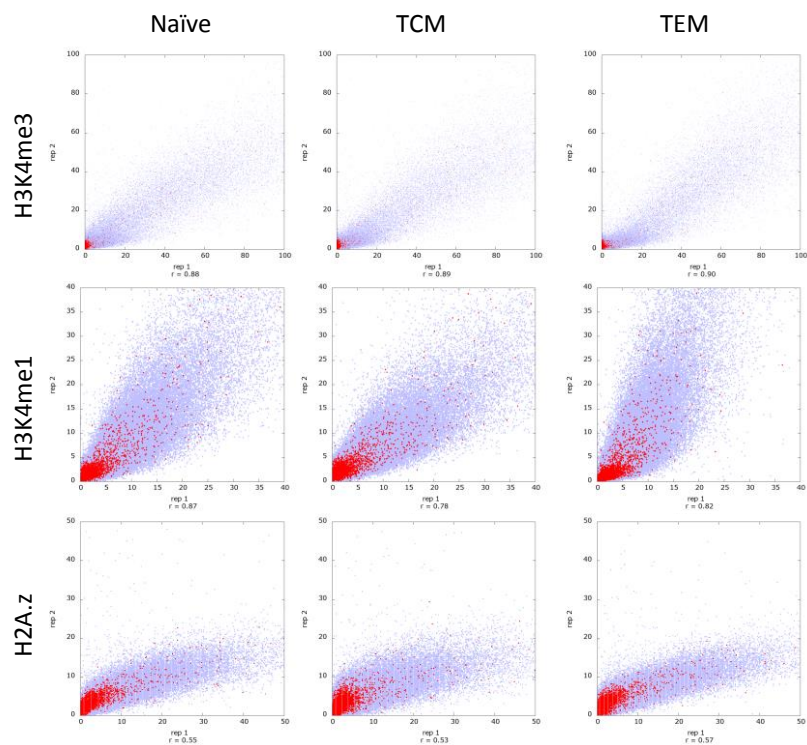

**Figure S7. Correlation between replicates.** The genome was separated into 10kb bins and the normalized number of reads in each window was plotted for replicate 1 against replicate 2. Pearson R-value is shown under each plot.

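Fig. S7 compares reads in windows along the whole genome, most of which hold no island. The heights of islands at promoters give a comparison limited to places where both replicates had an island. Across 16233 promoters of naïve cells, the log2 heights of H3K4me3 in the 2 replicates had a Pearson r of 0.710. It was 0.693 in TCM and 0.672 in TEM cells. For H3K4me1, r was 0.360 in naïve, 0.363 in TCM and 0.3 in TEM cells, and for H2A.Z it was 0.517, 0.400 and 0.516. These correlations are across promoters within a pair of samples, and promoters are not independent replicates. Spearman's rho for H3K4me3 was 0.603, 0.580 and 0.546.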

Supplementary table 1a. Gene ontology analysis of 188 genes that *gain* H3K4me3 positive modification at their promoters in transition from naïve to EM T cells. Top 25 terms from GO-biological process category are shown.

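The table names Gene Ontology terms (groups of genes that share a described biological process) that hold more of the genes with gained H3K4me3 than chance would give. Each p-value is the paper's and measures that excess for its own term. Terms such as leukocyte activation and T cell activation share many of their genes, so the rows of the table are not independent of each other. The gene sets of the terms are not in the files analysed here, and the enrichment was not recomputed. By the rule applied to islands, 66 genes gained H3K4me3 in both replicates from naïve to TEM. CCR6, CCR4 and CXCR3, which encode chemokine receptors, were among the 10 with the largest ratios.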

| <b>ID</b>  | <b>Name</b>                                                  | <b>p-value</b> |
|------------|--------------------------------------------------------------|----------------|
| GO:0001775 | cell activation                                              | 1.22E-09       |
| GO:0070231 | T cell apoptotic process                                     | 3.02E-09       |
| GO:0040011 | locomotion                                                   | 1.76E-08       |
| GO:0034109 | homotypic cell-cell adhesion                                 | 2.31E-08       |
| GO:0006935 | chemotaxis                                                   | 5.00E-08       |
| GO:0030334 | regulation of cell migration                                 | 5.11E-08       |
| GO:0042330 | taxis                                                        | 5.30E-08       |
| GO:0040012 | regulation of locomotion                                     | 5.91E-08       |
| GO:0040017 | positive regulation of locomotion                            | 5.92E-08       |
| GO:2001237 | negative regulation of extrinsic apoptotic signaling pathway | 7.20E-08       |
| GO:1903037 | regulation of leukocyte cell-cell adhesion                   | 7.68E-08       |
| GO:0070227 | lymphocyte apoptotic process                                 | 7.69E-08       |
| GO:0030155 | regulation of cell adhesion                                  | 8.34E-08       |
| GO:0045321 | leukocyte activation                                         | 9.84E-08       |
| GO:0051249 | regulation of lymphocyte activation                          | 1.08E-07       |
| GO:0007159 | leukocyte cell-cell adhesion                                 | 1.08E-07       |
| GO:0050865 | regulation of cell activation                                | 1.15E-07       |
| GO:0050867 | positive regulation of cell activation                       | 1.28E-07       |
| GO:0006955 | immune response                                              | 1.28E-07       |
| GO:0002682 | regulation of immune system process                          | 1.40E-07       |
| GO:0042110 | T cell activation                                            | 1.49E-07       |
| GO:0070489 | T cell aggregation                                           | 1.49E-07       |
| GO:0071593 | lymphocyte aggregation                                       | 1.53E-07       |
| GO:0002694 | regulation of leukocyte activation                           | 1.68E-07       |
| GO:2000145 | regulation of cell motility                                  | 1.75E-07       |

Supplementary table 1b. Gene ontology analysis of 436 genes that *lose* H3K4me3 positive modification at their promoters in transition from naïve to EM T cells. Top 25 terms from GO-biological process category are shown.

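The list of lost genes was made in the same way with the subsets exchanged. By the rule applied to islands, 259 genes lost H3K4me3 in both replicates from naïve to TEM, and 177 of them were silent in naïve cells at every time point. A p-value in this list depends on the number of genes in the list as well as on their terms, so p-values of lists of different length are not on the same scale. The enrichment was not recomputed.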

| ID         | Name                                                  | p-value  |
|------------|-------------------------------------------------------|----------|
| GO:2000026 | regulation of multicellular organismal development    | 2.74E-07 |
| GO:0022008 | neurogenesis                                          | 3.81E-07 |
| GO:0030182 | neuron differentiation                                | 1.04E-06 |
| GO:0009887 | organ morphogenesis                                   | 1.88E-06 |
| GO:0038007 | netrin-activated signaling pathway                    | 3.07E-06 |
| GO:0006928 | movement of cell or subcellular component             | 3.67E-06 |
| GO:0048699 | generation of neurons                                 | 3.90E-06 |
| GO:0007416 | synapse assembly                                      | 3.95E-06 |
| GO:0048667 | cell morphogenesis involved in neuron differentiation | 4.91E-06 |
| GO:0048812 | neuron projection morphogenesis                       | 6.90E-06 |
| GO:0051094 | positive regulation of developmental process          | 8.80E-06 |
| GO:0016477 | cell migration                                        | 1.13E-05 |
| GO:0040008 | regulation of growth                                  | 1.65E-05 |
| GO:0048870 | cell motility                                         | 1.80E-05 |
| GO:0051674 | localization of cell                                  | 1.80E-05 |
| GO:0048638 | regulation of developmental growth                    | 1.89E-05 |
| GO:0048729 | tissue morphogenesis                                  | 2.21E-05 |
| GO:0051270 | regulation of cellular component movement             | 2.30E-05 |
| GO:0001525 | angiogenesis                                          | 2.72E-05 |
| GO:0001944 | vasculature development                               | 2.89E-05 |
| GO:0030334 | regulation of cell migration                          | 3.05E-05 |
| GO:0000904 | cell morphogenesis involved in differentiation        | 3.16E-05 |
| GO:0001568 | blood vessel development                              | 3.36E-05 |
| GO:0045664 | regulation of neuron differentiation                  | 3.77E-05 |
| GO:0051960 | regulation of nervous system development              | 3.87E-05 |
| GO:0036301 | macrophage colony-stimulating factor production       | 3.90E-05 |

How the deposited data were processed for this re-analysis (not part of the article)

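The data were 12 RNA-Seq and 24 ChIP-Seq samples of human CD4 T cells sorted as naïve, TCM and TEM cells. RNA-Seq covered resting cells and cells activated for 40 min, 150 min and 15 h, with 1 library per subset and time point. ChIP-Seq covered resting cells, with 2 replicates of H3K4me3, H3K4me1 and H2A.Z and 1 sample of H3K27ac and Pol II in each subset. Conditions were taken from the sample labels. For the H3K4me3 antibody of replicate 2 the labels and the paper's methods name different makers.

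For RNA-Seq, the authors aligned reads with STAR to hg19 with the RefSeq annotation, and the deposited read counts are those assigned to the isoforms that share a TSS. The deposited RPKM values were computed by the authors from these reads, and the total they imply is larger than the sum of the counted reads. For ChIP-Seq, the authors aligned reads with Bowtie to hg19, kept unique reads with at most 1 mismatch, and called islands with MACS2 in each sample. The deposited signal is the pileup of extended reads at each summit, which the authors' files give without scaling to depth. The deposited fold enrichment is the ratio of that pileup to the background that MACS2 expected. The deposited -log10 p and -log10 q values come from the same MACS2 test by the authors. The background was a single value in 5 of the samples and varied along the genome in the other 19.

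Reads counted per RNA-Seq library ranged from 2742987 to 16497828 with a median of 5604017. The ranges were 7511062 to 16497828 in naïve, 3430373 to 6017408 in TCM and 2742987 to 7178499 in TEM cells. A value of at least 3 reads was taken as detectable, and 95% Wilson intervals were given for single values. The number of reads per ChIP-Seq library is not in the files analysed here.

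Gene values were sums over the TSSs of a gene. Log2 ratios used RPKM with 1 added. Reads were compared between libraries by Fisher's exact test with Benjamini-Hochberg adjustment at 0.05, which covers counting noise and no variation between cells of different donors. Changes of the ratio between TEM and TCM cells from 150 min to 15 h were tested by a Wald test on reads. Genes were grouped as silent under 2 RPKM and expressed above 5 RPKM. For Figs 3 and S5, relative induction of 3 fold was computed with 0.1 added, as in the paper. Islands were assigned to a promoter when they overlapped by at least 1 base the 1000 bases on either side of a TSS, and to the vicinity of a gene from 20000 bases upstream to 1000 bases downstream. Heights were scaled by the median ratio over promoters with an island in both samples. Where no island was called, the 5th percentile of the sample's island heights was used. A ratio above 2 in both replicates counted as gained or lost. Higher expression meant at least 2 fold after raising RPKM under 1 to 1. Shares of genes were compared by Fisher's exact test. Fisher's exact tests of islands stronger in naïve cells and of markers of other cell types, and an exact binomial test of reads on the totals behind RPKM, were added after seeing the data. H3K4me3 heights in all 6 samples were compared by limma across 14732 promoters with an island in each sample.

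The genes named in the text are those the paper names, and the 10 genes with the largest gain and the 10 with the largest loss of H3K4me3 from naïve to TEM cells among those changed in both replicates, a rule set before the files arrived. Among these lists not every gene is printed. Positions of regulatory elements were read from the boxes of the paper's figures before any island was looked at.

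The alternatives tried were other windows, ratios, floors and scalings, fold enrichment as height, a -log10 q of at least 10, presence and absence, leaving out each replicate, a replicate block in limma, other RPKM cutoffs and added values, and the overlap that counts as shared. Alternatives added after seeing the data were the summit in place of the whole island, the replicate block with a floor, a gene silent at rest only in the subset where it is induced, TSSs one by one, any stronger island in memory cells, and RPKM rescaled to reads on genes. The effect of alternatives on expression was computed for 13 genes in 2 memory subsets at rest and at 150 min.

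The methods were tested on simulated data. Of 200 promoters raised 4 times, 100% were found with 0.123% of unchanged promoters called. In limma 100% of 200 shifted promoters were found, with 2.91% false among those found. Their median log2 fold change was 2.01, over independent noise with no replicate effect and no missing islands. By Fisher's exact test 100% of 200 changed genes were found, with 0.919% of unchanged genes called. The simulated reads held counting noise only. These simulations check the calculations, and they do not give the power or the error rate in the present samples, where replicates and donors differ.

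MAnorm and the read densities need the reads, the enrichment of binding sites needs sequence and matrices, and Gene Ontology needs its gene sets, so these were left out. No group had 4 samples, so no sample could be tested as an outlier, and groups of 2 allow no count of other splits of the samples. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.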

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

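Changes between time points in the ranking of TEM and TCM cells were flagged because the difference itself was tested. IFNG was higher in TEM than in TCM cells at 150 min (401 and 357 RPKM) and lower at 15 h (95.8 and 303 RPKM). The log2 ratio of TEM to TCM reads changed by -1.8496 between these time points (standard error 0.0874, adjusted p = 8.9e-99 by a Wald test on reads, not an exact test). The change was -1.00056 for IL3 (standard error 0.0913) and -1.11948 for CSF2 (standard error 0.0508). Of the 9 cytokine genes tested, the ratio was lower at 15 h for 8 past the threshold, and the ranking turned for these 3. Each value comes from 1 library per subset and time point, so the tests measure counting noise only.

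A first technical explanation of the turned ranking is that the total behind RPKM differs between libraries. With reads on genes as the total, 0 of the rankings of IFNG, IL3 and CSF2 changed. The change of the log2 ratios above already rests on this total, and the share of the RPKM total that was counted hardly differed between TCM and TEM cells at 15 h (1.513 and 1.496 times the resting naïve share), so this comparison restates the result and adds little to it. Its prediction was made after the result was seen. A second explanation is a difference between the single libraries at 15 h. Over 6918 genes with at least 50 reads in both libraries, the median ratio of TEM to TCM at 15 h was 0.976122, while IFNG stood at 0.317, IL3 at 0.567 and CSF2 at 0.772. A ratio lower than that of CSF2 was found for 8.09% of the genes, lower than that of IL3 for 0.27% and lower than that of IFNG for 0%. The median shows no shift of the whole library, but without a replicate the pattern cannot be told apart from a difference between single libraries or donors that acts on activation genes. An earlier decline of cytokine transcripts in TEM cells may be a biological explanation, and it was not tested.

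H3K4me1 was flagged because the paper does not report islands of this mark near the genes of Fig. 3. In replicate 1, a stronger H3K4me1 island in TEM than in naïve cells was found near 20 of 71 TEM-inducible and 2 of 39 naïve-inducible genes, a difference of 23.0408 percentage points (Fisher's exact test p = 0.0051, adjusted p = 0.036). In replicate 2 the shares were 6 of 71 and 7 of 39, a difference of -9.49801 points (Fisher's exact test p = 0.22). The islands of TEM cells in replicate 2 were called against a fixed background and those of the other H3K4me1 libraries against a local one. This difference in island calling could account for the opposite direction in replicate 2, a prediction made after the result was seen. It cannot account for the difference in replicate 1, where both libraries had a local background. A second explanation is that height grows differently with signal in the libraries of replicate 1. After quantile normalization the difference was 19.9711 points (Fisher's exact test p = 0.0051), so this did not account for it. With no scaling it was 11.5204 points (Fisher's exact test p = 0.093) and with presence and absence 7.29505 points (Fisher's exact test p = 0.26). The difference has no replicate check and is smaller without scaling, and no biological explanation was tested.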

How the results depend on the processing

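A result counted as unchanged when it kept its direction and its side of the threshold, or stayed within 1.5 times for a count and within its interval for a share. Of 93 results, 68 were unchanged under every alternative and 25 changed. In 486 alternative rows, 410 stayed the same. In this sense all but 1 of 52 log2 ratios of named genes and 12 of 15 comparisons of inducible with silent genes were unchanged. The size of the log2 ratios did move, as for IFNG in resting TCM cells from 0.641 to 1.78 with 0.1 added. Their test uses reads, which values added to the RPKM and a rescaled RPKM do not enter. Alternatives other than those called added here were set before the processed files arrived.

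By limma, 0 promoters differed between TEM and naïve cells without a block and 8 with the replicate block, as samples of the same replicate number deviate together (r = 0.524 for naïve and TEM). In the TCM comparison 0 passed either way. With a floor at promoters lacking an island in some samples, 0 of 18228 passed in either comparison, with or without the block.

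The counts of changed promoters depend on the ratio, the scaling and the threshold. The main counts were 66 gained and 259 lost for TEM, and 32 gained and 158 lost for TCM. For TEM gained, a -log10 q of at least 10 gave 23, no scaling 122, a ratio above 1.5 199, a ratio above 3 16, and presence and absence 37. For TEM lost, fold enrichment as height gave 9, a -log10 q of at least 10 42, no scaling 140, a ratio above 1.5 642 and a ratio above 3 85. For TCM gained, the same settings gave 6 with the q threshold, 62 with no scaling, 117 and 9 with ratios above 1.5 and 3, and 18 with presence and absence. For TCM lost, they gave 3 with fold enrichment, 21 with the q threshold, 54 with no scaling, 600 and 28 with ratios above 1.5 and 3, 290 with the floor at the lowest island height and 101 with the summit within the window (added). Taking 1 replicate alone gave from 143 to 654 gained and from 609 to 1733 lost for TEM, and from 95 to 372 gained and from 644 to 1048 lost for TCM. Fold enrichment is computed against backgrounds that differ between the libraries. A single replicate lacks the requirement that both change, and replicate 2 has losses far above gains.

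For the difference of 30.3 points between TEM-inducible and naïve-inducible genes, a -log10 q of at least 10 gave 4.98375 (Fisher's exact test p = 0.53), a ratio above 3 gave 12.2788 (Fisher's exact test p = 0.13), and both replicates required gave 2.8169 (Fisher's exact test p = 0.54). The main value is that of replicate 1, and without replicate 1 it was 1.40845 (Fisher's exact test p = 1.0). These settings leave few islands that can differ. In replicate 2 almost none was stronger in TEM cells after scaling, and with no scaling the shares were 9 of 71 and 3 of 39 genes (Fisher's exact test p = 0.53).

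The TCM difference of 22.3 points did not pass the threshold with or without adjustment (Fisher's exact test p = 0.073, adjusted p = 0.34). Its alternatives were judged by p-values that were not adjusted, a weaker criterion, so none of them is shown to pass after adjustment. Without adjustment, the difference was under the threshold at 24.2424 with no scaling, quantile normalization, the floor at the lowest island height or presence and absence (Fisher's exact test p = 0.041 for each). The same held at 19.8052 with a relative induction of 2 fold (Fisher's exact test p = 0.015) and at 31.3187 with 1 added (Fisher's exact test p = 0.041). It also held at 24.7984 with genes silent at rest in the subset where induced (Fisher's exact test p = 0.0085). With any stronger island in memory it held at 27.5401 (Fisher's exact test p = 0.029, both settings added). With cutoffs of 1 and 5 RPKM the difference reversed to -2.05279. The group of naïve-inducible genes has 22 genes, so a change of 1 or 2 genes moves the unadjusted p-value across the threshold.

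Differences between inducible and silent genes weakened for H3K4me1 in TCM cells to 2.27001 points with the narrower window (0.5 times the main one) and 0.236858 with a -log10 q of at least 10, and in TEM cells to 2.73557 and 0.0200679. H3K27ac in TCM cells fell to 0.0734806 with that q threshold. Few islands of these marks pass it. The log2 ratio of IL13 in resting TEM cells, from 1 and 4 reads, reversed from 0.0237 to -0.009111 with RPKM rescaled to reads on genes (added).

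The share of lost genes silent in naïve cells was 68.3% for TEM and ranged from 60.0985 to 75.8223 across the fits that each left out one replicate. It was 61.0039 with silent under 1 RPKM and 73.7452 with silent judged at rest. For TCM it moved from 72.2% to 79.7468 at rest. A stricter cutoff counts fewer genes as silent, and the rule at rest ignores induction.

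With a -log10 q of at least 10, islands at named elements fell from 40 to 7 in naïve, 48 to 11 in TCM and 63 to 17 in TEM cells, since most are weak.

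Overlap of replicates changed in every case. With 50% of both islands required, and with a -log10 q of at least 10, it was 38.9995 and 72.0692 for naïve H3K4me3, 63.7253 and 86.8451 for TCM, and 64.9832 and 82.2676 for TEM. For H3K4me1 it was 36.0154 and 19.2857 in naïve, 32.3317 and 14.5631 in TCM, and 10.6559 and 40.4348 in TEM. For H2A.Z it was 32.3205 and 47.0405 in naïve, 34.9407 and 26.5306 in TCM, and 20.2741 and 50.1684 in TEM. Island lengths and numbers differ between the replicates.

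Depth limits resting cytokine levels, where 3 reads of IFNG are 0.413 RPKM in TCM and 0.468 RPKM in TEM cells. Leaving out a replicate was not possible for RNA-Seq, H3K27ac or Pol II.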

Differences from the paper's values

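A value counted as within the paper's when neither was more than 1.5 times the other, which allows a wide gap for large counts. For H3K4me3 gained from naïve to TCM cells, 32 genes were found against the paper's 112, and from naïve to TEM 66 against the paper's 188. Of the alternatives set before the files arrived, a ratio above 1.5 (117 and 199 genes) and leaving out replicate 1 (95 and 143) came within the paper's values in both cases, and the others did not. For H3K4me3 lost from naïve to TEM, 259 genes were found against the paper's 436. By that rule a ratio above 1.5 (642 genes), leaving out replicate 2 (609) and the floor at the lowest island height (308) came within it, and the other alternatives set before the files arrived did not. The first 2 overshoot the paper's value by about as much as the main value falls short of it.

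In the groups of Fig. 3, 125 genes were similarly inducible against the paper's about 280 in Fig. 3, read by eye, and 39 were naïve-inducible against about 110 in Fig. 3, read by eye. No alternative set before the files arrived closed either gap. With genes silent at rest only in the subset where induced, a setting chosen after seeing the values, the similarly inducible group came within the paper's value. Near TEM-inducible genes, 2.82% had an island stronger in naïve cells against the paper's about 7% in Fig. 3, read by eye. A ratio above 1.5, presence and absence, and the longer window upstream came within it, and the other alternatives did not. Near naïve-inducible genes, 7.69% had an island stronger in TEM cells against the paper's about 4% in Fig. 3, read by eye, and no alternative set before the files arrived closed the gap.

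For Fig. S5a, 175 genes were similarly inducible against the paper's about 290, read by eye. A relative induction of 5 fold and 1 added came within it, as did genes silent at rest only in the subset where induced and TSSs taken one by one, both settings chosen after seeing the values. The naïve-inducible group had 22 genes against the paper's about 69 in Fig. S5a, read by eye, and no setting closed the gap. An island stronger in naïve cells was near 11.8% of TCM-inducible genes against the paper's about 0% and near 20.6% of similarly inducible genes against the paper's about 3% in Fig. S5a, read by eye, and no setting closed either gap. An island stronger in TCM cells was near 19.4% of similarly inducible genes against the paper's about 10%, read by eye from Fig. S5a, with a -log10 q of at least 10 and a ratio above 3 within it. Near naïve-inducible genes the shares were 9.09% stronger in TCM against the paper's about 4% in Fig. S5a, read by eye, with a ratio above 3 within it, and 36.4% stronger in naïve cells against the paper's about 11% in Fig. S5a, read by eye, with a -log10 q of at least 10 and cutoffs of 2 and 10 RPKM within it. The other alternatives set before the files arrived did not reach these values.

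For replicate 2 in Fig. S5b, an island stronger in TEM cells was near 1.41% of TEM-inducible genes against the paper's about 25% in Fig. S5b, read by eye, and no setting closed the gap. It was near 0.8% of similarly inducible genes against the paper's about 7% in Fig. S5b, read by eye, with no scaling within it. An island stronger in naïve cells was near 15.5% of TEM-inducible genes against the paper's about 27% in Fig. S5b, read by eye. Quantile normalization, a ratio above 1.5, the floor at the lowest island height, the longer window upstream and a relative induction of 2 fold came within it. It was near 28% of similarly inducible genes against the paper's about 8% in Fig. S5b, read by eye, with no scaling and a ratio above 3 within it, and near 46.2% of naïve-inducible genes against the paper's about 6% in Fig. S5b, read by eye, with no setting within it. The other alternatives did not reach these values.

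For replicate 2 in Fig. S5c, an island stronger in TCM cells was near 1.96% of TCM-inducible genes against the paper's about 13% in Fig. S5c, read by eye, with no scaling and presence and absence within it. It was near 0.571% of similarly inducible genes against the paper's about 5% in Fig. S5c, read by eye, with no scaling and a ratio above 1.5 within it, and near 0% of naïve-inducible genes against the paper's about 2% in Fig. S5c, read by eye, with no setting within it. An island stronger in naïve cells was near 17.1% of similarly inducible genes against the paper's about 5.4% in Fig. S5c, read by eye, with no scaling and a ratio above 3 within it, and near 18.2% of naïve-inducible genes against the paper's about 0% in Fig. S5c, read by eye, with no setting within it. The other alternatives did not reach these values.

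Further statements of the paper differ in direction or gene. The paper states that TCM cells produce less cytokine than TEM cells, while at 15 h IFNG stood at 303 RPKM in TCM and 95.8 in TEM cells, IL3 at 239 and 135, and CSF2 at 640 and 494. The paper places marks at CNS+40 in memory cells, while replicate 1 of naïve cells had an H3K4me3 island of height 9 there. The paper reports no induction of CCL5, while in TEM cells at 150 min it stood at 1.41 times the resting level in RPKM and 1.27 times as a share of the counted reads. The paper describes IL4 and IL13 as restricted to activated memory cells, while activated naïve cells had 83 and 670 reads of them at 150 min.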

Other observations

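In replicate 2 of H3K4me3, losses outnumber gains from naïve to TEM cells, with 1733 and 143 genes, while replicate 1 has 609 and 654. The paper gives another antibody and other donors for the repeat, so antibody, donors and sequencing change together between the replicates. One explanation is that islands of naïve replicate 2 were called against a fixed background. Among promoters with an island in both libraries, there were still 10.6667 genes lost per gene gained (896 and 84), a prediction made after the result was seen. Islands missing from 1 library thus do not account for all of it. Calling can also change heights at shared promoters, since a long island can bring a summit from outside the window. The longest island had 9088 bases in naïve and 2835 in TEM cells of replicate 2. An effect of calling is therefore not excluded. A second explanation is that height grows differently with signal in these libraries. The log2 ratio rose with mean height in replicate 2 (r = 0.496) and not in replicate 1 (r = -0.0566), while after quantile normalization there were still 7.97688 genes lost per gene gained. The parts of this prediction point in different directions, and the size of r taken as a trend was set after seeing the values, so the pattern cannot be told apart from this explanation. The effect of the antibody was not tested.

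The higher CCL5 in resting TEM cells could come from other cell types in the sorted cells. Among markers of CD8 T cells, NK cells, B cells and monocytes, listed before the test, the highest RPKM in resting TEM cells above the naïve level was 0.838549 (MS4A1), under the 2 RPKM set before the test. Still, this B cell marker had 15 reads in resting TEM cells against 3 in the deeper naïve library, 17.0 times the naïve RPKM (adjusted p = 4.4e-07 by a Fisher's exact test added after seeing the data). The CD8 T and NK cell markers had no reads of CD8A, CD8B and KLRF1 and 2 of NCAM1 in TEM cells. A small share of other cells is thus not excluded, and with 1 library per subset a difference between libraries remains possible.

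The share of TEM-inducible genes with a stronger H3K4me3 island in TEM cells of replicate 1 could follow low transcription at rest. Among genes under 0.5 RPKM at rest in both subsets, the difference was 47.0588 points (16 of 34 against 0 of 8, Fisher's exact test p = 0.016). It could also follow the number of TSSs per gene. Among genes with a single TSS it was 36.1765 points (27 of 60 against 3 of 34, Fisher's exact test p = 0.00022). The difference remained in both sets, so neither accounts for all of it. The first set has only 8 naïve-inducible genes, so the size of its difference is uncertain. In replicate 2 the difference was not found, with 1 of 71 against 0 of 39 genes after scaling and 9 of 71 against 3 of 39 with no scaling (Fisher's exact test p = 0.53), so a difference between libraries of replicate 1 remains. Islands stronger in naïve cells were rarer near TEM-inducible than near naïve-inducible genes in both replicates. In replicate 1 there were 2 of 71 against 11 of 39 genes. In replicate 2 there were 11 of 71 against 18 of 39 after scaling and 2 of 71 against 6 of 39 with no scaling.

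Reads counted on genes were a larger share of the total behind RPKM after activation, 1.501 times the resting naïve share in naïve, 1.513 in TCM and 1.496 in TEM cells at 15 h. At rest it was already 1.199 in TCM and 1.212 in TEM cells, so the rise was smaller in memory than in naïve cells. It rose from rest to 15 h in 3 subsets, so the rise was not confined to one subset. The prediction about libraries of one subset alone was made after the result was seen. Its count restates the shares above and is no separate test. No biological explanation was tested.

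In resting cells JUN stood at 237 RPKM in naïve, 835 in TCM and 928 in TEM cells, FOS at 286, 1244 and 1215, and JUNB at 768, 1865 and 2044 (1 library each).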
